# The *Arabidopsis* acetylated histone-binding protein BRAT1 forms a complex with BRP1 and prevents transcriptional silencing

**DOI:** 10.1038/ncomms11715

**Published:** 2016-06-07

**Authors:** Cui-Jun Zhang, Xiao-Mei Hou, Lian-Mei Tan, Chang-Rong Shao, Huan-Wei Huang, Yong-Qiang Li, Lin Li, Tao Cai, She Chen, Xin-Jian He

## Abstract

Transposable elements and other repetitive DNA sequences are usually subject to DNA methylation and transcriptional silencing. However, anti-silencing mechanisms that promote transcription in these regions are not well understood. Here, we describe an anti-silencing factor, Bromodomain and ATPase domain-containing protein 1 (BRAT1), which we identified by a genetic screen in *Arabidopsis thaliana*. BRAT1 interacts with an ATPase domain-containing protein, BRP1 (BRAT1 Partner 1), and both prevent transcriptional silencing at methylated genomic regions. Although BRAT1 mediates DNA demethylation at a small set of loci targeted by the 5-methylcytosine DNA glycosylase ROS1, the involvement of BRAT1 in anti-silencing is largely independent of DNA demethylation. We also demonstrate that the bromodomain of BRAT1 binds to acetylated histone, which may facilitate the prevention of transcriptional silencing. Thus, BRAT1 represents a potential link between histone acetylation and transcriptional anti-silencing at methylated genomic regions, which may be conserved in eukaryotes.

## Abstract (web summary)

Transposons and repetitive sequences are typically subject to transcription silencing. Here, Zhang *et al*. find that the bromodomain-containing protein BRAT1 forms a complex with BRP1, recognizes histone acetylation and acts to prevent transcriptional silencing in *Arabidopsis*.

DNA methylation is an important chromatin modification that is required for transposable element (TE) and transgene silencing, genome stability, genomic imprinting and gene regulation^1^,^2^. In *Arabidopsis thaliana*, DNA methylation is enriched on TEs and other repetitive DNA sequences^2^. DNA methylation at symmetric CG sites is catalysed by the maintenance DNA methyltransferase MET1 during DNA replication^3^,^4^. The plant-specific DNA methyltransferase CMT3 is mainly responsible for DNA methylation at CHG (H is A, T, or C) sites^5^,^6^. CMT2 catalyses DDM1-dependent DNA methylation at CHH sites^7^. RNA-directed DNA methylation (RdDM) is responsible for *de novo* DNA methylation^2^,^8^,^9^, in which DNA-dependent RNA polymerase IV and V (Pol IV and Pol V) play critical roles in DNA methylation^10^.

DNA methylation can be either reduced passively during DNA replication or actively by active DNA demethylation^11^,^12^,^13^,^14^. A base excision repair process is involved in active DNA demethylation in plants^11^,^12^,^14^,^15^,^16^. The 5-methylcytosine DNA glycosylase ROS1 is responsible for active DNA demethylation^13^,^17^,^18^,^19^. ROS1 functions redundantly with its homologues DML2 and DML3 in DNA demethylation and thus prevents transcriptional silenicng^17^. DME, another ROS1 homologue, is required for DNA demethylation of imprinted genes in the endosperm^2^,^12^. SSRP1, an HMG domain-containing component of the FACT histone chaperone, is required for active DNA demethylation by DME and contributes to gene imprinting^20^. ROS3, IDM1/ROS4, IDM2/ROS5, IDM3 and MBD7 have been thought to mediate DNA demethylation and repression of transcriptional gene silencing in a ROS1-dependent manner^18^,^21^,^22^,^23^,^24^,^25^,^26^,^27^. MBD7 preferentially binds to highly methylated CG-dense regions and recruits the IDM proteins to methylated genomic regions^21^,^24^,^27^. IDM1 is a histone acetyltransferase, which creates acetylated histone marks required for active DNA demethylation by ROS1 (refs 18, 22). However, it is not known how acetylated histone marks are recognized to mediate DNA demethylation and anti-silencing.

Bromodomain is an acetylated histone interaction module found in various types of nuclear proteins including histone acetyltransferases, transcriptional coactivators and chromatin-remodelling factors^28^,^29^. Twenty-nine bromodomain-containing proteins have been found in *Arabidopsis*^29^. GCN5/HAG1, a histone acetyltransferase, contains a bromodomain that is required for the binding of GCN5 to a subset of its target chromatin loci^30^. The bromodomain protein BRAHMA (BRM) is an SNF2 chromatin-remodelling ATPase that interacts with SWI3C and forms an ATP-dependent chromatin-remodelling complex involved in development, phytohormone signalling and stress response^31^,^32^,^33^. Members of an important subgroup of bromodomain proteins (BET) contain an extra-terminal domain and act as general transcription factors in *Arabidopsis*^29^. Three of these transcription factors, GTE1/IMB1, GTE4 and GTE6, have been functionally characterized and are involved in seed germination, cell division and leaf development, respectively^34^,^35^,^36^. In mammals, BRD4, a BET family member, interacts with acetylated histone and acts as a transcriptional coactivator^37^. The yeast bromodomain protein BDF2 binds to acetylated histone H4 at heterochromatin boundaries and is required to prevent heterochromatin spreading^38^.

The yeast YTA7 protein contains an ATPase domain and a bromodomain^39^. YTA7 binds to the N-terminal tail of histone H3 and is involved in preventing heterochromatin silencing^39^,^40^. LEX-1, a homologue of YTA7 in *C. elegans*, is required for the expression of repetitive genomic sequences, which are usually subjected to transcriptional silencing at heterochromatin regions^41^. The YTA7 homologue in humans, ATAD2/ANCCA, directly interacts with the E2F transcription factors and is required for cell cycle gene expression and cancer cell proliferation^42^,^43^,^44^. Although these results demonstrate that the YTA7 and its homologues are conserved anti-silencing factors in *S. cerevisiae*, *C. elegans* and humans, the function of YTA7 homologues in plants remains to be studied.

In this study, we identify an *Arabidopsis* YTA7 homologue, BRAT1 (Bromodomain and ATPase domain-containing protein 1) as a new anti-silencing factor. We demonstrate that the bromodomain of BRAT1 can bind to acetylated histone and influences histone acetylation levels at methylated genomic regions, thereby providing a potential link between histone acetylation and anti-silencing. Moreover, we demonstrate that BRAT1 associates with a previously uncharacterized ATPase domain-containing protein, BRP1 (BRAT1 Partner 1), and both are required to prevent transcriptional silencing.

## Results

### Identification of BRAT1 as an anti-silencing factor

*AtGP1* is a gypsy-like retrotransposon that is hypermethylated but not completely silenced in *Arabidopsis*. To identify new regulators in anti-silencing, we screened a collection of homozygous T-DNA insertion mutants by reverse transcription–PCR (RT–PCR) and searched for mutants in which the transcript level of *AtGP1* is decreased. The collection included mutants of 550 chromatin-related genes (Supplementary Data 1). We identified a mutant (Salk_012966C, *brat1-1*) with a T-DNA insertion in the gene *AT1G05910* (Supplementary Fig. 1a–c). We refer to this gene as *BRAT1* (*Bromodomain-containing protein with ATPase domain 1*). We tested the transcript level of *AtGP1* in another *brat1* T-DNA mutant allele (Salk_134173C, *brat1-2*; Supplementary Fig. 1a–c) and found that the transcript level of *AtGP1* is also markedly decreased in *brat1-2* compared with wild type (Fig. 1a and Supplementary Fig. 1d). We transformed *BRAT1-Flag* into the *brat1-1* mutant, and found that the transcript level of *AtGP1* is completely restored by *BRAT1-Flag* in the *brat1* mutant (Supplementary Fig. 1e). In addition, we found that the transcript levels of the retrotransposon *AtMU1* and the DNA repeat-flanking gene *SDC* are reduced in the *brat1-1* and *brat1-2* mutants (Fig. 1a). These results suggest that BRAT1 is an anti-silencing factor that prevents silencing of the *AtGP1*, *AtMU1* and *SDC* loci.

Previous studies have shown that the 5-methylcytosine DNA glycosylase ROS1 is required to prevent the silencing of both *RD29A-LUC* and *35S-NPTII* transgenes^11^,^13^,^14^, whereas the histone H3 acetyltransferase IDM1 and the α-crystallin domain protein IDM2 are required to prevent the silencing of *35S-NPTII* but not *RD29A-LUC*^18^,^22^,^23^,^25^. To determine whether BRAT1 functions in anti-silencing of transgenes, we introduced the *brat1-1* mutation into the *RD29A-LUC* and *35S-NPTII* transgenic plants by crossing. The results indicated that the expression of *35S-NPTII* is markedly repressed in the *brat1-1* mutant, resulting in decreased kanamycin resistance of the mutant relative to the wild type (Fig. 1b,c). The expression of *RD29A-LUC* is only slightly affected in the *brat1-1* mutant (Fig. 1b,c). The result suggests that the *brat1* mutation preferentially affects *35S-NPTII* rather than *RD29A-LUC*. Thus, the function of BRAT1 in anti-silencing of transgenes is comparable to that of IDM1 and IDM2.

### BRAT1 and BRP1 form a complex

To investigate BRAT1 function, we performed affinity purification to isolate proteins by anti-Flag antibody from the *BRAT1-Flag* transgenic plants. By mass spectrometric analysis, we found that BRAT1 co-purified a previously uncharacterized protein (AT3G15120), which we refer to as BRAT1 Partner 1 (BRP1; Table 1). We generated *BRP1-Myc* transgenic plants and purified proteins associated with BRP1 by affinity purification. Mass spectrometric analysis indicated that BRP1 also co-purified BRAT1 (Table 1). We crossed *BRP1-Myc* transgenic plants to *BRAT1-Flag* transgenic plants to obtain F1 plants harbouring both transgenes for co-immunoprecipitation (co-IP). The result indicated that BRP1-Myc and BRAT1-Flag were co-precipitated by anti-Flag antibody (Fig. 2a), confirming that BRAT1 can interact with BRP1 *in vivo*. We further produced transgenic plants harbouring both *BRAT1-Flag* and *ROS1-Myc* transgenes for co-IP. An interaction between BRAT1 and ROS1 was not detected (Supplementary Fig. 2). We extracted cytoplasmic and nuclear fractions to determine the subcellular localization of BRAT1 and BRP1 and found that both proteins were predominantly detected in the nucleus (Fig. 2b). In addition, we extracted nucleoplasmic and chromatin fractions to determine the subnuclear localization of BRAT1 and BRP1. Western blot analysis shows that BRAT1 and BRP1 both exist in the chromatin fraction but not in the nucleoplasmic fraction (Supplementary Fig. 3), suggesting that the BRAT1–BRP1 complex associates with chromatin.

BRP1 contains a plant homeodomain-like zinc finger domain and an AAA-type ATPase domain (Supplementary Fig. 4a). Plant homeodomains usually act as modules for interacting with chromatin or chromatin-related proteins, whereas the AAA-type ATPase domain is conserved in BRP1 and BRAT1. We investigated whether BRP1 has the same biological function as BRAT1 in anti-silencing. Quantitative RT–PCR demonstrated that the transcript levels of *AtGP1* and *AtMU1* are significantly reduced in three individual *brp1* mutant alleles including *brp1-1* (Salk_021560C), *brp1-2* (Salk_059263C) and *brp1-3* (Salk_046896C; Fig. 2c; Supplementary Fig. 4b–d). These results suggest that both BRP1 and BRAT1 function in anti-silencing.

### BRAT1 and BRP1 contribute to DNA demethylation at some loci

The 5-methylcytosine DNA glycosylase ROS1 and its close homologues, DML2 and DML3, function in active DNA demethylation^17^. In the DNA demethylation mutants *ros1dml2dml3* (*rdd*), *ros1* and *idm1*, thousands of DNA hypermethylated loci were previously identified by genome-wide DNA methylation analyses^4^,^17^,^18^. We performed whole-genome DNA methylation analyses by bisulfite sequencing and obtained 2.9 × 10^7^, 3.1 × 10^7^, 4.9 × 10^7^ and 4.6 × 10^7^ reads for the wild type, *brat1-1*, *brp1-1* and *ros1-4*, respectively (Supplementary Table 1). Whole-genome DNA methylation analyses identified 5,572, 881 and 669 hypermethylated differentially methylated regions (hyper-DMRs) in *ros1*, *brat1-1* and *brp1-1*, respectively (Fig. 3a and Supplementary Data 2). The numbers of hyper-DMRs are much less in *brat1* and *brp1* than in *ros1* (Fig. 3a), suggesting that BRAT1 and BRP1 contribute to DNA demethylation at a smaller set of loci than targeted by ROS1. Venn diagrams indicate that 39.6% (349/881) and 38.4% (257/669) of the hyper-DMRs in *brat1* and *brp1*, respectively, overlap with the hyper-DMRs in *ros1* (Fig. 3a), which are significantly higher than expected by chance (6/881=0.68% in *brat1* and 5/669=0.75% in *brp1*; *P*<0.01; hypergeometric test). Heat maps indicate that hyper-DMRs in *brat1* are often preferentially hypermethylated in *ros1* and *brp1* (Fig. 3b). For the *brat1*- and *brp1*-specific hyper-DMRs (Fig. 3a), their average DNA methylation levels are also weakly increased in *ros1* (Supplementary Fig. 5). Because ROS1 has homologues, it is possible that the BRAT1 and BRP1 target loci not significantly regulated by ROS1 may be regulated by ROS1 homologues.

*AT1G26400* and *AT4G18650* are among hyper-DMRs identified in *rdd*, *ros1* and *idm1* in a previous report^18^. Using PCR-based DNA methylation analyses, we found that their DNA methylation levels are increased in two independent *brat1* mutant alleles as well as in *ros1* (Supplementary Fig. 6a). The DNA methylation levels were reduced by the *BRAT1-Flag* transgene in the *brat1* mutant background (Supplementary Fig. 6b). Moreover, we found that DNA methylation of *AT4G18650* is markedly increased in three independent *brp1* mutant alleles as well as in the *brat1* mutant (Supplementary Fig. 6c). The *BRP1-Myc* transgene complements the DNA hypermethylation phenotype of the *brp1* mutant (Supplementary Fig. 6d). These results suggest that BRAT1 and BRP1 are related to DNA demethylation at these loci.

Previous reports demonstrated that a large number of hypermethylated loci in *ros1* and/or *rdd* are close to or overlap with genes^17^,^18^,^45^. Our bisulfite sequencing data indicate that more than 70% (621/881 for *brat1* and 476/669 for *brp1*) of hyper-DMRs in *brat1* and *brp1* overlap with genic regions, whereas 35.3% (1,966/5,572) of hyper-DMRs in *ros1* overlap with genic regions (Fig. 3c). The DNA demethylation target genes show much higher DNA methylation levels than other genes at 5′-promoter and 3′-terminator regions for all three cytosine contexts (Fig. 3d). It is possible that these hypermethylated genes require DNA demethylation and anti-silencing mechanisms to prevent transcriptional silencing.

Two recent studies reported that DNA methylation of a regulatory element in the *ROS1* promoter region is dynamically regulated by RdDM and DNA demethylation and plays a positive role in *ROS1* expression^46^,^47^. In the *ros1* mutant, DNA methylation of the *ROS1* promoter region is upregulated and then promotes the expression of *ROS1*. Our whole-genome DNA methylation data show that DNA methylation of the *ROS1* promoter region is upregulated not only in *ros1* but also in *brat1* and *brp1* (Fig. 3e), which is consistent with the result showing that *ROS1* expression is induced in *ros1*, *brat1* and *brp1* (Supplementary Fig. 7). These results suggest that BRAT1 and BRP1, in addition to ROS1, contribute to DNA demethylation of the *ROS1* promoter region and thereby may contribute to transcriptional repression of *ROS1*.

To examine the genetic relationship between *brat1*, *idm1* and *ros1*, we crossed *brat1* to *idm1* and *ros1*, thus obtaining the double mutants *brat1idm1* and *brat1ros1*. *DT414*, *DT231*, *DT539* and *AT3TE92795* are hypermethylated loci in *brat1*, *idm1* and *ros1* as determined by the whole-genome bisulfite sequencing data (Supplementary Data 2). Our locus-specific bisulfite sequencing analysis further confirmed that the DNA methylation levels of these loci are markedly increased in *brat1*, *idm1* and *ros1* relative to the wild type (Fig. 3f). However, the DNA methylation levels are not further enhanced in the double mutants *brat1idm1* and *brat1ros1* relative to each of the single mutants (Fig. 3f). The results suggest that BRAT1 may contribute to DNA demethylation through the same genetic pathway as IDM1 and ROS1.

### DNA demethylation is mostly dispensable for anti-silencing

The results shown above demonstrated that BRAT1 functions in transcriptional anti-silencing of *AtGP1*, *AtMU1* and *SDC* (Fig. 1a). Given that BRAT1 appears to contribute to DNA demethylation at some loci, many of which are also targeted by *ROS1*, we initially expected that DNA demethylation would be required for the function of BRAT1 in anti-silencing. However, our whole-genome DNA methylation analysis indicated that these three loci are highly methylated in the wild type and their DNA methylation levels are not enhanced in *brat1-1*, *brp1-1* and *ros1-4* in all three cytosine contexts CG, CHG and CHH (Fig. 4a). These results suggest that BRAT1 affects the transcript levels of *AtGP1*, *AtMU1* and *SDC* in a DNA demethylation-independent manner.

We performed RNA deep sequencing assay with three replicates for each genotype to identify loci affected in the *brat1* mutant (Supplementary Table 2). 

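RNA carrying poly-A tails was sequenced from 10-day-old seedlings of 4 genotypes, the wild type (Col-0), the *brat1* mutant, the RdDM mutant *nrpe1* and the *brat1nrpe1* double mutant. Each genotype had 3 replicates, which makes 12 libraries. The authors mapped the reads to the TAIR10 genome with Tophat, kept the uniquely mapped reads and computed the FPKM of each gene with Cufflinks, where FPKM stands for fragments per kilobase of exons, scaled to the number of fragments mapped. The FPKM values carry no read counts, so the depth is the one of Supplementary Table 2. By that table, replicate 1 had between 40891648 and 45582182 mapped reads in the 4 genotypes, replicate 2 had between 14315271 and 17954986, and replicate 3 had between 16066757 and 19290154. A gene was tested when its mean FPKM over the 12 libraries was at least 0.1, which 22645 of the 34133 listed genes and isoform models reached. TEs were not analysed here. The values were tested as log2(FPKM + 0.1) with limma, in 1 model over the 4 genotypes. Differences are given on that scale, which understates the change of genes with low FPKM. The threshold was that of the paper for genes, an unadjusted P under 0.01 with a log2 difference above 1 or below -1, and Benjamini-Hochberg adjusted p-values are given beside it. An FPKM of exactly 0 can be a failed estimate in these values. All 279 mitochondrial and chloroplast genes are listed at 0 in every library. AT1G29930, named after its values were seen, is listed at 0 in the 4 replicate 1 libraries and between 15416 and 16453 in the 8 others. For genes with an FPKM of 0 in a library, the value of each library is therefore given.
*BRAT1* (AT1G05910), which lies on chromosome 1 from 1790216 to 1796715 in TAIR10.1, had an FPKM of 11.2 ± 0.222 (SD, n = 3) in the wild type and 3.18 ± 0.244 (SD, n = 3) in *brat1*. In *nrpe1* the FPKM of *BRAT1* was 10.1 ± 0.641 and in *brat1nrpe1* it was 2.86 ± 0.230 (SD, n = 3 each). The log2 difference between *brat1* and the wild type was -1.78 (standard error 0.095, adjusted p = 0.00013 from limma), and that between *brat1nrpe1* and *nrpe1* was also -1.78. With each replicate left out in turn, the first difference stayed between -1.85 and -1.72. *NRPE1* (AT2G40030), on chromosome 2 from 16714460 to 16723718, had an FPKM of 4.44 ± 0.497 in the wild type, 4.97 ± 0.742 in *brat1*, 1.34 ± 0.0657 in *nrpe1* and 1.07 ± 0.0455 in *brat1nrpe1* (SD, n = 3 each). Its log2 difference between *nrpe1* and the wild type was -1.65 (standard error 0.13, adjusted p = 0.00034 from limma).
Libraries with the same replicate number deviated together from the means of their genotypes. The mean correlation of these deviations was 0.682 over the 18 pairs with the same number and -0.271 over the 36 pairs of different genotypes with different numbers. With the replicate number as a block in the model, the log2 difference of *BRAT1* in *brat1* kept its value, with a standard error of 0.073 and an adjusted p of 1.7e-05 from limma. The main division was between replicate 1 and the other replicates. The correlation of deviations was 0.597 between replicates 2 and 3 and -0.705 between replicate 1 and either of them. Replicate 1 has 1 library per genotype, so comparisons within a batch are given for replicates 2 and 3 alone, as the values without replicate 1. Replicates 2 and 3 of a genotype differed by little more than the counting of reads gives. Over 7638 genes with approximately 300 to 5000 reads, the spread of their differences was between 1.18 and 1.20 times the counting noise, against 1.56 to 2.01 times between genotypes in these replicates. They were kept as 2 of the 3 replicates, as the paper numbers them, and counts with their mean as 1 sample, a setting chosen after seeing the data, are given beside the others.

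**Figure D1:**
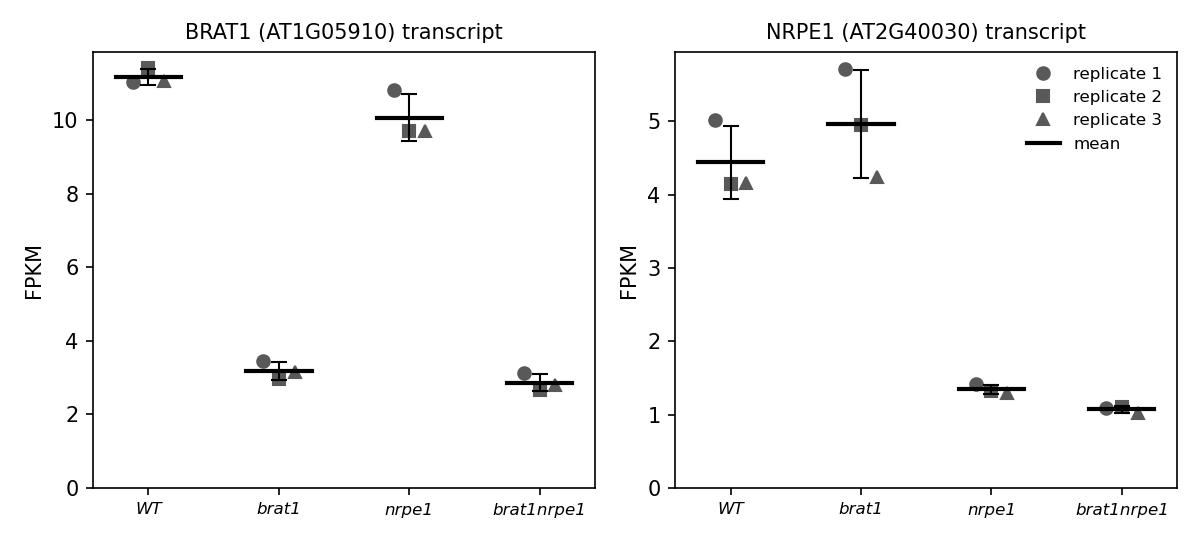
FPKM of *BRAT1* (left) and *NRPE1* (right) in the 12 libraries, by genotype on the x axis. Each symbol is 1 library with its shape giving the replicate number, the horizontal line is the mean of 3 libraries and the error bar is the SD. *BRAT1* lies near 3 in *brat1* and *brat1nrpe1* and at 10.1 or above on average in the other genotypes, and *NRPE1* lies at 1.34 or below on average in *nrpe1* and *brat1nrpe1*.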

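Between *brat1* and the wild type, 43 genes passed the threshold as lower and 44 as higher. Of these, 9 of the lower genes and 1 of the higher genes had a Benjamini-Hochberg adjusted p under 0.05 from limma. The 1 higher gene is AT5G10760, named after its values were seen, with a log2 difference of 1.64 (limma adjusted p = 0.036). With the replicate number as a block, 61 genes were lower and 78 were higher, 28 and 30 of them with an adjusted p under 0.05, and these counts of 61 and 78 included 42 of the 43 and 43 of the 44. The correlation of deviations in this comparison was 0.681 for libraries with the same number and -0.271 for the others. Without replicate 1, 68 genes were lower and 105 were higher. Taking the mean of replicates 2 and 3 as 1 sample left 30 genes lower and 18 higher, 0 and 0 of them with an adjusted p under 0.05 from limma. With the block as well there were 52 and 61, 1 and 0 of them with an adjusted p under 0.05. This setting has fewer samples than the others. Apart from the adjusted p, the setting that lowered the counts most was a pseudocount of 1 in place of 0.1, with 15 lower and 10 higher genes. All 3 *brat1* libraries lay above all 3 wild-type libraries for 782 of the tested genes and below them for 665, together 6.39%. Chance gives 10% for libraries that can be exchanged freely, but fewer here, as replicate 1 lies apart in both genotypes. With the labels of 1 replicate number exchanged, the share was from 2.03% to 2.64%. Of the genes past the threshold, 41 of the 43 lower and 42 of the 44 higher genes had groups that did not overlap.
Of the 40 genes that the paper lists as reduced in *brat1*, 28 were among the 43, and of the 42 it lists as increased, 23 were among the 44. The largest decreases among genes with groups that did not overlap were those of *SADHU3-2* (AT3G42658), *QQS* (AT3G30720) and AT3G06437, all on chromosome 3. *SADHU3-2*, a pseudogene that the paper annotates as a TE gene, had an FPKM of 2.62, 2.12 and 2.49 in wild-type replicates 1 to 3 and 0.0728, 0.0788 and 0 in *brat1* (limma adjusted p = 0.0061). The FPKM of *QQS* was 8.80 ± 0.899 in the wild type and 0.745 ± 0.175 in *brat1* (SD, n = 3 each), a log2 difference of -3.41 (standard error 0.35, limma adjusted p = 0.013). AT3G06437, which shares 76.8% of its length with a near-identical copy elsewhere in the genome, had an FPKM of 0.924, 0.991 and 1.73 in the wild type and 0.100, 0.0433 and 0 in *brat1*, with a limma adjusted p of 0.10 (0.023 with the block). The largest increases were those of AT1G61575, AT4G05095 and *PCR1* (AT1G14880). AT1G61575 was listed at 0 in all wild-type libraries and at 0.908, 0.334 and 1.04 in *brat1* (limma adjusted p = 0.98, 0.13 with the block). The wild-type values of AT4G05095 were 0.227, 0 and 0, and its *brat1* values were 1.89, 0.777 and 0.805 (limma adjusted p = 0.31, 0.034 with the block). *PCR1* had an FPKM of 0.809 ± 0.589 in the wild type and 5.58 ± 1.72 in *brat1* (SD, n = 3 each), a log2 difference of 2.95 with a limma adjusted p of 0.54 (0.098 with the block).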

In total, we identified 21 TEs (*P*<0.05; log2(fold-change) >1 or <−1; Cufflinks) and 82 genes (*P*<0.01; log2(fold-change)>1 or <−1; Cufflinks) that are differently expressed in *brat1* relative to the wild type (Fig. 4b; Supplementary Data 3). Gene Ontology analyses show that stress response genes are enriched in the differentially expressed genes in *brat1* (Supplementary Fig. 8). 

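Gene Ontology process terms of the tested genes were taken from the TAIR10.1 annotation. Terms were counted as stress response when they contained 1 of 24 words or phrases for defence, immunity, biotic and abiotic stress. Of the tested genes, 13675 had a process term, and 1306 of these (9.55%) had a stress term. Among the 87 genes past the threshold in *brat1*, 37 had a process term and 8 of these (21.6%) had a stress term, an odds ratio of 2.62 (two-sided Fisher's exact test, p = 0.021, adjusted p = 0.032 over 3 tests). Among the increased genes, 6 of 23 had a stress term (odds ratio 3.35, p = 0.018, adjusted p = 0.032, Fisher's exact test). For the reduced genes, 2 of 14 had one (odds ratio 1.58, p = 0.64 by the same exact test), namely *PRB1* and AT5G64110, the latter named after its values were seen. Of the genes in the paper's own list, 10 of 40 annotated ones had a stress term (odds ratio 3.17, p = 0.0036, Fisher's exact test). The odds ratio over all changed genes was 2.14 with the replicate number as a block (p = 0.028, Fisher's exact test) and ranged from 1.88 to 6.66 when each replicate was left out in turn. After rescaling to the same 75th percentile it was 2.29 (p = 0.078, Fisher's exact test).
Among the stress genes, *PR1* (AT2G14610) had an FPKM of 1.39 ± 0.222 in the wild type and 7.58 ± 2.43 in *brat1* (SD, n = 3 each), a log2 difference of 2.32 (standard error 0.46, limma adjusted p = 0.27). The log2 differences of *AIG1* (AT1G33960), *BGL2* (AT3G57260) and *LURP1* (AT2G14560) were 1.85, 1.79 and 1.21, with limma adjusted p-values of 0.26, 0.27 and 0.55. *PRB1* (AT2G14580) changed the other way, from 26.7 ± 8.54 in the wild type to 8.28 ± 2.16 in *brat1* (SD, n = 3 each), a log2 difference of -1.65 with a limma adjusted p of 0.084. With the replicate number as a block, whose check for this comparison was a correlation of 0.681 between libraries of the same number, the adjusted p-values were 0.048 for *PR1*, 0.027 for *AIG1*, 0.0028 for *BGL2*, 0.045 for *LURP1* and 0.0038 for *PRB1*, all from limma. For each of these 5 genes all *brat1* libraries lay on one side of all wild-type libraries, for which the exact two-sided permutation test gives p = 0.1, the smallest that 3 libraries against 3 allow. Between *nrpe1* and the wild type the log2 differences were 3.27 for *PR1* (limma adjusted p = 0.016), 1.41 for *AIG1*, 1.17 for *BGL2* and 0.98 for *LURP1*. For *AIG1*, *BGL2* and *LURP1* the limma adjusted p-values were 0.39, 0.82 and 0.79. *PRB1* differed by -0.04. The rises were therefore not seen in *brat1* alone.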

Among the 21 differentially expressed TEs, the majority (19/21) are decreased (Fig. 4b and Supplementary Data 3), which is consistent with the notion that BRAT1 is involved in transcriptional anti-silencing. 

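Of the 87 genes past the threshold in *brat1*, 49.4% were lower than in the wild type. The share was 50.6% after each library was rescaled to the same 75th percentile and 43.9% with the replicate number as a block, where libraries of the same number had deviations correlated at 0.681. Other settings moved the balance further, in both directions. With an adjusted p under 0.05 there were 9 lower genes and 1 higher. At the unadjusted threshold there were 30 and 18 with replicates 2 and 3 averaged. Without replicate 1 there were 68 lower and 105 higher. The rescaling changed the log2 values of the libraries by between -0.024 and 0.018, and the median log2 difference of all tested genes was 0.0021. Of the genes that the paper lists as reduced, 39 were tested and all 39 had a log2 difference below 0, with a median of -1.41. Of the 42 that it lists as increased, all had a difference above 0. Over the paper's lists alone, 32 of the 39 reduced and 30 of the 42 increased genes had an adjusted p under 0.05 from limma, but the lists were called on these same libraries.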

Of the differentially expressed genes in *brat1*, 48.8% (40/82) show reduced expression, and the remainder show increased expression (Fig. 4b and Supplementary Data 3).

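Supplementary Data 2 lists 881 hyper-DMRs of *brat1*, of which 637 are given with a gene, 80 with a TE and 180 with neither. They name 614 genes, of which 613 are listed with an FPKM and 478 were tested. The authors' positions are those of TAIR10, and 644 of the 649 pairs of a hyper-DMR and its gene (99.2%) also overlap by the gene positions of TAIR10.1. Of the 43 genes lower in *brat1*, 1 has a hyper-DMR, against 478 of the 22645 tested genes, an odds ratio of 1.1 (two-sided Fisher's exact test, p = 0.60). The 1 gene is *BRAT1* itself, which the mutation disrupts. For the 39 tested genes of the paper's reduced list, the overlap was also 1 gene (odds ratio 1.22, p = 0.57, Fisher's exact test). None of the 44 genes higher in *brat1* has a hyper-DMR (p = 1 by the same exact test). With the replicate number as a block, where same-numbered libraries had a correlation of deviations of 0.681, 1 of 61 lower genes had a hyper-DMR (odds ratio 0.772, p = 1, Fisher's exact test). Without replicate 1 the overlap was 2 of 68 genes (odds ratio 1.41, p = 0.66, Fisher's exact test), *BRAT1* and *SLAH4* (AT1G62262), the latter named after its values were seen.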

To determine whether reduced expression of TEs and genes is correlated with DNA hypermethylation in *brat1*, we compared the RNA deep sequencing data with the whole-genome DNA methylation data and found that downregulated TEs and genes do not significantly overlap with hyper-DMRs in *brat1* (Supplementary Data 2 and 3). The DNA methylation levels of most transcriptionally downregulated TEs and genes are not affected in *brat1* relative to the wild type (Fig. 4c,d). 

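The 478 tested genes with a *brat1* hyper-DMR had a mean log2(FPKM + 0.1) of 3.10 ± 0.0790 in *brat1* and 3.10 ± 0.0960 in the wild type (SD, n = 3 each). The difference was -0.0010, which is within the spread between replicates (exact two-sided permutation test, p = 1, where the smallest p for 3 against 3 is 0.1). By replicate number the differences were -0.021, 0.0046 and 0.013, so that 1 of 3 had the direction of the mean. Treated as pairs, they gave p = 1 by an exact sign-flip test, whose smallest p is 0.25. The correlation of deviations over these genes was 0.839 between libraries of the same number and -0.308 between the others. Without replicate 1 the difference was 0.0090. Of the 478 genes, 240 were above 0 and 238 below 0, and 11 had an unadjusted p under 0.05 from limma. The gene past the threshold was *BRAT1*. The median FPKM of all 613 listed genes with a hyper-DMR was 6.57 in the wild type and 6.23 in *brat1*. DNA methylation itself was not analysed here. The paper sets the downregulated TEs and genes against the hyper-DMRs, finds no significant overlap, and finds the methylation of most of them unaffected in *brat1*. From this it proposes that BRAT1 keeps most of these loci expressed by another route than the removal of methylation, while it takes part in demethylation at some ROS1 targets.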

The results suggest that the involvement of BRAT1 in anti-silencing is largely independent of DNA demethylation even though BRAT1 contributes to DNA demethylation at a specific subset of loci targeted by ROS1.

DNA demethylation caused by ROS1 and IDM1 was shown to prevent transcriptional silencing^13^,^18^. However, for most of DNA demethylation target loci, their transcript levels are below the detectability of our RNA deep sequencing analysis. 

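Of the 613 listed genes with a *brat1* hyper-DMR, 135 (22.0%) had a mean FPKM under 0.1 over the 12 libraries and 188 (30.7%) had one under 1. Among all 34133 listed genes and isoform models, 33.7% were under 0.1 and 42.9% under 1. FPKM was listed at 0 in every library for 65 of the 613 genes. The genes whose *brat1* hyper-DMR overlaps one of *ros1* were lower. Of these 212 genes, 76 (35.8%) had a mean FPKM under 0.1, 89 (42.0%) had one under 1, and 37 were listed at 0 throughout. In the wild type alone, 188 of the 613 genes and 88 of the 212 genes had a mean FPKM under 1. Hyper-DMRs given without a gene have no FPKM here. The FPKM of a gene covers its whole transcript and not the hyper-DMR alone. As the values carry no read counts, no limit of detection in reads is given.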

We randomly selected seven hyper-DMRs shared in *brat1*, *brp1* and *ros1* to determine whether DNA hypermethylation is correlated with reduced expression (Supplementary Fig. 9). The effect of *brat1*, *brp1* and *ros1* on DNA methylation was confirmed by PCR-based DNA methylation assay (Supplementary Fig. 10a,b). The transcript levels of the seven hyper-DMRs were determined by quantitative RT–PCR. Of the seven hyper-DMRs, the transcript levels of four loci are reduced in *brat1*, *brp1* and *ros1* relative to the wild type, whereas the transcript levels of three others are not reduced (Supplementary Fig. 10c,d). These results suggest that DNA demethylation is correlated with anti-silencing only at a subset of target loci shared by BRAT1, BRP1 and ROS1.

### *brat1* affects transcriptional de-repression in RdDM mutants

*AtGP1*, *AtSN1* and *SDC* are known RdDM target loci and show increased expression in the RdDM mutants *nrpd1* and *nrpe1* relative to the wild type^48^,^49^,^50^,^51^. Our quantitative RT–PCR experiment demonstrated that the *brat1* mutation moderately reduces the transcript levels of these loci (Figs 1a and 5a). We crossed *brat1-1* to *nrpd1* and *nrpe1* to obtain *brat1nrpd1* and *brat1nrpe1* double mutants. We found that while the transcript levels of *AtGP1*, *AtSN1* and *SDC* are dramatically increased in either the *nrpd1* or the *nrpe1* single mutant, their transcript levels are markedly decreased in either the *brat1nrpd1* or the *brat1nrpe1* double mutant (Fig. 5a). The results suggest that BRAT1 contributes to increased expression of *AtSN1*, *AtGP1* and *SDC* in the *nrpd1* and *nrpe1* background, indicating an anti-silencing function of BRAT1 at these RdDM target loci in these genetic backgrounds.

Our RNA deep sequencing analysis demonstrate that many loci are transcriptionally downregulated in the *brat1* mutant and that the transcript levels of these loci are not induced in the RdDM mutants (Figs 4b and 5b and Supplementary Data 3). 

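Of the 40 genes that the paper lists as reduced in *brat1*, 39 were tested. Their mean log2(FPKM + 0.1) was 1.99 ± 0.168 in the wild type and 1.68 ± 0.0677 in *nrpe1* (SD, n = 3 each), so that they were lower in *nrpe1* by a difference of -0.31. Every *nrpe1* library lay below every wild-type library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). By replicate number the differences were -0.16, -0.36 and -0.40, for which the exact sign-flip test on pairs gives p = 0.25, the smallest for 3 pairs. The correlation of deviations over the 39 genes was 0.638 between libraries of the same number and -0.254 between the others. Without replicate 1 the difference was -0.38. The genes were chosen for high values in the same wild-type libraries, which by itself makes another genotype lower. With genes selected anew as lower in *brat1* on 2 replicate numbers and measured in the one left out, the mean log2 difference between *nrpe1* and the wild type was -0.12, -0.26 and -0.35 in replicates 1, 2 and 3, against -1.51, -0.74 and -0.73 in the numbers used for selection. Of the 38, 22 and 22 genes selected, 18, 14 and 10 were lower in the number left out. The mean was carried by some of the genes. Of the 39, 17 were above 0 and 22 below 0, with a median gene at -0.07, and 1 gene passed the threshold as higher in *nrpe1* and 3 as lower, without and with the replicate block. The 1 gene is AT4G04223, named after its values were seen, with a log2 difference of 2.63 (limma adjusted p = 0.62), and the 3 are *QQS*, *SADHU3-2* and AT3G06437. The median FPKM of all 40 genes was 3.00 in the wild type, 1.15 in *brat1* and 2.51 in *nrpe1*. Of the 43 genes found to be lower in *brat1* here, 1 was past the threshold as higher in *nrpe1*, which is AT1G59920 (named after its values were seen), and the same 3 as lower. *QQS* fell to 0.282, 0.473 and 0.322 in *nrpe1* replicates 1 to 3, and *SADHU3-2* to 0.0779, 0.0866 and 0.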

By analysing published whole-genome DNA methylation data^4^, we found that on average, DNA methylation levels of loci transcriptionally downregulated in *brat1* are significantly reduced in the canonical RdDM mutant *nrpd1* relative to the wild type (Supplementary Fig. 11 and Supplementary Data 3), suggesting that DNA methylation of loci downregulated in *brat1* may be affected by the RdDM pathway. We therefore predict that DNA methylation of BRAT1 target loci may in some cases be partly regulated by RdDM. However, there are also likely to be other silencing mechanisms as disruption of the RdDM pathway is insufficient for transcriptional derepression of BRAT1 target loci.

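Over the 39 tested genes of the paper's *brat1*-reduced list, the mean log2(FPKM + 0.1) was 0.55 ± 0.113 in *brat1nrpe1* (SD, n = 3), a difference of -1.14 from *nrpe1*. No *brat1nrpe1* library overlapped with an *nrpe1* library (exact two-sided permutation test, p = 0.1, which 3 against 3 cannot go below). The differences by replicate number were -1.22, -1.18 and -1.01, and the exact sign-flip test over these pairs gives p = 0.25, its smallest value. Deviations over the 39 genes correlated at 0.581 between libraries of the same number and at -0.251 between the others. The difference was -1.09 without replicate 1. Across the alternatives of processing it lay between -1.51 with a pseudocount of 0.01 and -0.67 with a pseudocount of 1. Of the 39 genes, 37 were lower in *brat1nrpe1* than in *nrpe1* and 20 passed the threshold. An adjusted p under 0.05 from limma was reached by 6 genes of the list. Under the block, 22 passed the threshold and 24 had an adjusted p under 0.05. The median FPKM of the 40 listed genes was 1.20 in *brat1nrpe1*. Of the 43 genes that were lower in *brat1* here, 40 were also lower in *brat1nrpe1* than in *nrpe1*, and 22 passed the threshold in both comparisons.

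**Figure D2:**
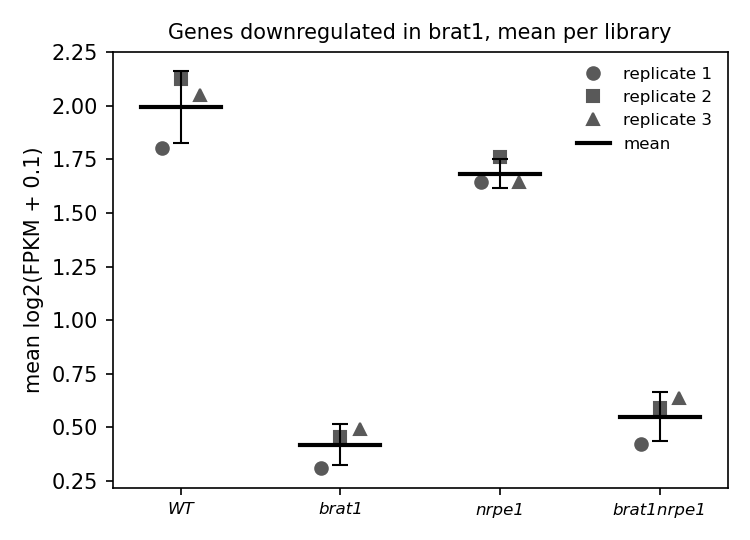
Mean log2(FPKM + 0.1) over 39 genes downregulated in *brat1* for each of the 12 libraries, by genotype on the x axis. Symbols are libraries with their replicate number, horizontal lines are means of 3 libraries and error bars are SDs. The *nrpe1* libraries lie around 1.68 and the *brat1nrpe1* libraries around 0.55, with no overlap. The y axis does not start at 0.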

As determined by our RNA deep-sequencing analysis, the loci that are downregulated in *brat1* single mutants are, on average, also downregulated in the *brat1nrpe1* double mutant (Fig. 5b), providing further evidence that BRAT1 is required for preventing transcriptional silencing at these loci. 

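In *nrpe1* relative to the wild type, 108 genes passed the threshold as higher, and 57 of these had a Benjamini-Hochberg adjusted p under 0.05 from limma. All 108 had *nrpe1* libraries that lay wholly above the wild-type libraries. Over all tested genes this held for 788, and for 501 the *nrpe1* libraries lay wholly below, together 5.69%. Chance gives 10% for libraries that can be exchanged freely, and exchanging the labels of 1 replicate number gave from 2.24% to 5.07%. Under the replicate block, 147 genes were higher, 85 of them with an adjusted p under 0.05, and the 147 included 104 of the 108, and deviations in this comparison correlated at 0.675 between libraries of the same number and at -0.269 between the others. Without replicate 1, 199 genes were higher, of which 94 were among the 108. With replicates 2 and 3 averaged as 1 sample, 76 genes were higher, 13 of them with an adjusted p under 0.05 from limma. Of the 111 genes in the paper's list, 93 were tested, all 93 were higher in *nrpe1*, and 67 were among the 108.
The largest increases were those of AT3G28899, AT3G32240 and AT1G33850, whose wild-type values include 0. AT3G28899, on chromosome 3 from 10902184 to 10902515 in TAIR10.1, had an FPKM of 1.06, 0 and 0 in wild-type replicates 1 to 3 and of 468, 48.8 and 70.5 in *nrpe1*. Its transcript model is 332 bases long, and its values in replicate 1 lay far above the others. AT3G32240, a pseudogene that the paper annotates as a TE gene, was at 0.0212, 0 and 0 in the wild type and at 46.0, 23.2 and 22.9 in *nrpe1*. AT1G33850, annotated as a ribosomal protein S19 family gene, was listed at 0 in all wild-type libraries and at 13.2, 36.0 and 15.3 in *nrpe1*. The limma adjusted p-values of the 3 genes were 0.013, 1.9e-05 and 4.8e-06.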

Our RNA deep-sequencing analysis identified 62 TEs and 111 genes that are upregulated in the RdDM mutant *nrpe1* (Fig. 5c and Supplementary Data 4). 

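Between *brat1nrpe1* and *nrpe1*, 79 genes passed the threshold as lower in the double mutant, 20 of them with an adjusted p under 0.05 from limma. There were 118 with the replicate number as a block, 71 of them with an adjusted p under 0.05, and the 118 included 75 of the 79, and the correlation of deviations was 0.693 for libraries of the same number and -0.275 for the others. Without replicate 1 there were 150, and with replicates 2 and 3 averaged as 1 sample there were 50, 0 of them with an adjusted p under 0.05 from limma. Of the 108 genes higher in *nrpe1*, 94 had a log2 difference below 0 in *brat1nrpe1* relative to *nrpe1*, and 32 passed the threshold in both comparisons (46 with the block, 58 without replicate 1 and 24 with replicates 2 and 3 averaged). With replicates 2 and 3 averaged, 0 genes had an adjusted p under 0.05 from limma in both, against 10 in the main model.
Over the 93 tested genes of the paper's *nrpe1*-induced list, the mean log2(FPKM + 0.1) was 1.93 ± 0.0737 in *nrpe1* and 0.92 ± 0.161 in *brat1nrpe1* (SD, n = 3 each), a difference of -1.01 (exact two-sided permutation test, p = 0.1, the lower limit for 3 against 3). By replicate number it was -0.92, -1.08 and -1.05 (exact sign-flip test, p = 0.25, the lower limit for 3 pairs), with deviations over these genes correlated at 0.829 between same-numbered libraries. The difference was -1.06 without replicate 1. Of the 93 genes, 79 were below 0, and 23 of them passed the threshold. Because the genes were selected for high values in the same *nrpe1* libraries, they were also selected anew on 2 replicate numbers and measured in the one left out. The mean log2 difference between *brat1nrpe1* and *nrpe1* was then -0.51, -1.00 and -0.82 in replicates 1, 2 and 3, against -0.97, -1.01 and -1.16 in the numbers used for selection.
The difference between the effect of *brat1* in the *nrpe1* background and its effect in the wild-type background had an adjusted p under 0.05 from limma for 5 genes, and an unadjusted p under 0.05 for 310. The count was 12 with the replicate block (1758 at an unadjusted p under 0.05) and 419 without replicate 1 (3664 at an unadjusted p under 0.05). With replicates 2 and 3 averaged as 1 sample it was 0, with 120 genes at an unadjusted p under 0.05.
Among the genes of this experiment that the paper names, AT5G24240 on chromosome 5 had an FPKM of 0.389 ± 0.102 in the wild type, 10.3 ± 1.49 in *nrpe1* and 3.68 ± 1.03 in *brat1nrpe1* (SD, n = 3 each), a log2 difference between the last 2 genotypes of -1.48 (standard error 0.24, limma adjusted p = 0.060, 0.0063 with the block). AT3G33528 rose from 0.171 ± 0.0797 to 3.53 ± 0.257 in *nrpe1* and was at 0.133 ± 0.0703 in *brat1nrpe1* (SD, n = 3 each), a decrease with a limma adjusted p of 0.0055 whose log2 difference lay between -4.29 and -3.81 with each replicate left out in turn. AT3G28899, which the paper also measured by quantitative RT-PCR, was at 100, 12.5 and 7.95 in *brat1nrpe1* replicates 1 to 3, lower than *nrpe1* in every replicate number but with groups that overlapped. Its log2 difference of -2.43 did not pass the threshold (limma p = 0.077, adjusted p = 1, exact two-sided permutation test, p = 0.3) but passed it with the replicate block (limma p = 0.0040, adjusted p = 0.078). AT3G32240, at 0.279, 0 and 0.0781 in *brat1nrpe1* replicates 1 to 3, had the largest decrease in the double mutant. AT3G43370, a TE gene whose sequence has a near-identical copy over 100% of its length, was at 0.267, 1.91 and 1.09 in *nrpe1* and was listed at 0 in all libraries of the other genotypes.

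**Figure D3:**
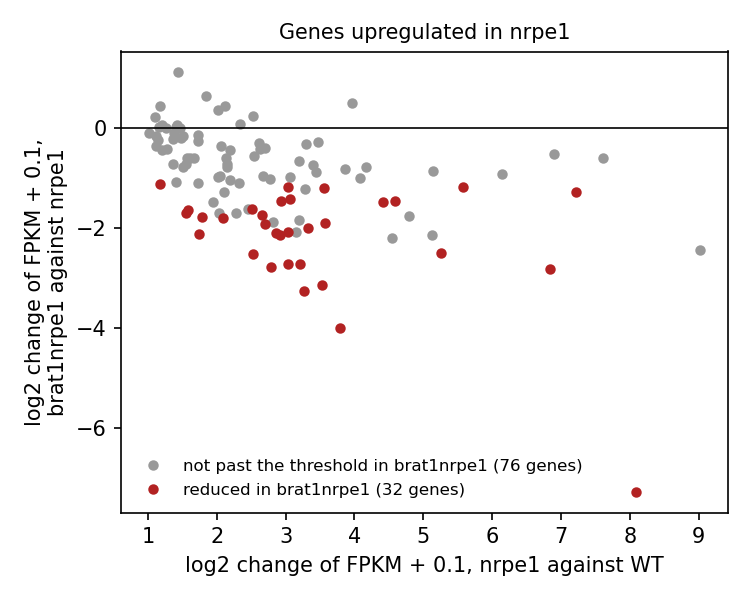
Log2 difference of FPKM + 0.1 between *nrpe1* and the wild type on the x axis and between *brat1nrpe1* and *nrpe1* on the y axis, for the 108 genes higher in *nrpe1*. Each point is 1 gene, and the 32 red points are the genes that also passed the threshold as lower in *brat1nrpe1*. Of all points, 94 lie below the horizontal line at 0, which marks no difference between *brat1nrpe1* and *nrpe1*.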

We found that the transcript levels of a large number of the upregulated loci are reduced in the *brat1nrpe1* double mutant (Fig. 5c,d and Supplementary Data 4 and 5), suggesting that BRAT1 contributes to the expression of RdDM target loci in the *nrpe1* mutant background. However, the expression of the RdDM target loci is not significantly affected by *brat1* in the wild-type background. 

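In the wild-type background, the 93 tested genes of the paper's *nrpe1*-induced list had a mean log2(FPKM + 0.1) of -0.82 ± 0.0717 in the wild type and -0.64 ± 0.0906 in *brat1* (SD, n = 3 each). The difference was 0.18, with every *brat1* library above every wild-type library (exact two-sided permutation test, p = 0.1, the minimum for 3 against 3). By replicate number it was 0.23, 0.17 and 0.13 (exact sign-flip test on the pairs, p = 0.25, the minimum), and deviations over these genes in this comparison correlated at 0.429 between libraries of the same number and at -0.179 between the others. It was 0.15 without replicate 1. The list was chosen by low values in the same wild-type libraries, which by itself raises this difference. With genes selected anew on 2 replicate numbers and measured in the one left out, the mean log2 difference between *brat1* and the wild type was 0.17, 0.23 and -0.13 in replicates 1, 2 and 3, so that it changed direction in replicate 3. Single genes were divided, with 43 above 0 and 41 below 0. Past the threshold, 9 were higher in *brat1* and 1 was lower, or 12 and 3 with the replicate block. The 1 lower gene is AT1G59920, joined under the block by AT2G04135 and AT4G04223, all named after their values were seen. No gene had an adjusted p under 0.05 from limma over all tested genes, against 9 genes with the replicate block, and without the block 22 had an unadjusted p under 0.05 and 11 had an adjusted p under 0.05 when adjusted over the list alone. The median FPKM of the 111 listed genes was 0.255 in the wild type, 0.210 in *brat1*, 2.07 in *nrpe1* and 1.03 in *brat1nrpe1*. Of the 108 genes higher in *nrpe1* here, 44 had a log2 difference below 0 in *brat1*, 1 passed the threshold as lower and 9 as higher. These 9 include the stress genes *PR1*, *AIG1* and *BGL2*, and *PCR1*.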

The effect of *brat1* on the expression of RdDM target loci in the *brat1nrpre1* double mutant was confirmed by quantitative RT–PCR at five randomly selected RdDM target loci (Fig. 6a). We performed locus-specific bisulfite sequencing to determine whether the effect of *brat1* on the expression of the five RdDM target loci in the *brat1nrpe1* mutant is correlated with DNA methylation. Our results demonstrated that while the DNA methylation levels of the five RdDM target loci are reduced at all the three cytosine contexts (CG, CHG and CHH) in the *nrpe1* mutant, the reduction of DNA methylation in the five RdDM target loci is restored at CG sites and to a lesser extent at CHG sites in the *brat1nrpe1* double mutant (Fig. 6b). Meanwhile, we found that DNA methylation of the five RdDM target loci is either not induced or only slightly induced in the *brat1* single mutant relative to the wild type (Fig. 6b), which is consistent with the notion that BRAT1 does not contribute to anti-silencing of these RdDM loci via DNA demethylation in the wild-type background.

*AtSN1* and *SDC* are two loci whose transcript levels are reduced by *brat1* not only in the *brat1* single mutant but also in the *brat1nrpe1* double mutant (Fig. 5a). We determined the DNA methylation levels of the two loci by bisulfite sequencing analyses. In the *brat1* single mutant, the DNA methylation levels of *AtSN1* and *SDC* are not significantly changed even though the transcript levels of the two loci are reduced (Figs 5a and 6b). In the *nrpe1* single mutant, DNA methylation of *AtSN1* is markedly reduced at all the cytosine contexts (Fig. 6b). In the *brat1nrpe1* double mutant, the reduction of *AtSN1* methylation caused by *nrpe1* is restored at CG sites and to a lesser extent at CHG sites (Fig. 6b). In the *nrpe1* single mutant, the DNA methylation level of *SDC* is significantly reduced at CHH sites but not at CG and CHG sites (Fig. 6b). In the *brat1nrpe1* double mutant, the DNA methylation level of *SDC* is not affected even though the transcript level of *SDC* is repressed (Fig. 6b). Thus, we suggest that in the *nrpe1* mutant background, the effect of *brat1* on transcript levels of RdDM target loci is correlated with DNA methylation levels only at a subset of RdDM target loci. Taken together, these results suggest that the involvement of BRAT1 in anti-silencing is not primarily related to DNA demethylation and that BRAT1 has a DNA demethylation-independent role in anti-silencing.

To determine whether the *ros1* mutation could reduce the expression of RdDM target loci in the *nrpe1* mutant background, we crossed *ros1-4* to *nrpe1-11* and obtained the double mutant *ros1nrpe1*. Quantitative RT–PCR data show that the transcript levels of some RdDM target loci (*AtSN1*, *AT1TE58825*, *AT3TE37570*, *AT5G24240*, *AT3G33528* and *AT3G28899*) are markedly decreased in the *ros1nrpe1* double mutant (Supplementary Fig. 12a). PCR-based DNA methylation analyses indicate that the reduction of DNA methylation in the *nrpe1* mutant is partially restored by *ros1* in the *ros1nrpe1* double mutant (Supplementary Fig. 12b). This results suggest that, like BRAT1, ROS1 contributes to the expression of some RdDM target loci in the *nrpre1* mutant background.

### The bromodomain of BRAT1 binds to the acetylated histone H4

BRAT1 is conserved in plants, fungi and animals (Supplementary Figs 13 and 14). It contains an AAA ATPase domain and a bromodomain and is homologous to YTA7, LEX-1 and ATAD2 in *S. cerevisiae*, *C. elegans* and humans, respectively^39^,^41^,^44^. Bromodomain is a conserved module that is present in various nuclear proteins and that binds to acetylated histone peptides including H2A, H2B, H3 and H4 (ref. 28). We purified the bromodomain of BRAT1 (801–1,210 aa) in *E. coli* (Supplementary Fig. 15a,b), and incubated it with a histone peptide array to assess histone binding (Fig. 7a). The binding signals indicate that the BRAT1 bromodomain predominantly interacts with acetylated H4 peptides (Fig. 7a and Supplementary Fig. 16). The interaction of the bromodomain is generally stronger with di- and tri-acetylated H4 peptides than with singly acetylated H4 peptides (Fig. 7a and Supplementary Fig. 16), suggesting a cumulative effect of multiple H4 acetylation on the interaction. With a biotin-labelled H4 pull-down assay, we confirmed that the BRAT1 bromodomain interacts with tri-acetylated H4 peptides (H4K5/8/12Ac) but not with non-acetylated H4 peptides (Fig. 7b). When an increasing amount of the biotin-labelled H4K5/8/12Ac peptide was added to the binding reaction, the bound His-BRAT1 increased (Fig. 7c). Furthermore, we conducted a Microscale Thermophoresis (MST) assay and demonstrated that the BRAT1 bromodomain interacts with the acetylated H4 peptide (Kd=0.743 μM) but not with the non-acetylated H4 peptide (Fig. 7d and Supplementary Fig. 17). The residues Y760 and Y809 in the P/CAF bromodomain, which correspond to Y930 and Y979 in the BRAT1 bromodomain, are necessary for binding to acetylated histone peptides^52^. We mutated Y930 or Y972 to A in the BRAT1 bromodomain and determined whether the mutations affect the interaction of the bromodomain with acetylated H4 peptides. We found that biotin-labelled acetylated H4 peptides pulled down the wild-type BRAT1 bromodomain but not the mutated BRAT1 bromodomain harbouring either of the mutations (Fig. 7e). The results suggest that the BRAT1 bromodomain is responsible for interacting with the acetylated H4 peptide.

To determine whether the bromodomain is required for the function of BRAT1, we transformed the wild-type *BRAT1* construct as well as the mutated *BRAT1* constructs harbouring the Y930 to A or Y972 to A mutation into the *brat1-1* mutant for complementation assays. Western blot analyses indicate that the two mutated *BRAT1* transgenes were expressed as well as the wild-type *BRAT1* transgene (Supplementary Fig. 18). The DNA methylation level of *AT1G26400* is increased in the *brat1* mutant relative to the wild type (Supplementary Fig. 6a). We found that the DNA methylation level of this locus is restored by the wild-type *BRAT1* transgene but not by the mutated *BRAT1* transgenes in the *brat1* mutant (Fig. 7f). Thus, the conserved BRAT1 bromodomain is required for the function of BRAT1 *in vivo*.

Histone acetylation is related to transcriptional activation, but little is known about how histone acetylation contributes to transcriptional activation. The binding of BRAT1 to acetylated H4 suggests that BRAT1 may act as a reader of acetylated H4 to mediate transcriptional activation. IDM1 is a histone H3 acetyltransferase that facilitates the function of ROS1 in active DNA demethylation and transcriptional anti-silencing^18^,^22^. *DT414* and *DT539* are two loci that are hypermethylated and are transcriptionally repressed in *brat1* as well as in *idm1/ros4* and *ros1* (Fig. 7g,h and Supplementary Fig. 10a–c). Our quantitative ChIP (chromatin immunoprecipitation)-PCR analysis indicate that H3 and H4 acetylation is enriched on the two loci (Fig. 7g,h), which is consistent with histone acetylation contributing to active DNA demethylation^18^,^22^.

Acetylation of H3 and H4 at the *DT414* site is dramatically decreased in *idm1* and *ros1*, and to a lesser extend in *brat1* (Fig. 7g). Our whole-genome bisulfite sequencing data indicate that the DNA methylation level of *DT414* is less affected in *brat1* than in *ros1* (Fig. 7g). Thus, the effect of *brat1* on histone acetylation is correlated with its effect on DNA demethylation at this locus. The *DT539* site (the 2nd, 3rd and 4th fragments) is hypermethylated in *brat1*, *idm1* and *ros1* relative to the wild type (Fig. 7h and Supplementary Fig. 10a). At this site, acetylation of H3 and H4 is reduced not only in *idm1* but also in *brat1* and *ros1* (Fig. 7h). Although the *DT539* flanking regions (the 5th and 6th fragments) are enriched with H3 and H4 acetylation (Fig. 7h), the high level of histone acetylation at the *DT539* flanking regions is independent of BRAT1, IDM1 and ROS1, indicating that histone acetylation of these regions may be catalysed by some other histone acetyltransferases rather than by IDM1. The *DT539* flanking regions are not hypermethylated in *brat1* and *ros1* relative to the wild type (Fig. 7h). As previously reported^21^,^24^,^27^, IDM1 is specifically recruited by MBD7 to methylated genomic regions, which is consistent with our finding that IDM1 does not mediate histone acetylation at the unmethylated *DT539* flanking regions (Fig. 7h).

To understand the role of H4Ac in DNA demethylation at the whole-genome level, we downloaded the published acetylated H4K5 ChIP-chip data^53^, and determined whether H4K5 acetylation is enriched in hyper-DMRs of *ros1*, *brat1* and *brp1*. The results indicate that the H4K5Ac level of hyper-DMRs in *ros1* is comparable to that of the whole genome, whereas the H4K5Ac levels of hyper-DMRs are similar in *brat1* and *brp1* and much higher than in *ros1* hyper-DMRs (Supplementary Fig. 19). It is well known that histone acetylation is predominately present in euchromatic genic regions but not in heterochromatic regions. The enrichment of H4K5Ac in hyper-DMRs in *brat1* and *brp1* is consistent with our finding that the hyper-DMRs in *brat1* and *brp1* tend to overlap with genic regions (Fig. 3c). Based on these results we propose that the BRAT1–BRP1 complex may facilitate the function of ROS1 in DNA demethylation at a small set of ROS1 target loci that are present in euchromatic genic regions. Given that histone H4 acetylation of the hyper-DMRs *DT414* and *DT539* is not detectable by the ChIP-chip analysis (Supplementary Data 6), we predict that the histone H4 acetylation levels of the two loci are below the detectability of the ChIP-chip analysis. In the whole-genome histone acetylation analysis, high levels of histone acetylation in unmethylated euchromatic regions may hide the histone acetylation catalysed by IDM1 at methylated heterochromatic regions. Recent studies reported that IDM1 is specifically recruited by the methylated-DNA-binding protein MBD7 to hypermethylated genomic regions and thereby contributes to DNA demethylation^21^,^24^,^27^. Based on our results, we propose that DNA methylation may also be required for BRAT1-mediated prevention of transcriptional silencing in both DNA demethylation-dependent and -independent manners.

## Discussion

BRAT1 is similar to YTA7, LEX-1 and ATAD2 in *S. cerevisiae*, *C. elegans* and humans, respectively^39^,^41^,^42^. However, the similarity is only limited to the ATPase domain and the bromodomain of BRAT1 (Supplementary Fig. 14). YTA7 and LEX-1 are involved in transcription of heterochromatin regions^39^,^40^,^41^. ATAD2 interacts with the E2F transcription factors and is required for cell cycle gene expression and cancer cell proliferation^42^,^43^,^44^. We demonstrate that the BRAT1 bromodomain can bind to acetylated histone and prevents transcriptional silencing at methylated genomic regions. Our results suggest that BRAT1 not only binds to acetylated histone but also contributes to histone acetylation (Fig. 7a–h). Given that histone acetylation is an active chromatin mark, the role of BRAT1 in transcriptional activation is likely caused by its function in histone acetylation. As an acetylated histone-binding protein, BRAT1 may be responsible for maintaining the level of histone acetylation as well as for translating the active histone acetylation code into transcriptional activation. We propose that BRAT1 is recruited to acetylated histone regions by its bromodomain and then creates an appropriate chromatin environment for transcriptional activation. Our study demonstrates that BRAT1 forms a complex with the ATPase domain-containing protein BRP1 and we propose that the BRAT1–BRP1 complex may mediate anti-silencing at methylated genomic regions.

DNA methylation is actively removed by members of the 5-methylcytosine DNA glycosylase family including ROS1 in *Arabidopsis*^11^,^12^,^14^. The histone acetyltransferase IDM1/ROS4 creates acetylated histones and contributes to DNA demethylation at a subset of loci targeted by ROS1 (refs 18, 22). However, it is unknown how histone acetylation is recognized and then mediates DNA demethylation. Our results suggest that BRAT1 binds to acetylated histone and may contribute to DNA demethylation at a small set of loci targeted by ROS1. Our genetic analyses suggest that BRAT1, IDM1 and ROS1 may mediate DNA demethylation at these loci in the same pathway (Fig. 3f). It is possible that the binding of the BRAT1 bromodomain to acetylated histone may link histone acetylation and DNA demethylation. We propose that the BRAT1–BRP1 complex may act at a downstream step of histone acetylation and create a permissive chromatin environment for DNA demethylation at a subset of ROS1 target loci (Fig. 8). In the BRAT1–BRP1 complex, both BRAT1 and BRP1 contain an ATPase domain, which may provide energy for chromatin structure change.

Although BRAT1 appears to contribute to DNA demethylation at a small subset of ROS1 target loci, DNA demethylation is likely dispensable for most of the BRAT1 anti-silencing function. IDM1 and IDM2 were previously identified as components of the active DNA demethylation pathway^18^,^22^,^23^,^25^. However, both IDM1 and IDM2 are involved in transcriptional activation even when DNA methylation is inhibited in the *ddm1* mutant background^22^,^25^, suggesting that IDM1 and IDM2 may also have a DNA demethylation-independent role in transcriptional activation. Thus, BRAT1, IDM1 and IDM2 likely share a DNA demethylation-independent role. Further studies are required to illustrate how these components are involved in transcriptional activation independent of DNA demethylation. ROS1 was thought to directly remove methylated cytosine by a base excision repair mechanism and act downstream of the histone acetyltransferase IDM1 (refs 13, 14, 18). Interestingly, we found that histone acetylation is affected not only in *brat1* and *idm1* but also in *ros1* (Fig. 7g,h). The results suggest that histone acetylation and DNA demethylation may form a self-reinforcing loop, thereby strengthening the prevention of transcriptional silencing at methylated genomic regions.

IDM1 is a histone H3 acetyltransferase as determined by an *in vitro* assay^18^. Our ChIP-PCR analysis demonstrates that IDM1 contributes to histone acetylation on both H3 and H4 peptides *in vivo* (Fig. 7g,h). Given the positive correlation between histone acetylation and transcriptional activation, the histone acetyltransferase activity of IDM1 may be directly responsible for transcriptional activation. Our study suggests that BRAT1 binds to acetylated histone and prevents transcriptional silencing (Fig. 7a–e and Supplementary Fig. 16). Therefore, BRAT1 may act at a downstream step of the histone acetyltransferase IDM1 and thereby link histone acetylation and transcriptional activation at some methylated genomic regions. Our ChIP-PCR analysis indicates that IDM1 is specifically responsible for histone acetylation at methylated but not unmethylated regions (Fig. 7h), which is consistent with recent studies reporting that IDM1 is recruited by the methylated-DNA-binding protein MBD7 to methylated genomic regions^21^,^24^,^27^. Based on these results, we predict that DNA methylation is required not only for IDM1 but also for the BRAT1–BRP1 complex in the prevention of transcriptional silencing.

## Methods

### Plant materials and mutant screening

The *Arabidopsis* T-DNA insertion lines were obtained from the *Arabidopsis* Biological Resource Center. *Arabidopsis* seedlings were grown on Murashige and Skoog (MS) medium plates with 16 h of light at 23 °C and 8 h of darkness at 20 °C. To screen for mutants in which the transcript level of the RdDM target *AtGP1* is downregulated, total RNA was extracted from 10-day-old seedlings using Trizol reagent (Invitrogen). After contaminating DNA was removed by DNase, 0.5 μg of total RNA was used for RT–PCR to detect the expression of *AtGP1*. PCR primers used in this study are listed in Supplementary Data 7.

For the mutant complementation assays, the genomic DNA of *BRAT1* harbouring the 1,495-bp promoter region was amplified with the primers 1G05910-g-KpnI-F and 1G05910-g-SalI-R, and the PCR fragment was cloned into the *Kpn*I-*Sal*I sites in the modified *pCAMBIA1305* vector with its C-terminal tagged by *3xFlag*. The mutated *BRAT1* sequences were generated by site-directed mutagenesis and cloned into the same *pCAMBIA1305* vector. The genomic DNA of *BRP1* harbouring the 1,746 bp promoter region was amplified with the primers 3G15120-XmaI-F and 3G15120-SpeI-R, and the PCR fragment was cloned into the *Xma*I-*Spe*I sites in the modified *pCAMBIA1305* vector with its C-terminal tagged by *3xMyc*. The above constructs were transformed into the *brat1* or *brp1* mutant by *Agrobacterium* infection. The primers used for plasmids construction and site-directed mutagenesis are listed in Supplementary Data 7.

### Affinity purification and mass spectrometry analysis

Three grams quantity of seedling or flower tissue from *BRAT1-3xFlag* or *BRP1-3xMyc* transgenic plants as well as wild-type plants was used for affinity purification. The tissue was ground in liquid nitrogen and homogenized in 15 ml of Lysis buffer (50 mM Tris, pH 7.6, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, 0.5 mM dithiothreitol (DTT), 1 mM phenylmethylsulphonyl fluoride (PMSF) and one protease inhibitor cocktail tablet per 50 ml, Roche). Following centrifugation, the supernatant was incubated with 100 μl of Anti-Flag M2 Affinity Gel (Sigma, A2220) or Anti-c-Myc Agarose (Sigma, A7470) at 4 °C for 2.5 h. After the resins were washed five times with Lysis buffer, the Flag bead-bound proteins were eluted with 100 μl of 3xFlag peptides (Sigma, F4799), whereas the Myc bead-bound proteins were eluted with 100 μl of 0.1 M ammonium hydroxide. The eluted proteins were run on a 10% SDS–polyacrylamide gel electrophoresis (SDS–PAGE) gel and then subjected to silver staining with the ProteoSilver Silver Stain Kit (Sigma, PROT-SIL1). The mass spectrometric analysis was performed according to Zhang *et al*.^54^ Briefly, proteins on SDS–PAGE gels were de-stained and digested in-gel with trypsin at 37 °C overnight. The digested peptides were eluted on a capillary column and sprayed into an LTQ mass spectrometer equipped with a nano-ESI ion source for analysis (Thermo Fisher Scientific).

### Co-IP and nuclear fractionation

For co-IP analysis between BRAT1 and BRP1 or ROS1, the *BRAT1-Flag* transgenic plants were crossed to *BRP1-Myc* or *ROS1-Myc* transgenic plants. A 1-g quantity of tissue from parental lines as well as from F1 plants was ground in liquid nitrogen and homogenized in 5 ml of Lysis buffer. Following centrifugation, the supernatant was incubated with 50 μl of Anti-Flag M2 Affinity Gel at 4 °C for 2.5 h. The resins were washed five times with Lysis buffer, and the bead-bound proteins were eluted with 3xFlag peptides. The input and eluted proteins were run on a 7.5% SDS–PAGE gel for western blotting analysis. Nuclear fractionation was performed according to the study by Zhang *et al*.^55^ Briefly, 1 g of 10-day-old seedlings were ground in liquid nitrogen and homogenized in 5 ml of Honda buffer (20 mM HEPES-KOH, pH 7.4, 0.44 M sucrose, 1.25% ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 0.5% Triton X-100, 5 mM DTT, 1 mM PMSF, Proteinase inhibitor cocktail). The homogenate was filtered through two layers of Miracloth, followed by centrifugation at 1,500*g* for 5 min. The pellet was washed for two times with Honda buffer and one time with 1 × PBS/1 mM EDTA. Then, the pellet was resuspended in 0.5 ml of prechilled glycerol buffer (20 mM Tris-HCl, pH 7.9, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 50% glycerol, 0.125 mM PMSF, Proteinase inhibitor cocktail, 10 mM β-mercaptoethanol), to which 0.5 ml cold nuclei lysis buffer (10 mM HEPES, pH 7.6, 1 mM DTT, 7.5 mM MgCl_2_, 0.2 mM EDTA, 0.3 M NaCl, 1 M Urea, 1% NP-40, 0.5 mM PMSF, Proteinase inhibitor cocktail, 10 mM β-mercaptoethanol) was added and gently vortexed for two times, each for 2 s, then incubated on ice for 2 min, and centrifuged at 14,000 r.p.m. at 4 °C for 2 min to separate the chromatin fraction and the nucleoplasmic fraction. The proteins were extracted from the nucleus, the nucleoplasm and the chromatin, and then analysed by western blotting. Full scans of the agarose gels and western blots are shown in Supplementary Fig. 20.

### Histone peptide array and pull-down assay

The coding sequence of C-terminal BRAT1 (801–1,210 aa), including the bromodomain, was amplified and cloned into the *pET28a* vector. The bromodomain mutation sites were introduced by site-direct mutagenesis. These constructs were transformed into *E. coli* BL21 for fusion protein expression. The His-Tag fusion proteins were purified with Ni-NTA His Bind Resin (Novagen). MODified Histone Peptide Array (Active Motif) was used to screen the specific histone marks for BRAT1 binding. After the array was blocked at room temperature (RT) for 1 h in 20 ml of TTBS buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl and 0.05% Tween-20) containing 5% non-fat dried milk, it was washed three times (5 min each time) in TTBS buffer at RT and then incubated with 50 μg of purified His fusion C-terminally BRAT1 protein overnight at 4 °C in 10 ml of binding buffer (50 mM HEPES, pH 7.5, 50 mM NaCl, 5% glycerol, 0.4% BSA, 2 mM DTT). Then, the array was washed three times (5 min each time) in 20 ml of TTBS buffer at RT before it was incubated with anti-His antibody in TTBS buffer for 2 h at RT. Finally, the array was washed five times with TTBS, developed by Amersham ECL Prime, and exposed to X-ray film to capture images. The image was analysed using Active Motif Array Analyze software.

For pull-down assay, the biotinylated histone H4 (P0058), H4K5AcK8AcK12Ac (P0072) peptide were purchased from EpiCypher. Each peptide (1 μg) was incubated with 5 μg of His-Tag fusion C-terminally BRAT1 protein in binding buffer at 4 °C for 4 h. Then, the mixture was incubated with 30 μl of Streptavidin MagneSphere Paramagnetic Particles (Promega, Z5481) for 2 h with rotation. The beads were washed four times, and then eluted with SDS sample buffer. The input and eluted proteins were run on an SDS–PAGE gel for western blotting analysis with His antibody.

### MST-binding assay

For MST-binding assays, the purified BRAT1 C-terminal domain was labelled with the Monolith NT Protein Labeling Kit RED-NHS. The labelled protein was used at a concentration of 100 nM in phosphate-buffered saline (pH 7.6) containing 0.05% Tween-20. The concentration of the non-acetylated H4 peptide and the acetylated H4 peptide are ranged from 3 nM to 25 μM. The reaction is aspirated by capillary forces into the MST glass capillary. MST was measured on a NanoTemper Monolith NT.115 (20% light emitting diode power; 20% laser power). A dissociation constant (Kd) was calculated to determine the binding affinity.

### RNA deep sequencing and data analysis

Total RNA was extracted from 0.2 g of 10-day-old *Arabidopsis* seedlings with Trizol reagent (Invitrogen) and sent to BGI (Wuhan, China) for library preparation and Illumina sequencing. For library preparation, 3 μg RNA was purified from total RNA using poly-T oligo-attached magnetic beads. The NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) was used to generate libraries according to the manufacturer's protocol. The libraries were sequenced on an Illumina Hiseq 2500 platform. Reads were mapped to the TAIR10 genome with Tophat (v2.0.6) allowing up to two mismatches. Only reads mapped unique to the genome were used for further analysis. The differential expression of genes and TEs was analysed with the Cufflinks (v2.0.1) package.

### Whole-genome bisulfite sequencing and data analysis

Genomic DNA was extracted from 10-day-old *Arabidopsis* seedlings with the DNeasy Plant Mini Kit (Qiagen, 69104) and sent to BGI (Shenzhen, China) for bisulfite treatment, library preparation and Illumina sequencing. For library preparation, 5 μg of genomic DNA was sonicated to 100–300 bp and end-repaired. Cytosine-methylated adaptors from Illumina were ligated according to the manufacturer's instructions. Unmethylated cytosine residues were converted to uracils using the EpiTect bisulfite kit (Qiagen). Libraries were prepared for sequencing according to the manufacturer's (Illumina) instructions and sequenced on an Illumina Hiseq 2500 platform. For data analysis, reads were mapped to the TAIR10 genome by Bismark (v0.10.0) allowing up to two mismatches. DNA methylation was calculated when cytosine sites had at least threefold coverage. DNA methylation levels in every 50-base-pair bin were compared between wild-type and mutant plants using Fisher's exact test. The differentially methylated bins were combined to generate differently methylated regions when their gap size was ≤50 base pairs. ‘Overlap' is called when there are ≥50 bp overlaps between hyper-DMRs. Overlaps between DMRs in *brat1*, *brp1* and *ros1* were assessed by hypergeometric test. Expected number of overlapped DMRs by chance=(A*B)/*N*, where *A*=number of DMRs in mutant 1; *B*=number of DMRs in mutant 2; *N*=total number of bins in *Arabidopsis*.

### DNA methylation analysis at individual loci

DNA methylation of individual genomic loci was analysed by bisulfite sequencing and chop-PCR. For bisulfite sequencing, 2 μg of genomic DNA was used according to the protocol of the EpiTect bisulfite kit (Qiagen). The bisulfate-treated DNA was amplified, and the amplification product was cloned into the *pGEM-T* vector (Promega) for sequencing. The DNA methylation levels at CG, CHG and CHH sites were separately calculated. For chop-PCR, genomic DNA was cleaved with the methylation-sensitive restriction enzymes *Hha*I and *Bst*UI or the methylation-dependent restriction enzyme McrBC, and the products were subjected to PCR.

### Analysis of RNA transcripts at individual loci

Total RNA was extracted from 10-day-old *Arabidopsis* seedlings with Trizol reagent (Invitrogen). After contaminating DNA was removed by DNase I (Invitrogen), 1 μg of total RNA was used for reverse transcription using both oligo dT and random primers. The reverse transcription products (cDNA) were diluted fivefold, and 5 μl of the diluted cDNA was used for quantitative PCR in a 20-μl reaction mixture. For quantitative RT–PCR, SYBR Premix Ex Taq II (Tli RNaseH Plus) (RR420A; Takara) was used on an Applied Biosystems 7500 Fast real-time PCR system. The results presented were based on at least three replications.

### ChIP assay

The levels of histone H4KAc or H3KAc on chromatin were determined by ChIP assay. Three grams of 10-day-old seedlings were fixed in 0.5% formaldehyde under vacuum. Chromatin was extracted with Honda Buffer (20 mM HEPES-KOH, pH 7.4, 0.44 M sucrose, 1.25% ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 0.5% Triton X-100, 5 mM DTT, 1 mM PMSF, Proteinase inhibitor cocktail) and sonicated. The chromatin was then incubated with 2 ug H4KAc antibody (Millipore, 06–866) or H3KAc antibody (Millipore, 06–599) at 4 °C overnight. The chromatin bound by H4KAc or H3KAc was purified and used for PCR with sequence-specific primers listed in Supplementary Data 7.

### Analysis of enrichment of H4K5 acetylation on hyper-DMRs

The histone H4K5Ac ChIP-chip data were generated by a previous study^53^. We downloaded the primary data from GEO with accession GSM543332. H4K5ac intensity peaks were searched using the MAT package with *P* value<1E-05. Coordinate was remapped from TAIR7 to TAIR10 using the NCBI genome remapping service. H4K5Ac regions were separately compared with hyper-DMRs in *ros1*, *brat1* and *brp1*. The enrichment of H4K5Ac on different hyper-DMRs was determined.

## Additional information

**Accession codes:** All high-throughput sequencing data generated in this study have been deposited in GEO with accession GSE67799.

**How to cite this article:** Zhang, C.-J. *et al*. The *Arabidopsis* acetylated histone-binding protein BRAT1 forms a complex with BRP1 and prevents transcriptional silencing. *Nat. Commun.* 7:11715 doi: 10.1038/ncomms11715 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-20 and Supplementary Tables 1-2

Supplementary Data 1 List of homozygous T-DNA mutants used in this study

Supplementary Data 2 Hypermethylated regions in ros1-4

Supplementary Data 3 Differentially expressed TEs (log2(fold_change)>1 or < -1, p_value < 0.05) in brat1-1 relative to Col-0

Supplementary Data 4 Up-regulated TEs (log2(fold_change)>1, p_value < 0.01) in nrpe1-11 relative to Col-0

Supplementary Data 5 Down-regulated TEs (log2(fold_change)< -1, p_value < 0.01) in nrpe1-11brat1-1 relative to nrpe1-11

Supplementary Data 6 List of H4K5Ac regions as determined by the ChIP-chip data

Supplementary Data 7 List of primers used in this study

## Figures and Tables

**Figure 1:**
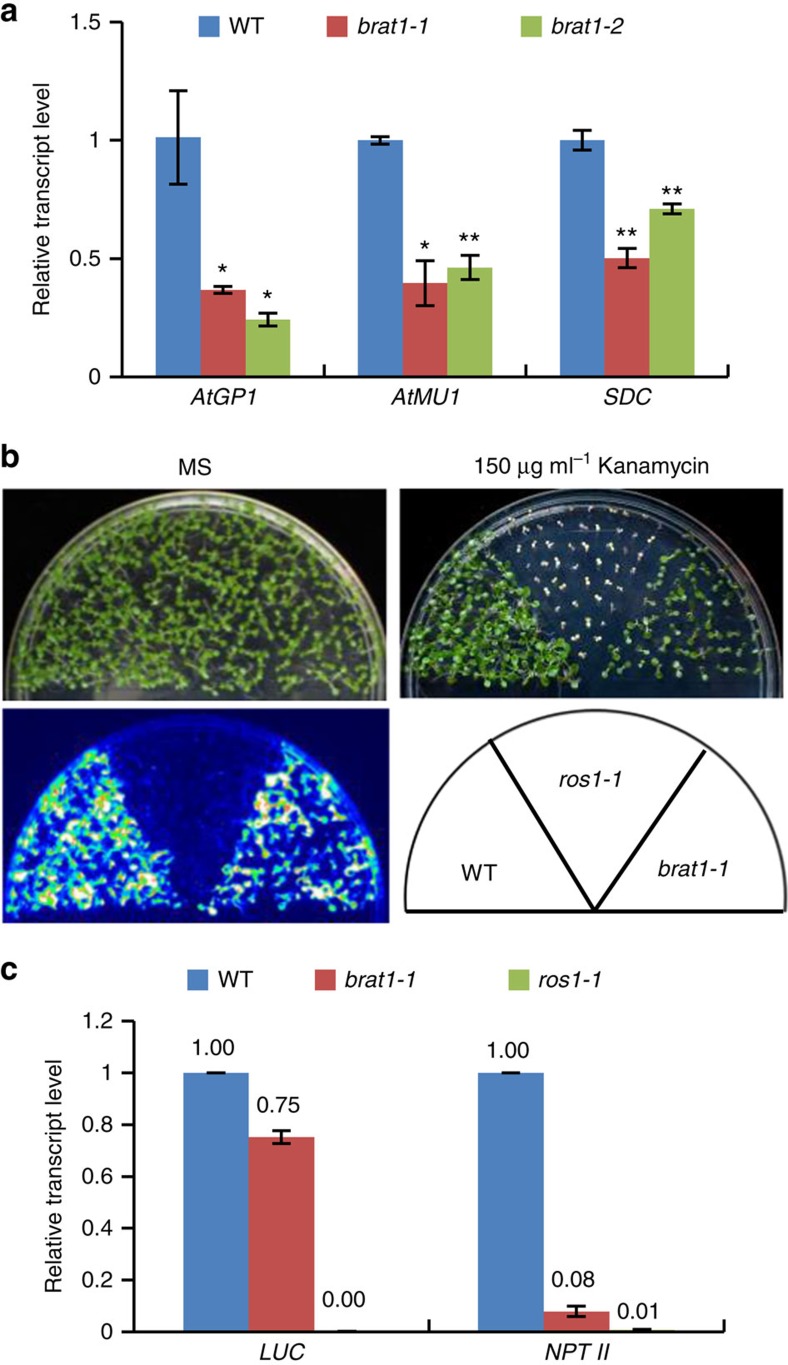
BRAT1 contributes to transcriptional anti-silencing. (**a**) The RNA transcripts of *AtGP1*, *AtMU1* and *SDC* were detected by quantitative RT–PCR in the WT (wild-type) col-0 and the two individual *brat1* mutant alleles *brat1-1* and *brat1-2*. The *actin* gene *ACT7* was amplified as an internal control. Asterisks indicate statistical significance as determined by Student's *t*-test (**P<0.01; *P<0.05). (**b**) The effect of *brat1* on the expression of *RD29A-LUC* and *35S-NPTII* transgenes was determined by luminescence imaging and kanamycin sensitivity, respectively. The *RD29A-LUC* and *35S-NPTII* reporter genes were introduced into the *brat1-1* mutant by crossing. (**c**) The RNA transcripts of *RD29A-LUC* and *35S-NPTII* were detected by quantitative RT–PCR. Error bars represent s.d. of three biological replicates.

**Figure 2:**
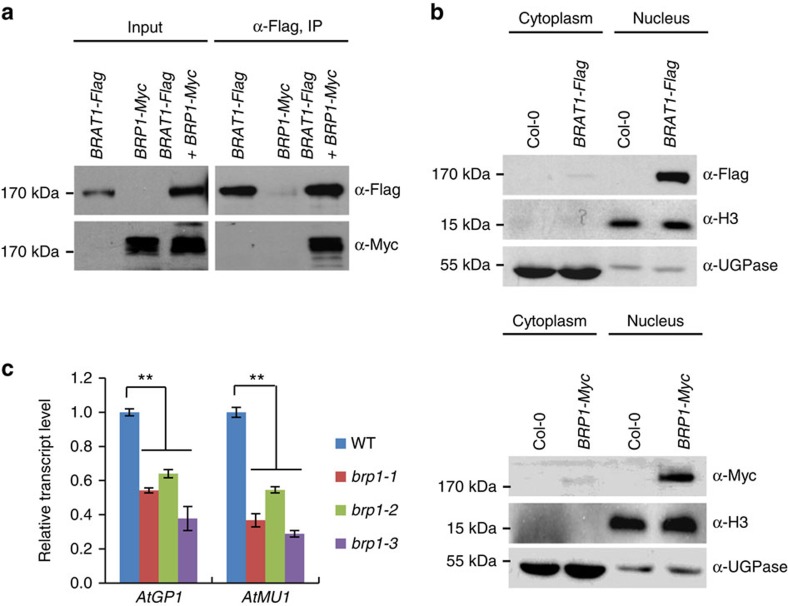
BRAT1 associates with BRP1 and both are involved in transcriptional anti-silencing. (**a**) The interaction between BRAT1-Flag and BRP1-Myc as determined by co-IP. *BRAT1-Flag* transgenic plants were crossed to *BRP1-Myc* transgenic plants, and the F2 lines expressing both fusion proteins were subjected to co-IP. (**b**) The cytoplasmic and nuclear fractions of wild-type and transgenic seedlings were analysed by western blotting with histone H3 (nuclear marker), UGPase (cytoplasmic marker), Flag and Myc antibodies. Protein size markers are indicated in kDa. (**c**) The RNA transcripts of *AtGP1* and *AtMU1* were detected by quantitative RT–PCR in the wild type and three individual *brp1* mutant alleles. Asterisks indicate statistical significance as determined by Student's *t*-test (**P<0.01). *ACT7* was amplified as an internal control. Error bars represent s.d. of three biological replicates.

**Figure 3:**
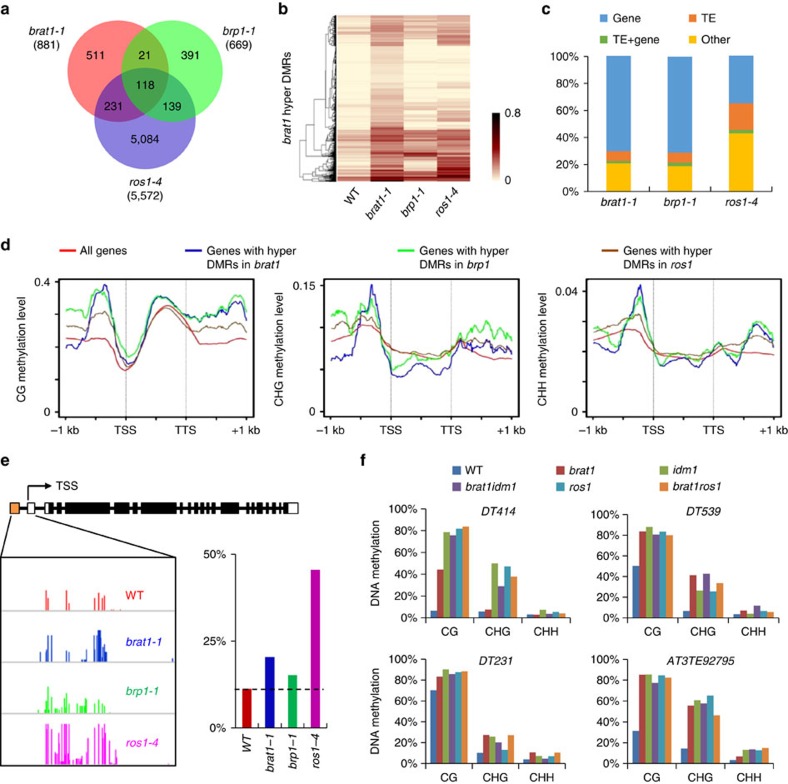
DNA demethylation loci targeted by BRAT1 and BRP1. (**a**) Numbers of overlapping hyper-DMRs among *brat1-1*, *brp1-1* and *ros1-4* mutants. (**b**) Heat maps of DNA methylation levels within *brat1-1* hyper-DMRs. The columns represent the indicated genotypes, and the rows represent the differentially methylated loci. Light yellow indicates low methylation, and black indicates high methylation. (**c**) Composition of the genomic location of the hyper-DMRs in the *brat1-1*, *brp1-1* and *ros1-4* mutants. TE, transposable element. (**d**) Plots indicate CG, CHG and CHH methylation at genes and their 1-kb upstream and downstream regions in the wild type (WT). Red lines indicate DNA methylation of all genes in *Arabidopsis*, and blue, green and brown lines indicate DNA methylation of genes with hyper-DMRs in *brat1*, *brp1* and *ros1*, respectively. TSS, transcription start site; TTS, transcription termination site. (**e**) The DNA methylation level of the *ROS1* promoter region was calculated based on the whole-genome bisulfite sequencing data. The methylation levels of the boxed region are shown by the histograms for WT, *brat1-1*, *brp1-1* and *ros1-4*. The yellow box indicates the TE region in the *ROS1* promoter. (**f**) The DNA methylation levels of *DT414*, *DT231*, *DT539* and *AT3TE92795* as determined by locus-specific bisulfite sequencing analyses.

**Figure 4:**
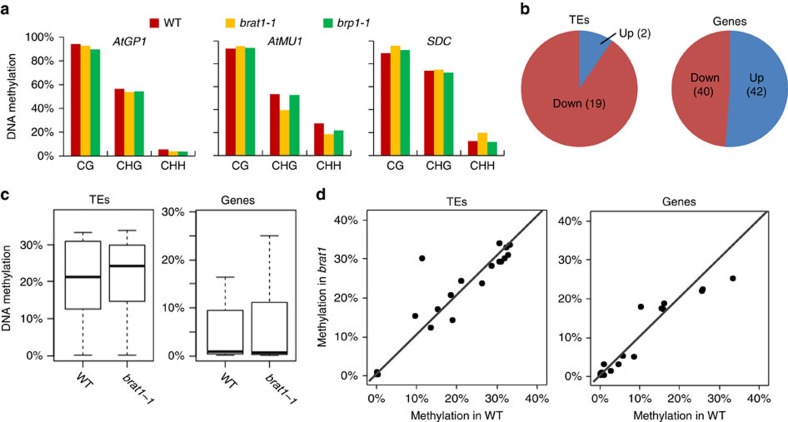
BRAT1 and BRP1 affect the transcript levels of their target loci without alteration of DNA methylation. (**a**) The DNA methylation levels of *AtGP1*, *AtMU1* and *SDC* were calculated from the whole-genome bisulfite sequencing data. The percentages of CG, CHG and CHH methylation are separately shown. (**b**) Numbers of TEs and protein-coding genes up- or downregulated in *brat1* relative to the wild type (WT) as determined by the RNA deep sequencing analysis. (**c**,**d**) DNA methylation levels of downregulated TEs and genes in *brat1* were indicated by box plots and scatter plots.

**Figure 5:**
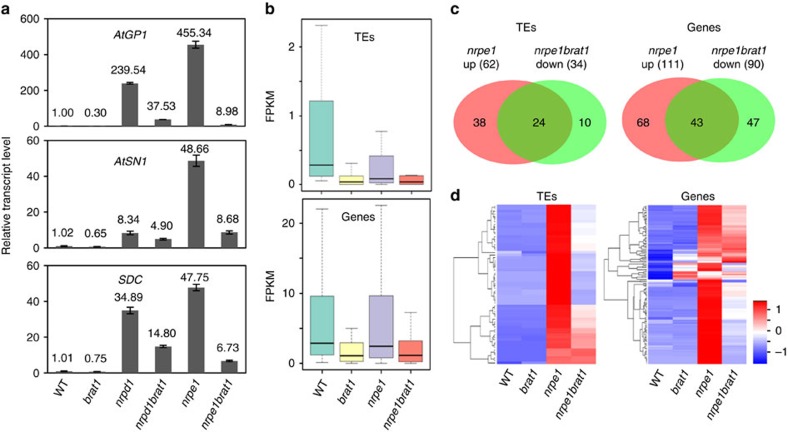
BRAT1 contributes to the expression of RdDM target loci in the RdDM mutants. (**a**) The RNA transcripts of *AtGP1*, *AtSN1* and *SDC* were detected by quantitative RT–PCR in the indicated genotypes. Error bars are s.d. of three technical replicates in a representative experiment. (**b**) Box plots showing the expression of TEs and protein-coding genes that are downregulated in *brat1*. FPKM, fragments per kilo base of exons per million fragments mapped. (**c**) Venn diagrams of overlap between upregulated loci in *nrpe1* versus wild type (WT) and downregulated loci in *brat1nrpe1* versus *nrpe1*. (**d**) Heat maps showing RNA transcripts of upregulated (log_2_(fold-change of reads)>1, *P*<0.01,Cufflinks) TEs and genes in *nrpe1* compared with the WT. The columns represent the indicated genotypes, and the rows represent the relative RNA transcript levels. Blue indicates low expression, and red indicates high expression.

**Figure 6:**
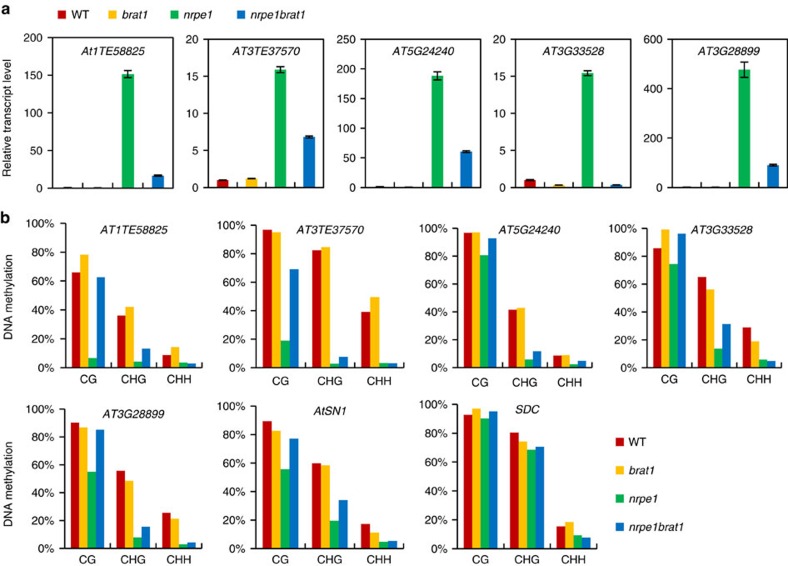
Involvement of BRAT1 in *nrpe1*-induced expression is either dependent or independent of DNA demethylation. (**a**) The RNA transcripts of *AT1TE58825*, *AT3TE37570*, *AT5G24240*, *AT3G33528* and *AT3G28899* were evaluated by quantitative RT–PCR in wild type (WT), *brat1*, *nrpe1* and *nrpe1brat1*. Error bars are s.d. of three technical replicates in a representative experiment. (**b**) DNA methylation was determined by locus-specific bisulfite sequencing at *AtSN1*, *SDC*, *AT1TE58825*, *AT3TE37570*, *AT5G24240*, *AT3G33528* and *AT3G28899*. The percentages of CG, CHG and CHH methylation are separately shown.

**Figure 7:**
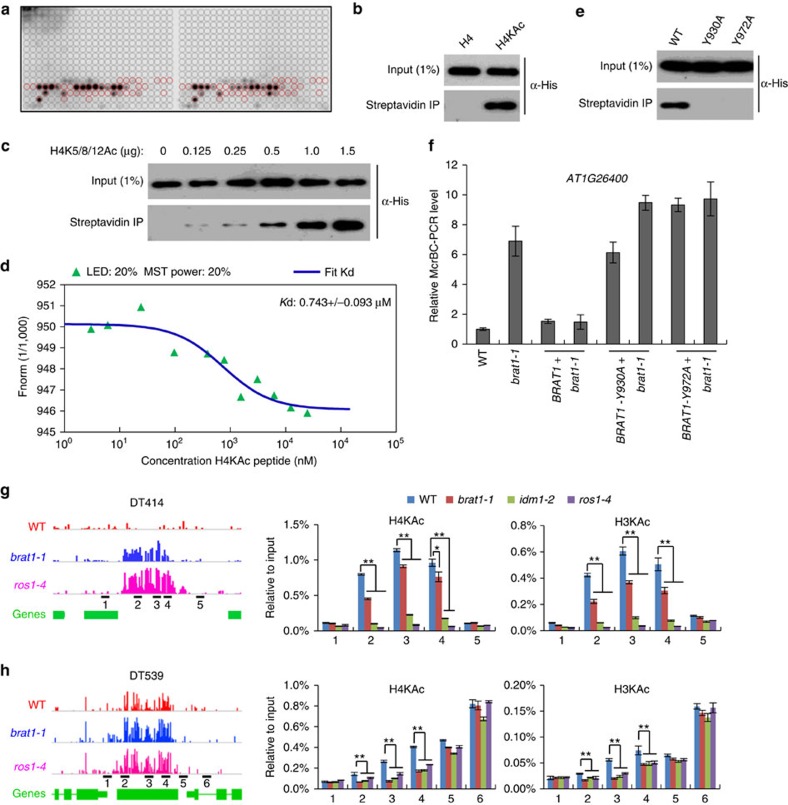
The bromodomain of BRAT1 recognizes acetylated histone H4 and facilitates DNA demethylation. (**a**) The binding of the BRAT1 bromodomain to specific histone marks as determined by a histone peptide array binding assay. Red circles indicate the locations of acetylated histone H4 peptides on the array. (**b**) The interaction of the BRAT1 bromodomain with acetylated histone H4 as determined by pull-down assay. (**c**) Pull-down assay was carried out when an increasing amount of the H4K5/8/12Ac peptide (0, 0.125, 0.25, 0.5, 1.0, 1.5 μg) was added to the binding reaction. (**d**) The interaction between the BRAT1 bromodomain and the acetylated histone H4 peptide was determined by a MST assay. The dissociation constant (*K*d) is shown. (**e**) The effect of the Y930A and Y972A mutations on the interaction between the BRAT1 bromodomain and the acetylated histone H4 was determined by pull-down assay. (**f**) The *BRAT1-Y930A* and *BRAT1-Y972A* transgenes in *brat1-1* fail to complement the DNA hypermethylation phenotypes. (**g**,**h**) Histone H4 and H3 acetylation (ac) levels at *DT414* and *DT539* regions were analysed by ChIP assays. ChIP signals were quantified relative to input DNA. DNA methylation levels and primer localizations are shown on the left. Asterisks indicate statistical significance as determined by Student's *t*-test (**P<0.01; *P<0.05). Error bars are s.d. of three technical replicates in a representative experiment.

**Figure 8:**
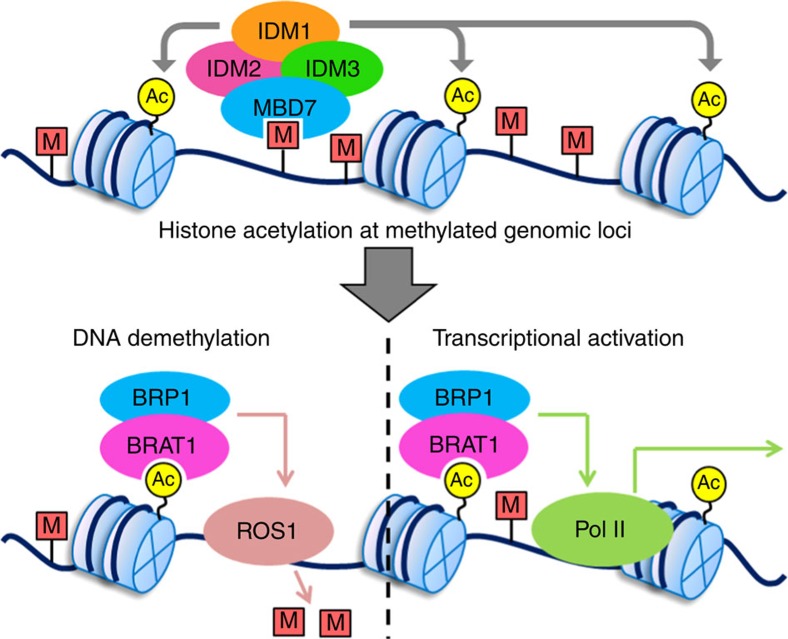
Proposed model for the function of BRAT1 and BRP1 in DNA demethylation and anti-silencing. MBD7 binds to methylated genomic regions and recruits the histone acetyltransferase IDM1 to chromatin, thereby mediating histone acetylation at methylated genomic regions. BRAT1 binds to acetylated histones through its bromodomain and associates with an ATPase domain-containing protein, BRP1 to form a complex. The BRAT1–BRP1 complex may act to facilitate active DNA demethylation by ROS1 and also prevent transcriptional silencing at hypermethylated genomic regions in a DNA demethylation-independent manner.

**Table 1:** List of BRAT1-Flag and BRP1-Myc co-purified proteins.

Accession number	Annotation	Protein	Mascot score	MW (Da)	Spectra count	Unique peptides
*BRAT1-Flag purified proteins*						
IPI00542285	AT1G05910	BRAT1	2,639	133,701	72	45
IPI00537350	AT3G15120	BRP1	1,236	215,740	30	26
						
*BRP1-Myc purified proteins*						
IPI00537350	AT3G15120	BRP1	1,664	215,740	40	33
IPI00542285	AT1G05910	BRAT1	1,489	133,701	37	28

The purified proteins were subjected to mass spectrometric analysis. Mascot score of each protein is shown.

# Supplementary material for: The Arabidopsis acetylated histone-binding protein BRAT1 forms a complex with BRP1 and prevents transcriptional silencing
**Source:** Nat Commun. 2016 Jun 7;7:11715. doi: 10.1038/ncomms11715
**Supplement:** Supplementary Information — Supplementary Figures 1-20 and Supplementary Tables 1-2

## Supplementary Figure 1

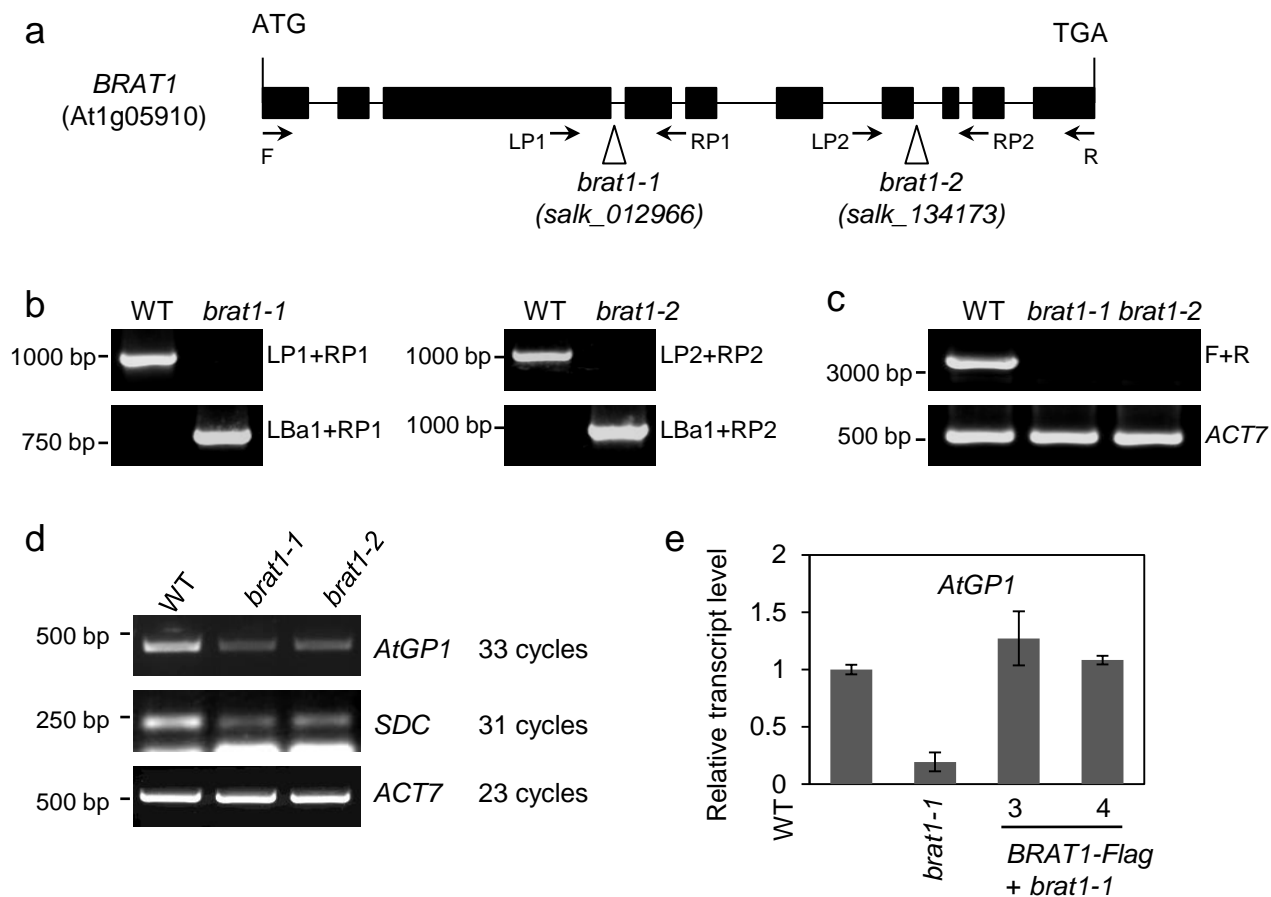

### Supplementary Fig. 1. Characterization of T-DNA insertion mutations in *BRAT1*.

(a) Schematic representation of the T-DNA insertions in the *BRAT1* gene. Black boxes and solid lines represent exons and introns, respectively. The arrows represent PCR primers used in genotyping and RT-PCR analysis. (b) Genotyping analysis of *brat1* T-DNA mutant alleles. (c) RT-PCR analysis of *BRAT1* gene expression in the wild type and *brat1* mutants. (d) The RNA transcripts of *AtGP1*, and *SDC* were detected by RT-PCR in WT (wild-type) and *brat1* mutants. The *ACT7* was amplified as an internal control. (e) The expression of *AtGP1* was detected by quantitative RT-PCR in the wild-type Col-0, *brat1-1*, and two representative *BRAT1-Flag* transgenic lines in the *brat1-1* mutant background. Error bars represent s.d. of three biological replicates.

## Supplementary Figure 2

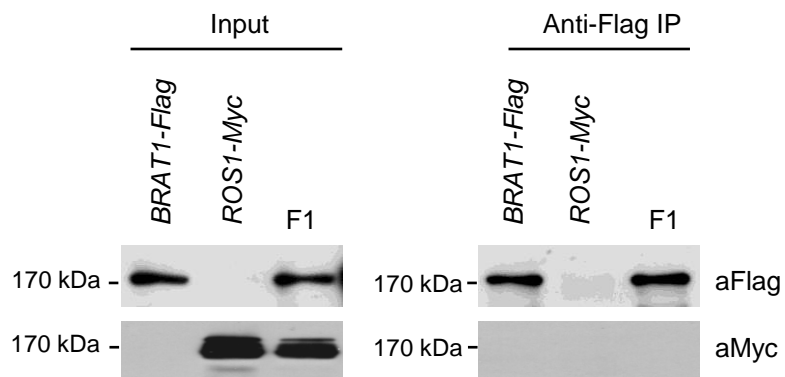

**Supplementary Fig. 2. BRAT1 and ROS1 do not interact.** The interaction between BRAT1-Flag and ROS1-Myc was determined by co-IP. *BRAT1-Flag* transgenic plants were crossed to *ROS1-Myc* transgenic plants, and the F1 plants expressing both fusion proteins were subjected to co-IP.

## Supplementary Figure 3

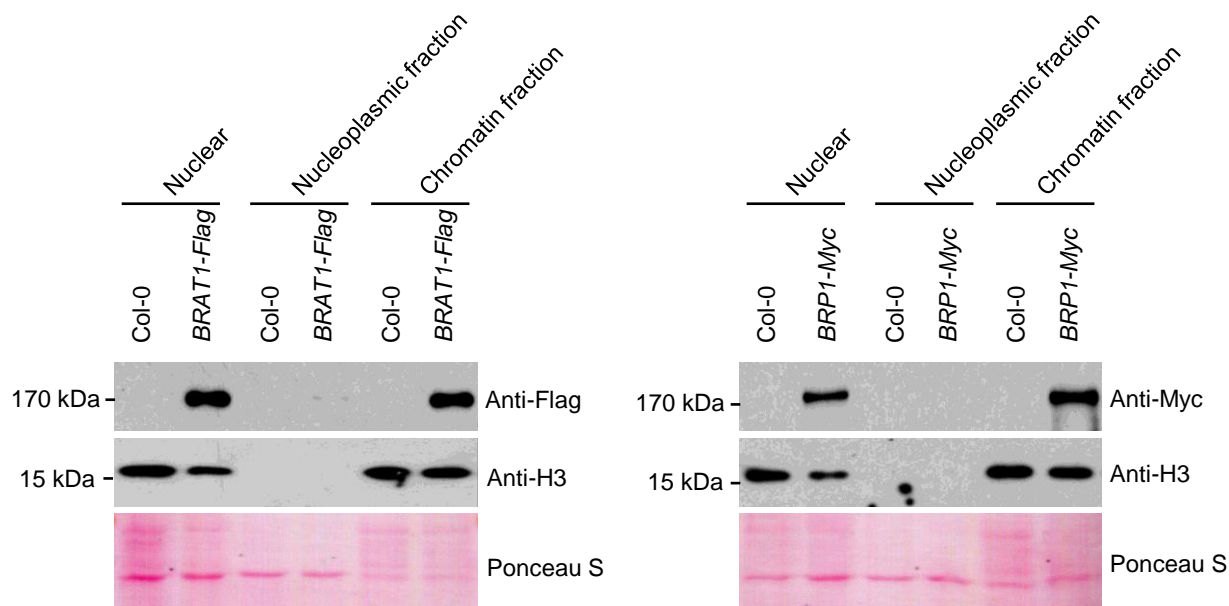

**Supplementary Fig. 3. Western blot analysis of the subnuclear localization of BRAT1-Flag and BRP1-Myc.** The nuclear proteins were fractionated into the nucleoplasmic fraction and the chromatin fraction for the wild-type Col-0 and the transgenic seedlings. The proteins in the different fractions were analyzed by Western blotting with histone H3, Flag, and Myc antibodies. Ponceau S staining is shown as a loading control.

## Supplementary Figure 4

a

b

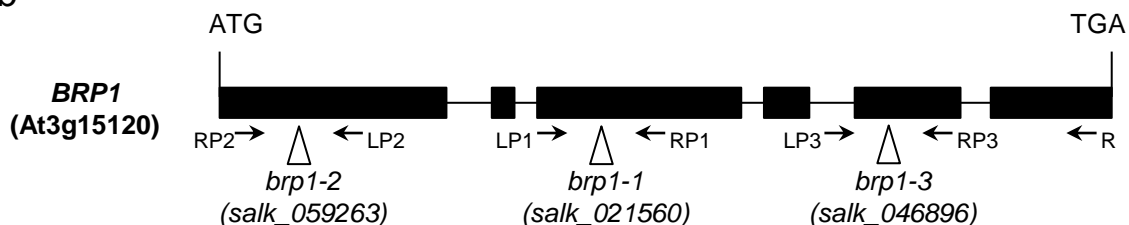

c

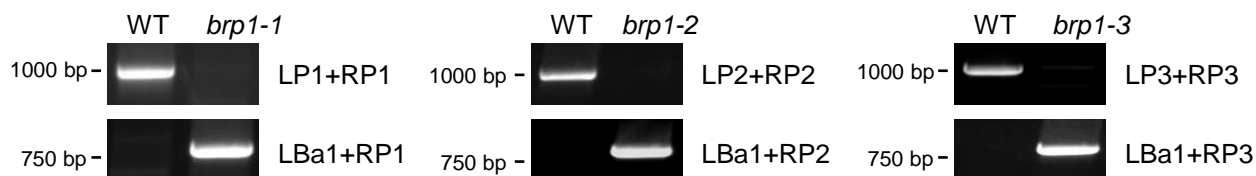

d

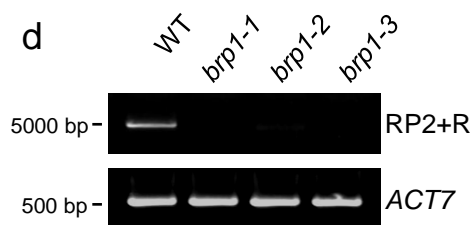

### Supplementary Fig. 4. Characterization of *brp1* T-DNA insertion mutants. (a)

Diagram of the BRP1 protein. (b) Schematic representation of the T-DNA insertions in the *BRP1* gene. Exons and introns of the gene are represented by black boxes and solid lines, respectively. (c) Genotyping analysis of the individual *brp1* mutants *brp1-1*, *brp1-2*, and *brp1-3*. (d) The expression of *BRP1* as determined by RT-PCR in the wild type and the three individual *brp1* mutant alleles. *ACT7* is an internal control.

## Supplementary Figure 5

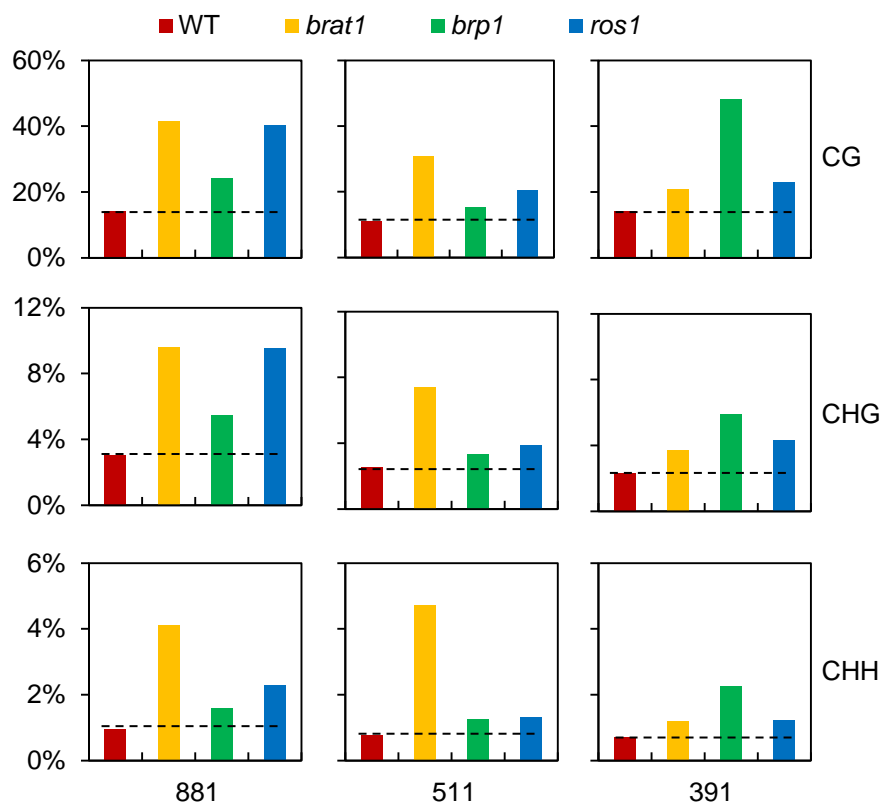

**Supplementary Fig. 5. The average methylation levels of the *brat1* and *brp1* targets.** The average methylation levels of CG, CHG, and CHH were calculated based on the whole-genome bisulfite sequencing data in wild type, *brat1*, *brp1*, and *ros1*. The numbers “881”, “511”, and “391” represent hyper-DMRs in *brat1*, *brat1*-specific hyper-DMRs, and *brp1*-specific hyper-DMRs, respectively, which are related to Figure 3a.

## Supplementary Figure 6

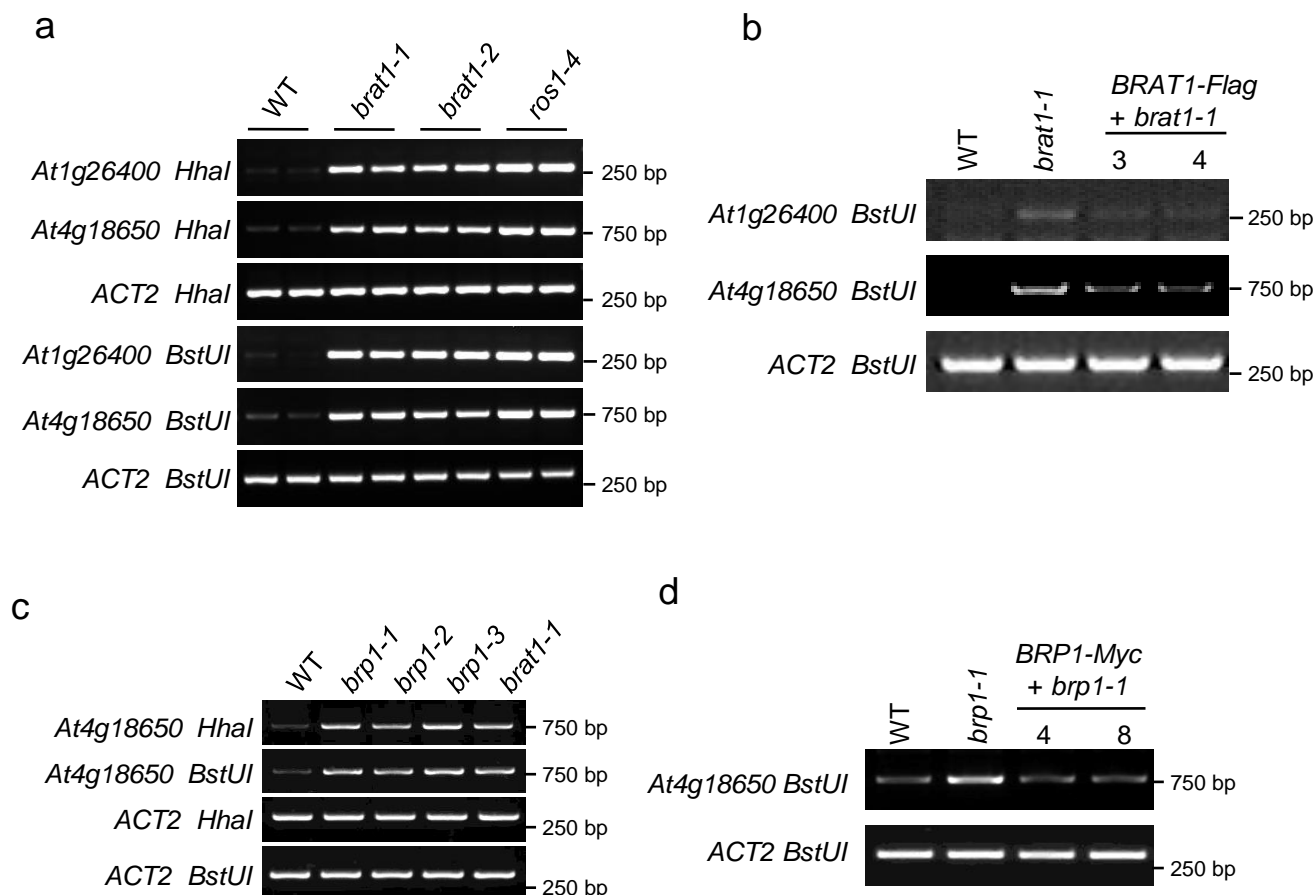

**Supplementary Fig. 6. Effect of *brat1* and *brp1* on DNA methylation of *AT1G26400* and *AT4G18650*.** (a) DNA methylation of *AT1G26400* and *AT4G18650* was detected by chop-PCR in the wild type and the *brat1-1*, *brat1-2*, and *ros1-4* mutants. Genomic DNA was cleaved by the DNA methylation-sensitive restriction enzymes *HhaI* and *BstUI*. (b) DNA methylation of *AT1G26400* and *AT4G18650* was determined by chop-PCR in two representative *BRAT1-Flag* transgenic lines for complementation analyses. *BstUI* is a DNA methylation-sensitive restriction enzyme. (c) DNA methylation of *AT4G18650* was detected by chop-PCR in the wild type, *brp1*, and *brat1*. (d) The complementation of *brp1* was determined by chop-PCR in two representative *BRP1-Myc* transgenic lines.

## Supplementary Figure 7

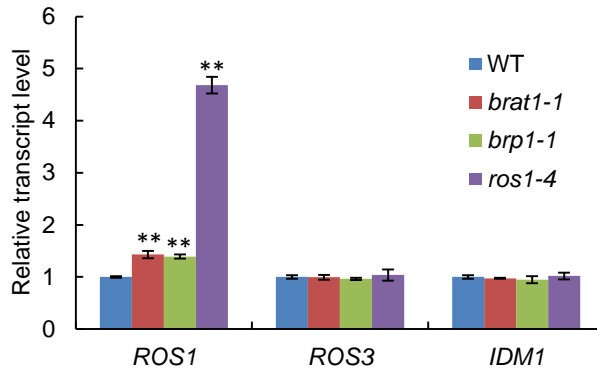

**Supplementary Fig. 7. The effect of *brat1*, *brp1* and *ros1* on the expression of *ROS1*, *ROS3*, and *IDM1*.** The RNA transcripts of *ROS1*, *ROS3*, and *IDM1* were detected by quantitative RT-PCR in wild type, *brat1*, *brp1*, and *ros1*. *ACT7* was amplified as an internal control. Asterisks indicate statistical significance as determined by Student's t test (\*\* $P < 0.01$ ). Error bars represent s.d. of three biological replicates.

# Supplementary Figure 8

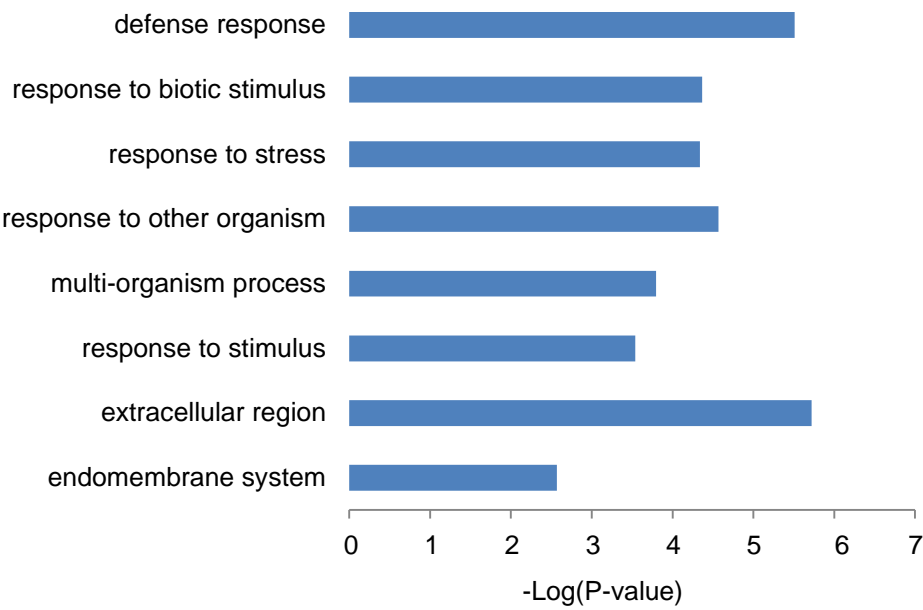

**Supplementary Fig. 8. Gene Ontology (GO) analysis of differentially expressed genes in *brat1* mutant.** Statistical values of gene enrichment in the indicated biological processes are represent with the length of bars. The biological processes are listed only when their genes are significantly ( $P<0.01$ ; Fisher’s exact test) enriched.

Supplementary Figure 9

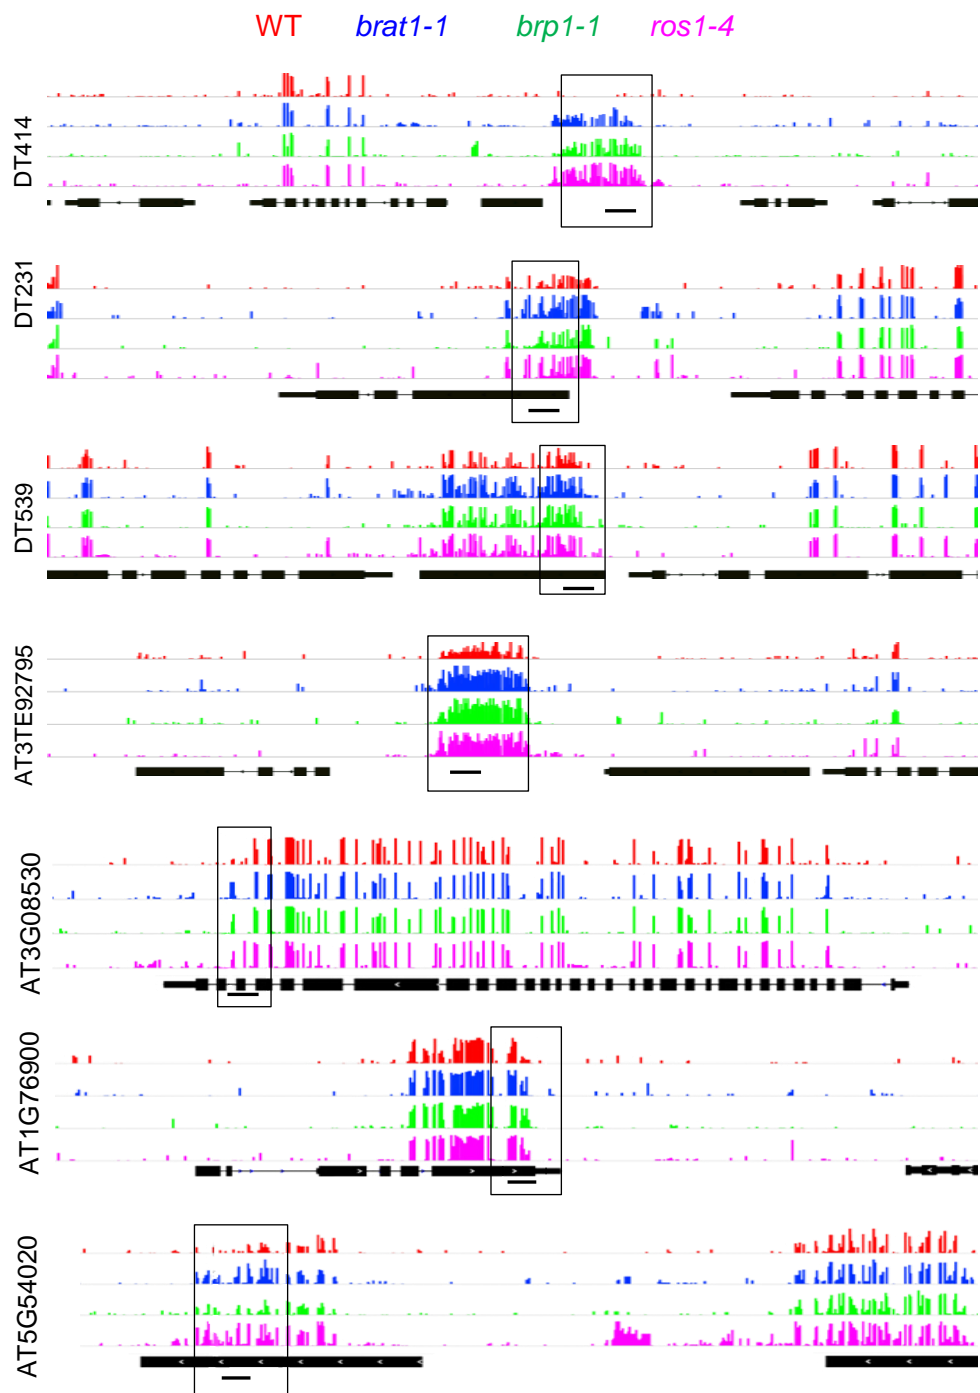

**Supplementary Fig. 9. Snapshots showing DNA methylation patterns of hyper-DMRs in the wild type, *brat1-1*, *brp1-1*, and *ros1-4*.** Boxes indicate hypermethylated regions in *brat1*, *brp1*, and *ros1* relative to the wild type. Small bars indicate regions that are subjected to PCR-based DNA methylation analyses and quantitative RT-PCR in Supplementary Figure 10a-d.

# Supplementary Figure 10

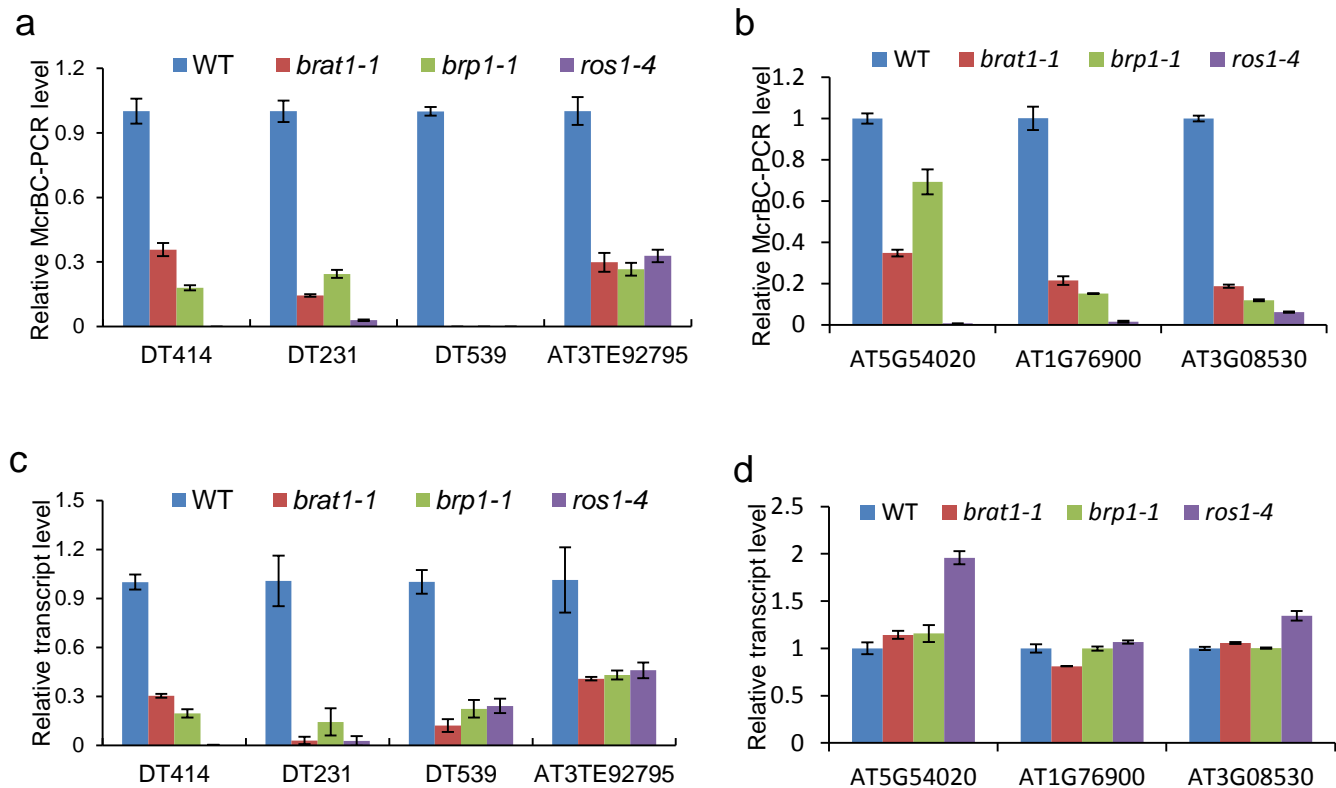

**Supplementary Fig. 10. Transcript levels were affected at a subset of hyper-DMRs in *brat1*, *brp1*, and *ros1*.** (a,b) DNA methylation levels of the hyper-DMRs indicated in Supplementary Fig. 9 were evaluated by quantitative chop-PCR in the wild type, *brat1-1*, *brp1-1*, and *ros1-4*. For PCR-based DNA methylation analyses, genomic DNA was cleaved by the methylation-dependent restriction enzyme McrBC followed by quantitative PCR. The DNA methylation levels were normalized using *ACT2* as an internal control. (c,d) RNA transcript levels of the hyper-DMRs were evaluated by quantitative RT-PCR in the wild type, *brat1-1*, *brp1-1*, and *ros1-4*. The expression of *ACT7* was used as an internal control. Error bars are s.d. of three technical replicates of a representative experiment.

# Supplementary Figure 11

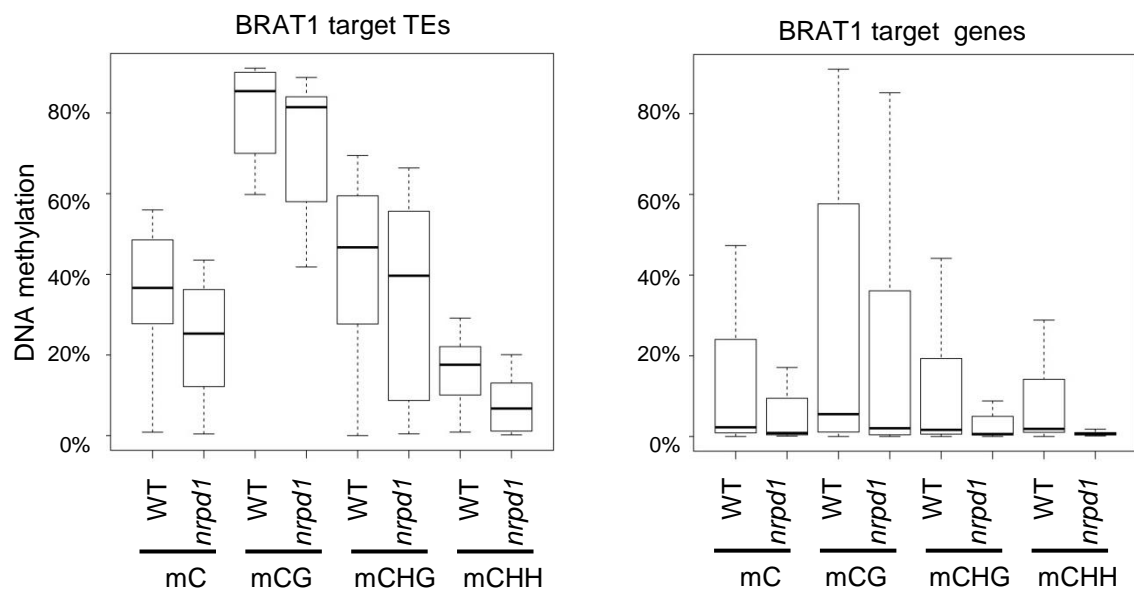

**Supplementary Fig. 11. Effect of *nrpd1* on DNA methylation of transcriptionally down-regulated TEs and genes in the *brat1* mutant.** The published whole-genome DNA methylation data (Stroud et al., 2013) were used to analyze the DNA methylation levels of transcriptionally down-regulated TEs and genes identified in the *brat1* mutant. The DNA methylation levels of these down-regulated TEs and genes identified in the *brat1* mutant were analyzed in the wild type and the *nrpd1* mutant. The TEs and genes used for box plotting are shown in Supplementary Data 3.

## Supplementary Figure 12

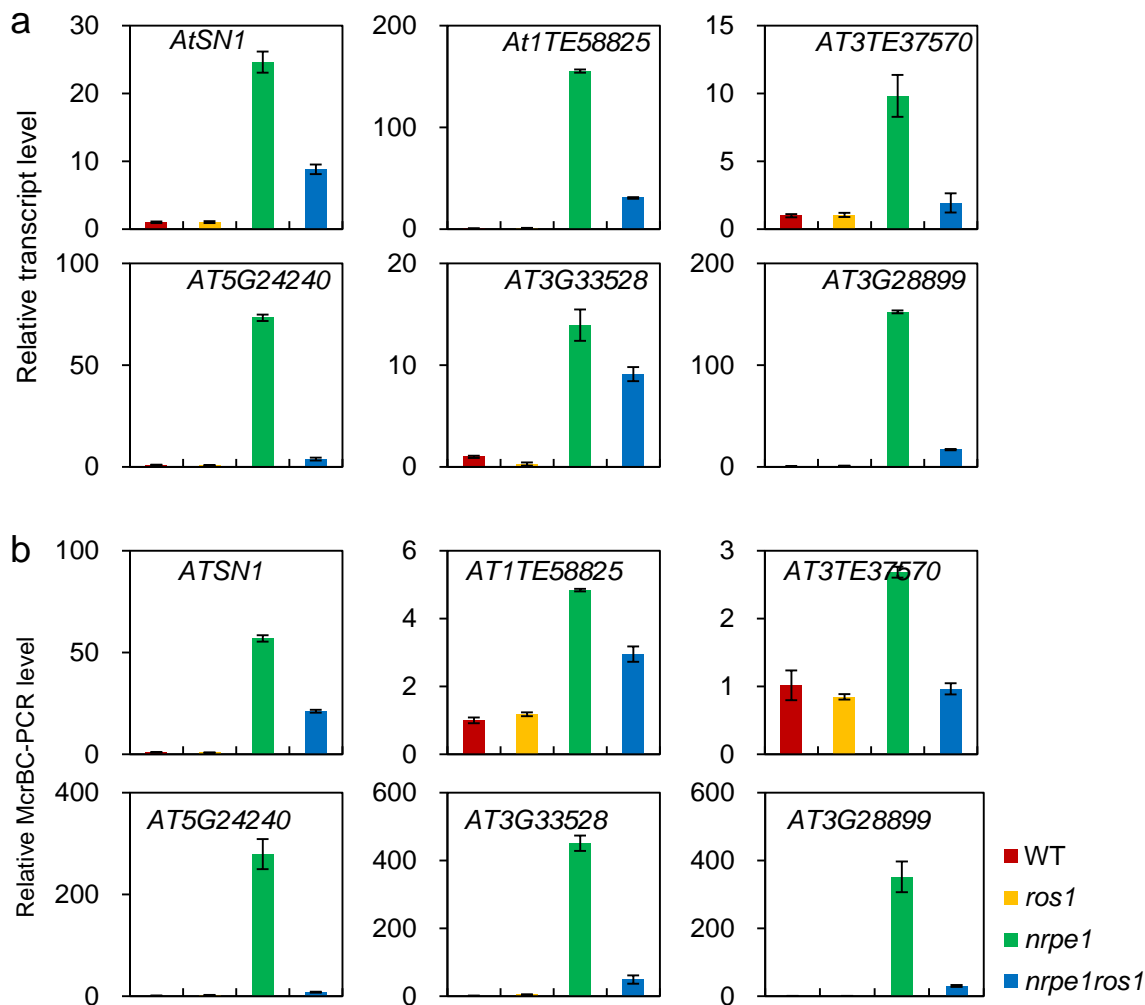

**Supplementary Fig. 12. ROS1 contributes to the expression of RdDM target loci in the *nrpe1* mutant.** RNA transcripts (a) and DNA methylation (b) of *AtSN1*, *AT1TE58825*, *AT3TE37570*, *AT5G24240*, *AT3G33528*, and *AT3G28899* were evaluated by quantitative RT-PCR and chop-PCR, respectively, in wild type, *ros1*, *nrpe1*, and *nrpe1ros1*. For RT-PCR, *ACT7* was amplified as an internal control. For chop-PCR, genomic DNA was cleaved by the methylation-dependent restriction enzyme McrBC followed by quantitative PCR. Error bars represent s.d. of three technical replicates of a representative experiment.

# Supplementary Figure 13

|                                    |                                                                           |      |
|------------------------------------|---------------------------------------------------------------------------|------|
| Arabidopsis_thaliana_BRAT1         | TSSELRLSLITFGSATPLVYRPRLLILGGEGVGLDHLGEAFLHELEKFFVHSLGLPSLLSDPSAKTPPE     | 753  |
| Glycine_max_XP_003541174           | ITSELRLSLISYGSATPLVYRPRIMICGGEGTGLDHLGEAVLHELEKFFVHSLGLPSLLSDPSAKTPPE     | 752  |
| Oryza_sativa_Os09g0515100          | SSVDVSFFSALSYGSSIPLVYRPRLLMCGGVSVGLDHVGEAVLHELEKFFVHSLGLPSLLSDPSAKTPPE    | 735  |
| Zea_mays_NP_001105102              | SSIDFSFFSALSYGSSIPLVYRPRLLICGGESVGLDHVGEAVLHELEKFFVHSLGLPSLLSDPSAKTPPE    | 736  |
| Physcomitrella_patens_XP_001760774 | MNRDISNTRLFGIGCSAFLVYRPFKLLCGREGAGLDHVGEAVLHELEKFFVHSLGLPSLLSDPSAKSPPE    | 678  |
| Arabidopsis_thaliana_BRAT1         | ALVHIFGEARRTPSILYIPFNENNWEAHEQLFAVELTLLBELPSPNLPILLIATSYGELSIMEEQ..SV     | 821  |
| Glycine_max_XP_003541174           | ALVHIFGEARRTPSILYIPQEDVWWEAHEQLFAVLLTLLBELPSPNLPILLIATSSVTIAEVEVFPST      | 822  |
| Oryza_sativa_Os09g0515100          | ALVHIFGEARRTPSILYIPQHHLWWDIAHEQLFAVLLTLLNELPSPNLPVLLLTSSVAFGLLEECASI      | 805  |
| Zea_mays_NP_001105102              | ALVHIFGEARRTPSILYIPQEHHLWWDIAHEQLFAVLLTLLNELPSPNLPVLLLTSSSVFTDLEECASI     | 806  |
| Physcomitrella_patens_XP_001760774 | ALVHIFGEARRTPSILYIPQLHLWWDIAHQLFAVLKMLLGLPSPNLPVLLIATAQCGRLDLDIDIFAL      | 748  |
| Arabidopsis_thaliana_BRAT1         | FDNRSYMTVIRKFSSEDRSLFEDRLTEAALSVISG.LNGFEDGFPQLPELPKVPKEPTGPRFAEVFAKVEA   | 890  |
| Glycine_max_XP_003541174           | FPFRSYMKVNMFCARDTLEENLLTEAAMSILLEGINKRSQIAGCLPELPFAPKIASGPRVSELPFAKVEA    | 892  |
| Oryza_sativa_Os09g0515100          | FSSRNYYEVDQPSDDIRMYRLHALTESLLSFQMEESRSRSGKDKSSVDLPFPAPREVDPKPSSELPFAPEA   | 875  |
| Zea_mays_NP_001105102              | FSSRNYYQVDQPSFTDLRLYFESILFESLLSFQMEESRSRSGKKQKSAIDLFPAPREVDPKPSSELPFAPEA  | 876  |
| Physcomitrella_patens_XP_001760774 | FG.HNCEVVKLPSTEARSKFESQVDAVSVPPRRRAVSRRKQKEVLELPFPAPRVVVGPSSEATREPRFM     | 817  |
| Arabidopsis_thaliana_BRAT1         | EQHALRRLRMCLRDVNCNRILYKRRSAFHEFPVTDEIAPNYSIIQIPMDIATLLQQRVDTGGVLTCTPFUQ   | 960  |
| Glycine_max_XP_003541174           | EQHALRRLRMCLRDVNCNRILYKRRNAFHPVPTDEIAPNYSIIQIPMDIATLLQHVDTNGEYITSAAPUQ    | 962  |
| Oryza_sativa_Os09g0515100          | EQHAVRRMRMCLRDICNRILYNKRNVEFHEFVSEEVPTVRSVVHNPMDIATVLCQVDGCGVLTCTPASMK    | 945  |
| Zea_mays_NP_001105102              | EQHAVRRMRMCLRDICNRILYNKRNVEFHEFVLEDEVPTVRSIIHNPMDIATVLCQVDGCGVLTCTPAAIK   | 946  |
| Physcomitrella_patens_XP_001760774 | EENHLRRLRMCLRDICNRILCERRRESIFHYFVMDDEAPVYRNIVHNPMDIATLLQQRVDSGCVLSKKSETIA | 887  |
| Arabidopsis_thaliana_BRAT1         | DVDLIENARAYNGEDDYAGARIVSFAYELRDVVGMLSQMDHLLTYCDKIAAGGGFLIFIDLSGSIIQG      | 1030 |
| Glycine_max_XP_003541174           | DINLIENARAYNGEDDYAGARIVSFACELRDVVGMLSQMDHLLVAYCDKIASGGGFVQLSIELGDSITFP    | 1032 |
| Oryza_sativa_Os09g0515100          | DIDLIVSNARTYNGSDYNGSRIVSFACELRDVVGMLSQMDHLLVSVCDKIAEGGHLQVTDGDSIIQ        | 1015 |
| Zea_mays_NP_001105102              | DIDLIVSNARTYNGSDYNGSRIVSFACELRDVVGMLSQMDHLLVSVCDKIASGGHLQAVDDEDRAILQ      | 1016 |
| Physcomitrella_patens_XP_001760774 | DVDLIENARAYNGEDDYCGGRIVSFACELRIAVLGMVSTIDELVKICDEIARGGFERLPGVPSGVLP       | 957  |
| Arabidopsis_thaliana_BRAT1         | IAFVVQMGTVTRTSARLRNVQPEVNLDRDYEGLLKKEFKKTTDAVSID....SAADKSN.CISGQEMPSP    | 1094 |
| Glycine_max_XP_003541174           | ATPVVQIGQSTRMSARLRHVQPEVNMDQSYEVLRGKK...IAEVH....AAEEKSQ..CIS...VPS.      | 1088 |
| Oryza_sativa_Os09g0515100          | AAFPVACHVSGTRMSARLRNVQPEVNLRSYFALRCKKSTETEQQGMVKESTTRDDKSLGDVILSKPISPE    | 1085 |
| Zea_mays_NP_001105102              | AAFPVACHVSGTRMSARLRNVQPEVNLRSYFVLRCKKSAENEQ.....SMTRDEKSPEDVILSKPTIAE     | 1081 |
| Physcomitrella_patens_XP_001760774 | TVAPP....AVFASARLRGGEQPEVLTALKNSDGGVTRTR.....                             | 991  |
| Arabidopsis_thaliana_BRAT1         | LAANPQSAAPSPFDGDREDQSEPPSKEASAEDMSGSCSGKGFPAKSDKEISSRTBSVKGVFEMERTDNYSIP  | 1164 |
| Glycine_max_XP_003541174           | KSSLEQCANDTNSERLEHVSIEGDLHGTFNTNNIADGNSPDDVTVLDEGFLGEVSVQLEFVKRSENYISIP   | 1158 |
| Oryza_sativa_Os09g0515100          | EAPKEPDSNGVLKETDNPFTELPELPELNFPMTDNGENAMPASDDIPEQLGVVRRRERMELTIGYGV       | 1155 |
| Zea_mays_NP_001105102              | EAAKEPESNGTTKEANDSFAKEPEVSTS.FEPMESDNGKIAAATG.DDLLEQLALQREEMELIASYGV      | 1149 |
| Physcomitrella_patens_XP_001760774 | .....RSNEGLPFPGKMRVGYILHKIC                                               | 1012 |
| Arabidopsis_thaliana_BRAT1         | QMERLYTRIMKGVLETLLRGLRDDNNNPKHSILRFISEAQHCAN                              | 1209 |
| Glycine_max_XP_003541174           | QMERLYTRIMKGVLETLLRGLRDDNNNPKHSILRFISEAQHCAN                              | 1200 |
| Oryza_sativa_Os09g0515100          | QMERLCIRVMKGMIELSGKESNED...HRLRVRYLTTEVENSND                              | 1197 |
| Zea_mays_NP_001105102              | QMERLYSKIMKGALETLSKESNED...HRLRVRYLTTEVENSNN                              | 1191 |
| Physcomitrella_patens_XP_001760774 |                                                                           |      |

**Supplementary Fig. 13. Alignment of BRAT1 and its conserved homologs in plants.**

# Supplementary Figure 14

**Supplementary Fig. 14. Alignment of BRAT1 and its homologs in eukaryotic organisms.** The ATPase domain and bromodomain of BRAT1 are represented by red and green lines, respectively.

## Supplementary Figure 15

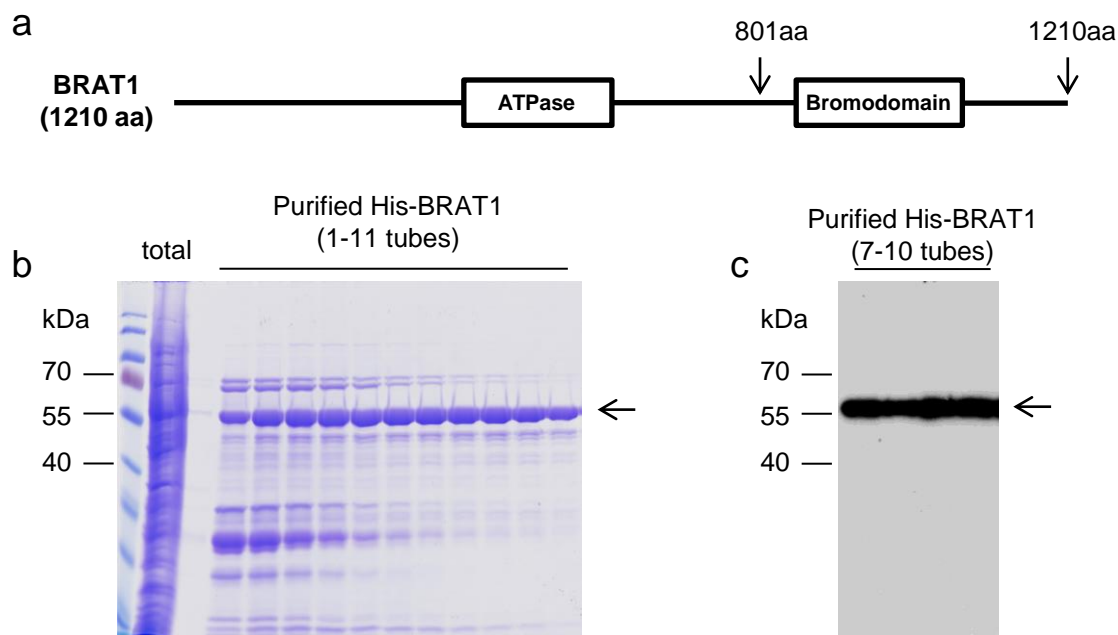

### Supplementary Fig. 15. The bromodomain of BRAT1 fused with His tag was purified.

(a) Diagram of the full-length BRAT1 protein. (b) The purified His-BRAT1 (801–1210 aa) was subjected to SDS-PAGE and stained with Coomassie Blue. (c) The purified His-BRAT1 (801–1210 aa) was analyzed by Western blotting with His antibody. The arrow indicates the band of His-BRAT1 (801–1210 aa).

## Supplementary Figure 16

| Location | Name     | Mod 1   | Mod 2  | Mod 3  | Mod 4 | Intensity |
|----------|----------|---------|--------|--------|-------|-----------|
| L12      | H4 1-19  | unmod   |        |        |       | 0.290816  |
| L16      | H4 1-19  | K5ac    |        |        |       | 0.154872  |
| L17      | H4 1-19  | K8ac    |        |        |       | 0.191738  |
| L18      | H4 1-19  | K12ac   |        |        |       | 0.138743  |
| L19      | H4 1-19  | K16ac   |        |        |       | 0.107472  |
| M3       | H4 1-19  | K5ac    | K8ac   |        |       | 0.944536  |
| M4       | H4 1-19  | K8ac    | K12ac  |        |       | 1         |
| M5       | H4 1-19  | K8ac    | K16ac  |        |       | 0.982225  |
| M9       | H4 1-19  | R3me2s  | K5ac   | K8ac   |       | 0.733048  |
| M10      | H4 1-19  | R3me2a  | K5ac   | K8ac   |       | 0.873272  |
| M11      | H4 1-19  | K5ac    | K8ac   | K12ac  |       | 0.837393  |
| M12      | H4 1-19  | K8ac    | K12ac  | K16ac  |       | 0.9842    |
| M13      | H4 1-19  | S1P     | R3me2s | K5ac   | K8ac  | 0.852535  |
| M15      | H4 1-19  | R3me2s  | K5ac   | K8ac   | K12ac | 1         |
| M16      | H4 1-19  | R3me2a  | K5ac   | K8ac   | K12ac | 1         |
| M17      | H4 1-19  | K5ac    | K8ac   | K12ac  | K16ac | 0.391047  |
| M18      | H4 11-30 | unmod   |        |        |       | 0.111257  |
| N4       | H4 11-30 | K20ac   |        |        |       | 0.597433  |
| N7       | H4 11-30 | K12ac   | K16ac  |        |       | 0.578506  |
| N15      | H4 11-30 | K16ac   | K20ac  |        |       | 0.793779  |
| N16      | H4 11-30 | K12ac   | K16ac  | K20me1 |       | 0.274358  |
| N17      | H4 11-30 | K12ac   | K16ac  | K20me2 |       | 0.058756  |
| N18      | H4 11-30 | K12ac   | K16ac  | K20me3 |       | 0.160961  |
| N19      | H4 11-30 | K12ac   | K16ac  | K20ac  |       | 0.238808  |
| N23      | H4 11-30 | R19me2a | K20ac  |        |       | 0.033739  |
| O3       | H4 11-30 | R19me2s | K20ac  |        |       | 0.953423  |

**Supplementary Fig. 16. The spot intensity of the histone peptide array was analyzed using Active Motif Array analyze software.** Gray boxes indicate the peptides on the array that were specifically bound by the bromodomain of BRAT1.

## Supplementary Figure 17

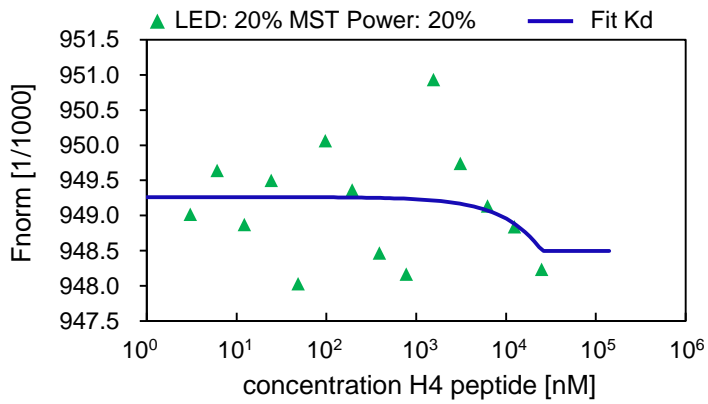

**Supplementary Fig. 17. Non-acetylated H4 was used as a negative control in MST assay, and showed no binding to the bromodomain of BRAT1.**

## Supplementary Figure 18

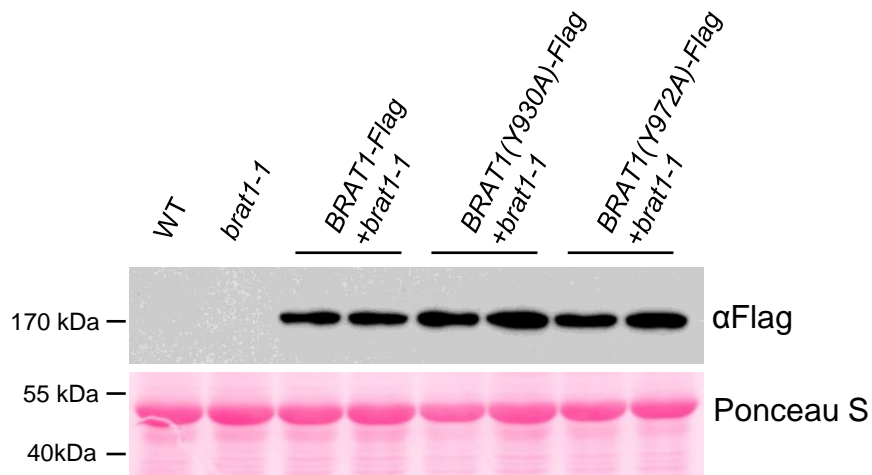

**Supplementary Fig. 18. The expression levels of the wild-type and mutated *BRAT1-Flag* transgenes are similar in the *brat1-1* mutant background.** The expression levels were determined by Western blot assay. Ponceau S staining of Rubisco is shown as a loading control.

## Supplementary Figure 19

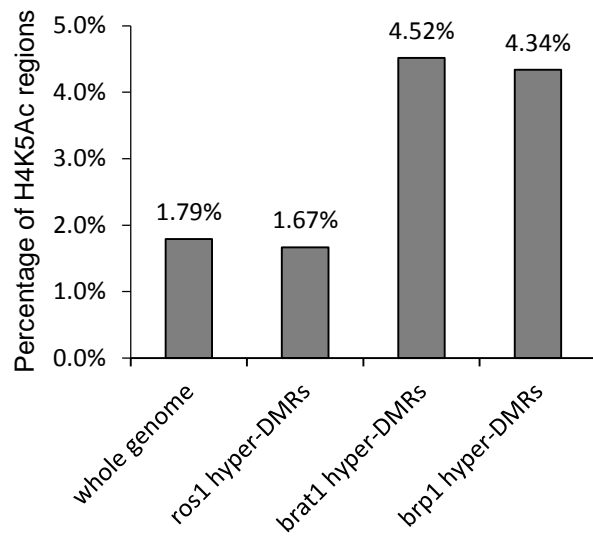

**Supplementary Fig. 19. Percentage of H4K5Ac regions in the whole genome and in the hyper-DMRs in *ros1*, *brat1*, and *brp1*.**

Supplementary Figure 20

Fig. 2b

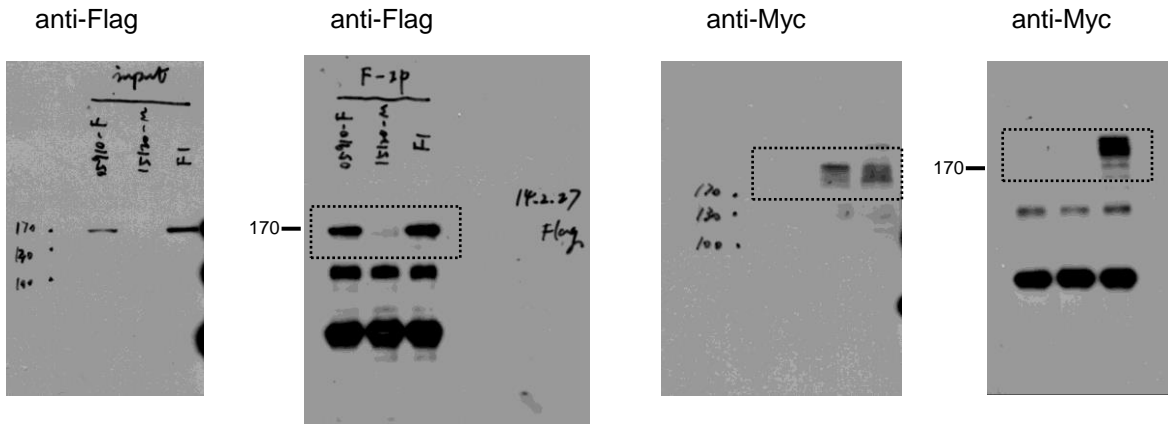

Fig. 2c Left

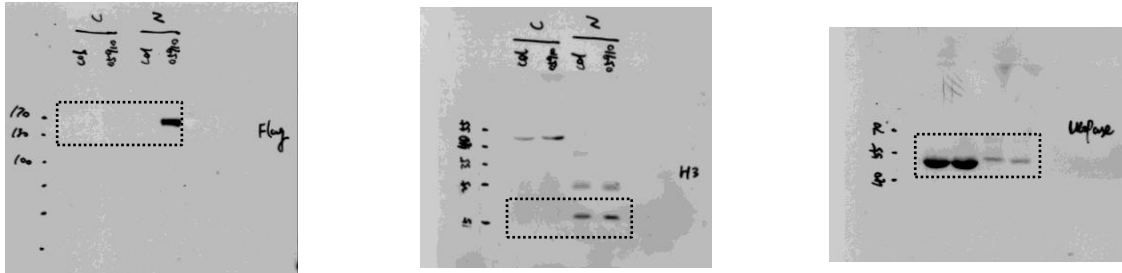

Fig. 2c Right

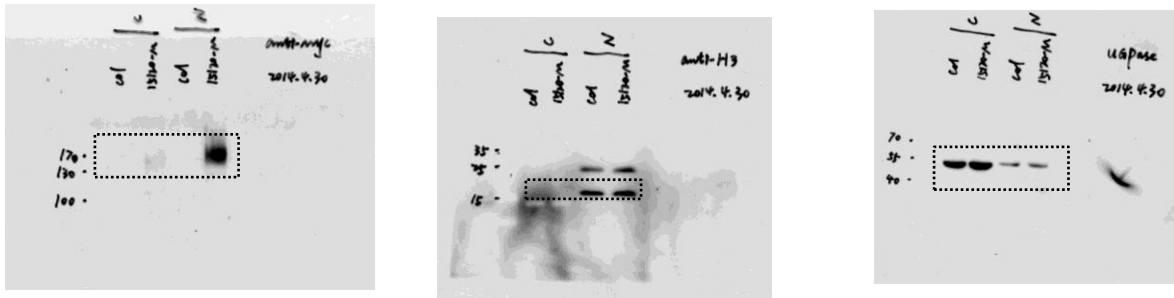

Fig. 7b

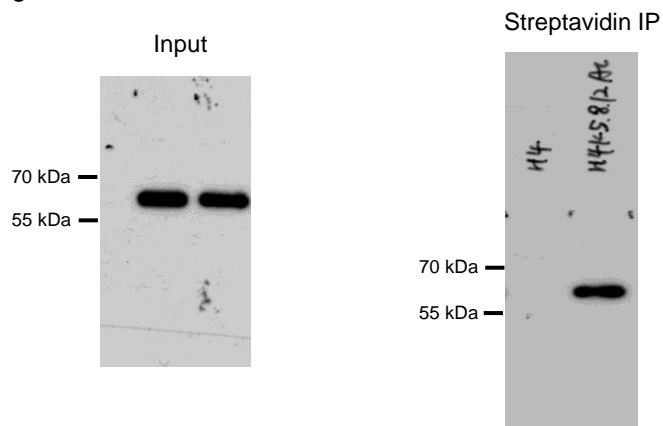

Fig. 7c

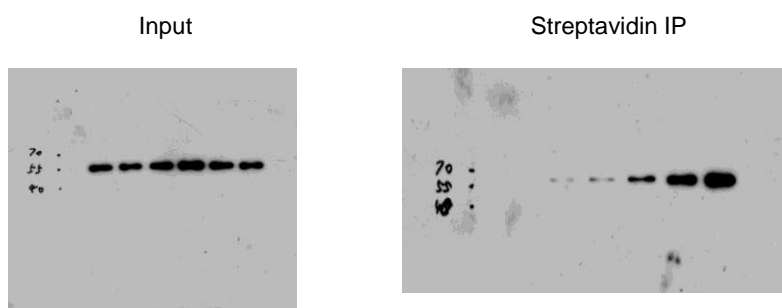

Fig. 7e

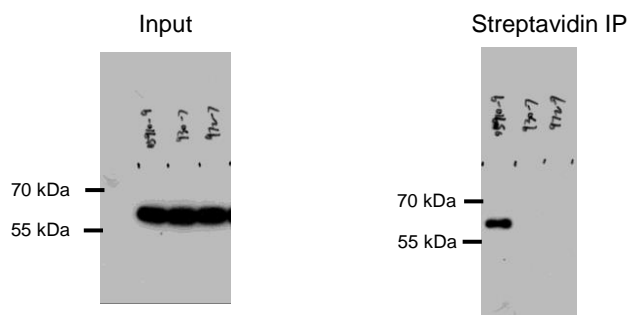

Sup. Fig. 1b

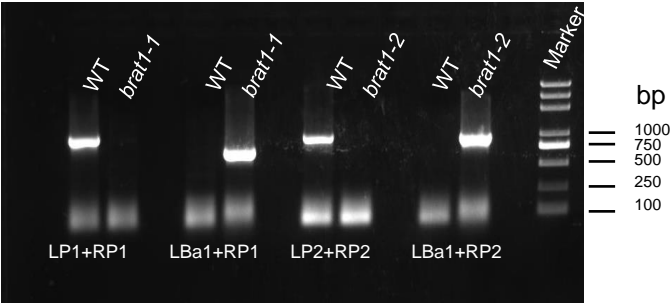

Sup. Fig. 1c

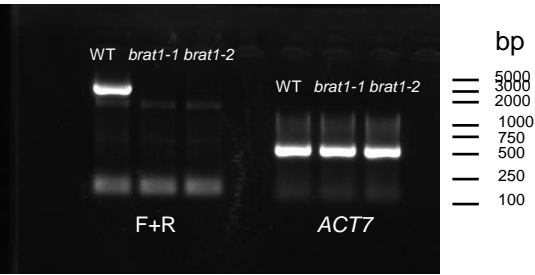

Sup. Fig. 1d

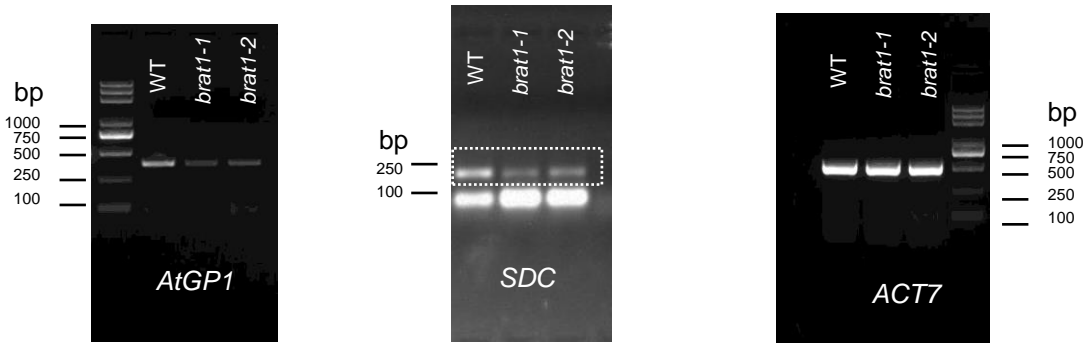

Sup. Fig. 2

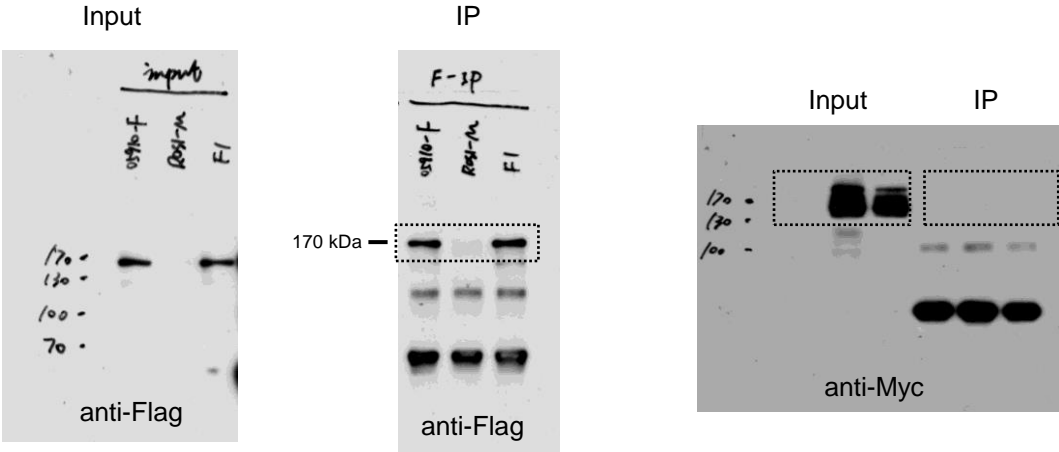

Sup. Fig. 3

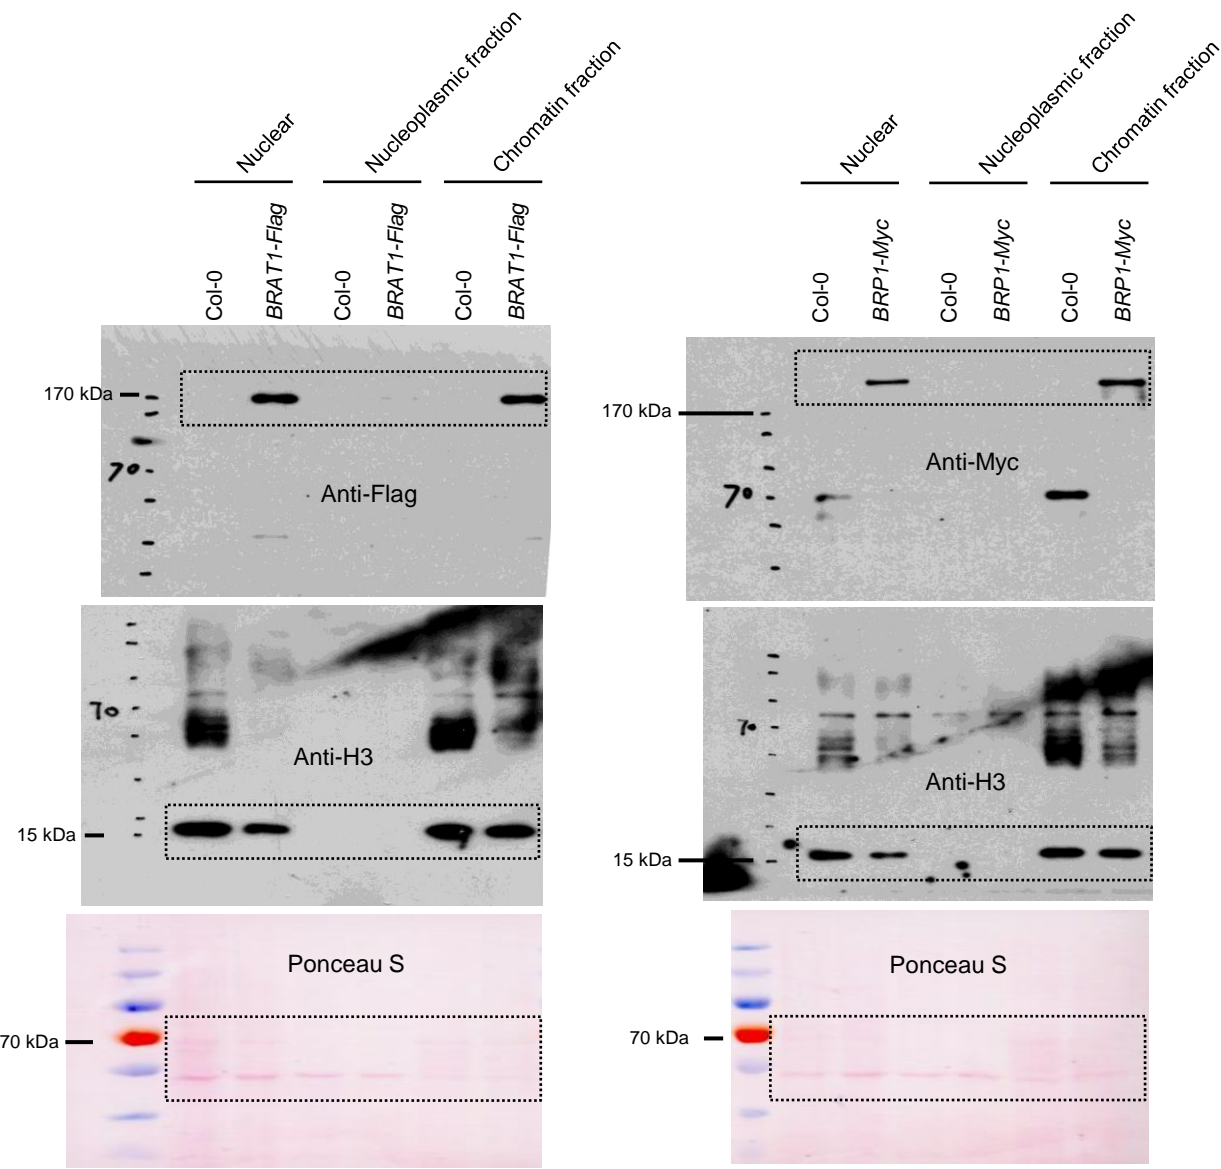

Sup. Fig. 4c

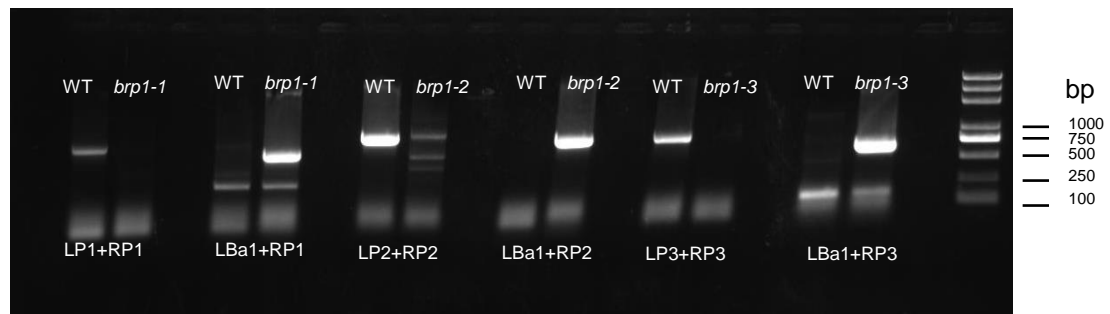

Sup. Fig. 4d

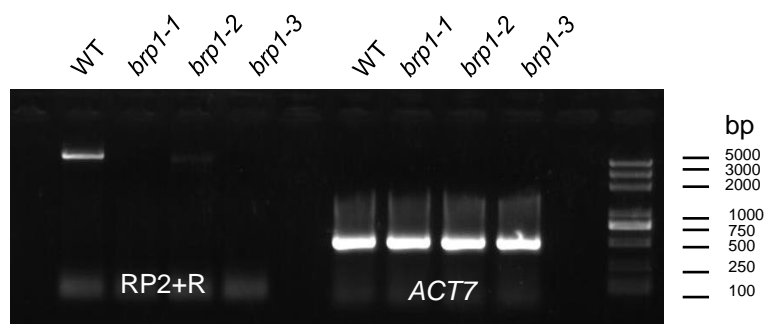

Sup. Fig. 6a

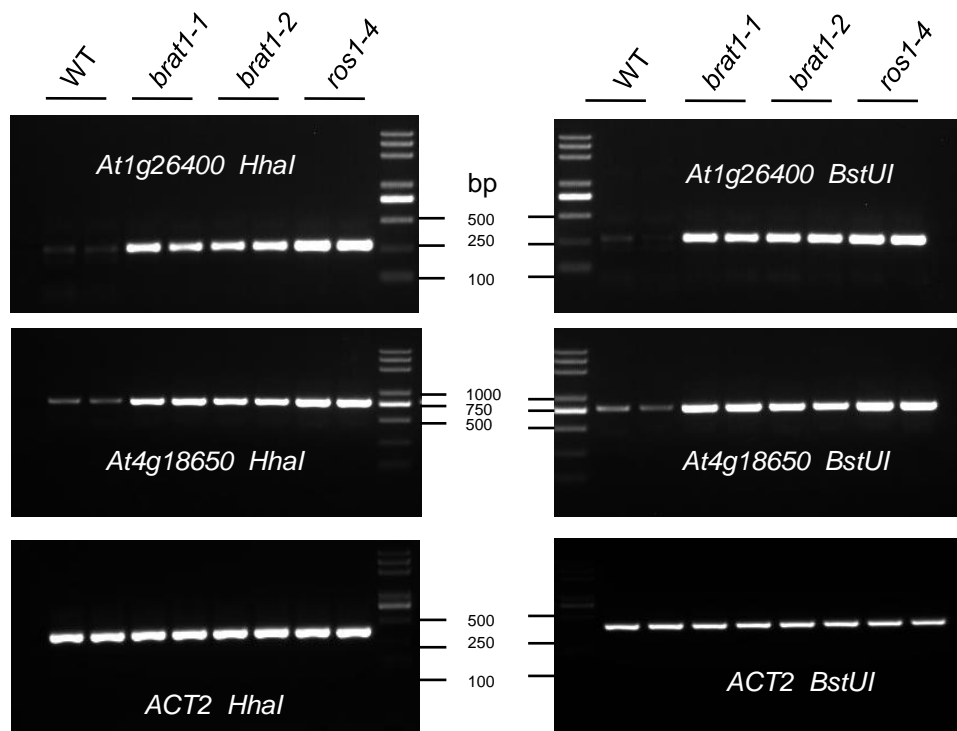

Sup. Fig. 6b

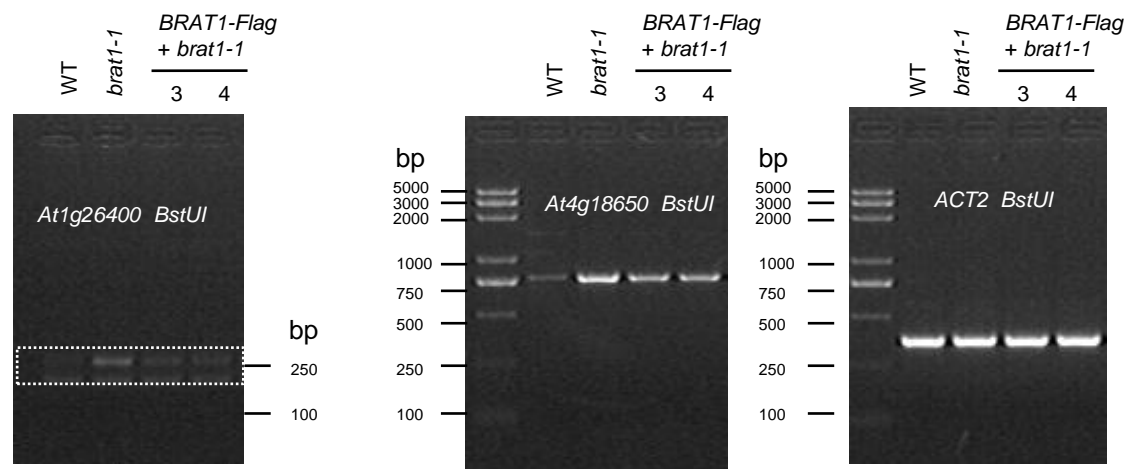

Sup. Fig. 6c

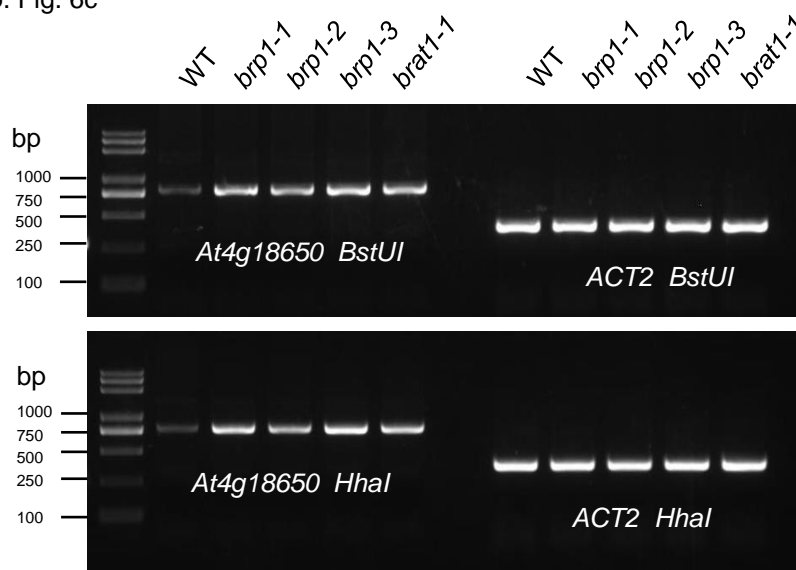

Sup. Fig. 6d

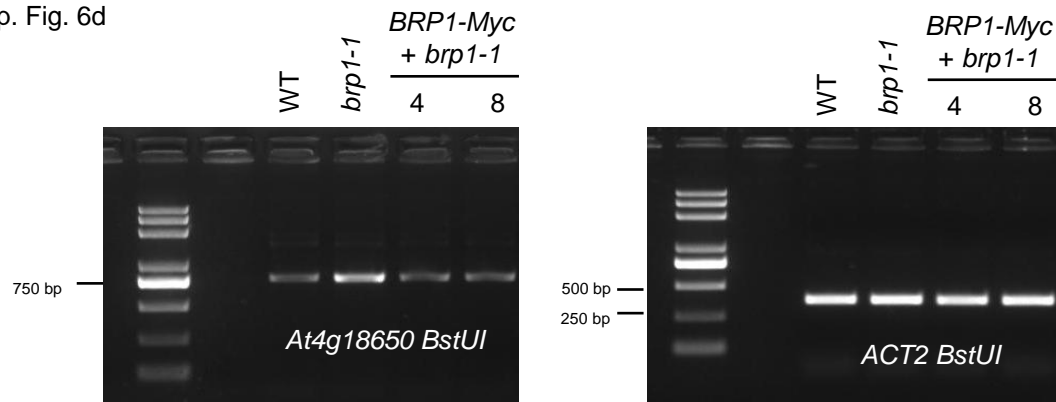

Sup. Fig. 18

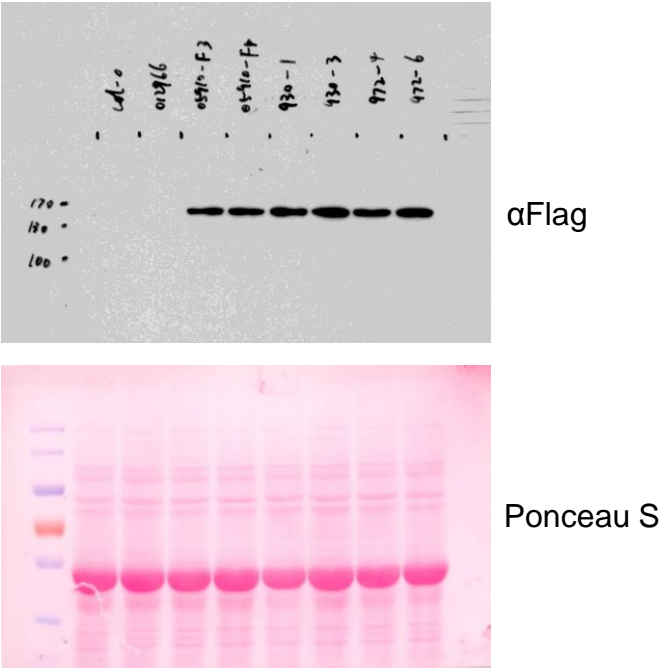

Supplementary Fig. 20. Full-size images of gels and western blots shown in this study.

**Supplementary Table 1.** Summary of bisulfite sequencing data.

| Sample         | Uniquely Mapping Reads | Coverage (X) | CpG error rate | CHG error rate | CHH error rate |
|----------------|------------------------|--------------|----------------|----------------|----------------|
| WT             | 28606152               | 21.25        | 0.31%          | 0.32%          | 0.34%          |
| <i>brat1-1</i> | 31236082               | 23.20        | 0.31%          | 0.32%          | 0.34%          |
| <i>brp1-1</i>  | 48639162               | 36.12        | 0.31%          | 0.32%          | 0.34%          |
| <i>ros1-4</i>  | 46396604               | 34.46        | 0.33%          | 0.34%          | 0.36%          |

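Supplementary Table 2 gives for each of the 12 RNA libraries the reads sequenced, the reads mapped to the genome and their ratio. The share mapped was between 97.8% and 98.0% in the replicate 1 libraries, between 94.0% and 94.6% in replicate 2 and between 94.1% and 94.5% in replicate 3. The FPKM of these libraries divided in the same way. Their sum over all genes was between 953228 and 971169 in replicate 1 and between 889542 and 907370 in the 8 other libraries. An FPKM of 0 was listed for between 29.2% and 29.6% of genes and isoform models in replicate 1 and between 32.7% and 33.9% in the others. Across 19493 genes with a mean FPKM of at least 1, Pearson's correlation of log2(FPKM + 0.1) was 0.958 to 0.969 between replicate 1 libraries of different genotypes and 0.973 to 0.987 among the libraries of replicates 2 and 3. Between a replicate 1 library and any other library the correlation was 0.824 to 0.840, lower than between genotypes within a batch. These correlations are across genes, which are not independent replicates. Deeper libraries give a smaller counting error per gene, and each genotype has 1 library of the greater depth.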

**Supplementary Table 2.** Summary of reads from RNA deep sequencing analysis.

| Sample           | Total reads | Reads mapped on genome | Ratio  |
|------------------|-------------|------------------------|--------|
| WT_rep1          | 46520424    | 45582182               | 97.98% |
| WT_rep2          | 15127064    | 14315271               | 94.63% |
| WT_rep3          | 20453402    | 19290154               | 94.31% |
| brat1_rep1       | 45408383    | 44487901               | 97.97% |
| brat1_rep2       | 19049645    | 17954986               | 94.25% |
| brat1_rep3       | 18500671    | 17475674               | 94.46% |
| nrpe1_rep1       | 41774171    | 40891648               | 97.89% |
| nrpe1_rep2       | 17540787    | 16504061               | 94.09% |
| nrpe1_rep3       | 17069612    | 16066757               | 94.12% |
| nrpe1xbrat1_rep1 | 46202262    | 45195593               | 97.82% |
| nrpe1xbrat1_rep2 | 18962020    | 17830415               | 94.03% |
| nrpe1xbrat1_rep3 | 17601679    | 16632842               | 94.50% |

How the deposited data were processed for this re-analysis (not part of the article)

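The data are RNA sequencing values of 12 libraries from 10-day-old *Arabidopsis* seedlings, 3 replicates each of the wild type, *brat1*, *nrpe1* and *brat1nrpe1*. The authors made the libraries from poly-A RNA, sequenced them, mapped the reads to TAIR10 with Tophat, allowing mismatches, kept uniquely mapped reads and computed the deposited FPKM of each gene in each library with Cufflinks. Replicates are separate in the deposited values. The normalization options of Cufflinks were not found in the paper's text. Uniquely mapped reads lower the values of genes with near-identical copies, and FPKM depends on the transcript models used for the gene length. The genes and isoform models listed number 34133, of which 7776 are at 0 in every library. TEs were not analysed here, nor were DNA methylation, histone and quantitative RT-PCR data. Genotype and replicate number of each library come from the labels of the samples and match the names in Supplementary Table 2, and the pairing of libraries by replicate number comes from the same labels.

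The depth is that of Supplementary Table 2, from 14315271 to 45582182 mapped reads per library, with medians of 19290154 in the wild type, 17954986 in *brat1*, 16504061 in *nrpe1* and 17830415 in *brat1nrpe1*. As FPKM carries no counts, no count model was used and no interval for counting error is given. Reads per gene were approximated from FPKM, transcript length and mapped reads. The approximated reads were used to compare the spread between replicates with counting noise and to weigh depth as an explanation of values at 0. Differences between genes with few reads are the least precise, and 1468 of the tested genes are at 0 in at least 1 library.

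Values were transformed to log2(FPKM + 0.1), and genes with a mean FPKM of at least 0.1 over all libraries were kept, 22645 in all. The model was fitted with limma (version 3.58.1 in R 4.3.3) with 4 genotype means, empirical Bayes moderation with a trend on mean expression, and the comparisons *brat1* against wild type, *nrpe1* against wild type, *brat1nrpe1* against *nrpe1*, and the difference between the effects of *brat1* in the 2 backgrounds. All p-values of limma are two-sided. A gene was past the threshold at an unadjusted P under 0.01 with a log2 difference of more than 1 in size, which are the limits the paper gives for genes. Benjamini-Hochberg adjustment was over the 22645 genes of a comparison, at a level of 0.05. For gene lists, the mean over the list was taken in each library and compared by an exact two-sided permutation test, whose smallest p is 0.1, and by an exact sign-flip test of the 3 paired differences, whose smallest p is 0.25. Overlaps with hyper-DMRs and with stress terms were tested with two-sided Fisher's exact tests over the tested genes, for stress terms over those with a process annotation. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps.

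The lists of genes in Supplementary Data 3 to 5 hold 205 loci, of which 187 are listed under the locus name and 18 only with the suffix of their first isoform, under which they were taken. Gene positions, transcript lengths and sequences are those of TAIR10.1, whose locus tags match 33379 of the listed genes and isoform models. The authors used TAIR10. None of the hyper-DMRs of Supplementary Data 2 lies past the end of a chromosome of TAIR10.1. Near-identical copies were found with BLAST 2.17.0 as matches elsewhere in the genome of at least 98% identity over at least 100 bases. Genes named in the text were fixed by a rule. They are *BRAT1*, *NRPE1*, genes the paper names, 5 stress genes of Supplementary Data 3, and for each comparison and direction the 3 genes with the largest log2 difference among those past the threshold whose groups of libraries do not overlap. Genes named outside this rule are said to have been chosen after their values were seen.

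The model was tested on simulated data for 22645 genes, of which 200 were changed by known amounts. Of these, 187 (93.5%) were past the threshold, all with the right sign, beside 72 unchanged genes, and 167 (83.5%) had an adjusted p under 0.05, beside 4 unchanged genes. Of the unchanged genes, 1.00% had a P under 0.01. The simulated noise was independent between libraries, and all changes were larger than the log2 threshold. It held neither the division of replicate 1 from the others nor the closeness of replicates 2 and 3. The simulation therefore checks the model for independent libraries, and its rates cannot be carried over to these data. The alternatives tried were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 1, the replicate number as a block, a model of the 6 libraries compared alone, moderation without a trend, rescaling to the same 75th percentile, an adjusted p in place of the unadjusted one, and each replicate left out in turn. These, the samples' grouping, the tests and the rule for named genes were set before the data were examined. Taking the mean of replicates 2 and 3 as 1 sample, with and without the block, was added after seeing the data.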

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

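The tests described in this part, with their limits, were chosen after the results were seen. For 5 genes the effect of *brat1* in the *nrpe1* background, that is *brat1nrpe1* against *nrpe1*, differed from its effect in the wild-type background with an adjusted p under 0.05 from limma for the difference itself. The genes fall outside the rule for named genes apart from AT3G32240, and the others were chosen after their values were seen. The log2 difference between the effects was -7.27 for AT3G32240 (adjusted p = 0.0072), -1.97 for AT1G53490 (adjusted p = 0.0072), 1.07 for AT1G57620 (adjusted p = 0.041), -4.17 for AT2G01422 (adjusted p = 0.049) and -3.21 for AT2G13860 (adjusted p = 0.041), all from limma. Under the replicate block the adjusted p-values were 0.00050, 0.00098, 0.0036, 0.027 and 0.070 in the same order. Over the alternatives the adjusted p of every one of the 5 genes reached 1. AT1G53490, which encodes a RING/U-box protein on chromosome 1, had an FPKM of 3.64 ± 0.132 in the wild type, 5.97 ± 0.160 in *brat1*, 2.88 ± 0.379 in *nrpe1* and 1.13 ± 0.119 in *brat1nrpe1* (SD, n = 3 each), so that it was higher in *brat1* than in the wild type and lower in *brat1nrpe1* than in *nrpe1*. AT1G57620 had an FPKM of 21.1 ± 0.302 in the wild type, 21.3 ± 0.775 in *brat1*, 7.71 ± 0.535 in *nrpe1* and 16.5 ± 1.60 in *brat1nrpe1* (SD, n = 3 each), the only one of the 5 genes whose difference was positive. AT2G01422 rose from 0.185 ± 0.0464 in the wild type to 32.5 ± 3.12 in *nrpe1* and was at 4.59 ± 0.983 in *brat1nrpe1* and 0.701 ± 0.398 in *brat1* (SD, n = 3 each). AT2G13860 was listed at 0 in the 3 wild-type libraries, at 0, 0.0150 and 0 in *brat1*, at 0.910, 1.28 and 0.992 in *nrpe1* and at 0.0271, 0.0303 and 0.0328 in *brat1nrpe1*. AT3G32240 was at 0.0221, 0 and 0 in *brat1*.

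The *brat1* label was exchanged within replicate numbers in all 32 ways. The exchanges that gave as many genes as the real labels numbered 2 of the 32, the real labels included. The other one, with 69 genes, exchanges every label of 1 background and so tests the sum of the effects in place of their difference. It is therefore no chance arrangement, and the largest count apart from it was 3. In a second test, the deviations from a model without a difference of effects were exchanged in the same 32 ways, which leaves the effect of each mutation in place. Here 1 of the 32, the real arrangement, gave 5 genes. Each of the 31 others gave 0, with 0 to 335 genes at an unadjusted p under 0.05 against 310 in the real arrangement, and for 1 of the 31 the model fixes the difference at 0. A chance arrangement of the labels is therefore not a candidate by the second test. A difference between replicate numbers was weighed next, and the difference of effects had 1 sign in all replicate numbers for 5 of the 5 genes. As the genes were called on the same libraries, this is nearly fixed in advance and shows no stability. A difference between replicate numbers that all genotypes share cancels in the difference of effects, since every genotype has every number, and 4 of the 5 genes had an adjusted p under 0.05 with the block. A change of 1 genotype in 1 replicate number alone would leave the other numbers without the difference. In replicates 1 to 3 the difference was -1.96, -2.07 and -1.89 for AT1G53490 and 1.11, 1.13 and 0.976 for AT1G57620. It was -5.52, -2.62 and -4.37 for AT2G01422, -2.99, -3.61 and -3.04 for AT2G13860 and -6.94, -7.86 and -7.01 for AT3G32240. These values argue against such a change as the source of the difference in the 5 genes. A mislabelled library was weighed by the transcripts of *BRAT1* and *NRPE1*, which lay on the side of their label in 12 of the 12 libraries. Reads shared with a near-identical copy were weighed by searching the genome, which found no copy for 4 of the 5 genes and a match over 177 bases (4.64% of the length) for AT2G13860. Shared reads are therefore not excluded for that gene only in so far as its reads lie in those 177 bases, which FPKM does not show. With replicates 2 and 3 averaged as 1 sample, 0 genes had an adjusted p under 0.05, beside 120 at an unadjusted p under 0.05. Without replicate 1 these counts were 419 and 3664. A candidate explanation for part of this spread is that replicates 2 and 3 of a genotype are closer to each other than separate growths of plants would be, but the values carry no counts to settle it. A dependence of the *brat1* effect on NRPE1 is a hypothesis for these genes, found and tested on the same libraries, and for AT2G13860 it cannot be told apart from reads shared over the 177 bases. The mean wild-type FPKM was 0.007 for AT3G32240, 0 for AT2G13860 and 0.185 for AT2G01422, so a decrease in *brat1* could hardly be seen in that background. For these genes the test cannot separate a dependence on NRPE1 from values too low to fall in the wild type.

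The paper discusses genes higher in *nrpe1* and lower in *brat1nrpe1*. Signals outside these were 42 genes lower in *nrpe1* than in the wild type (18 with an adjusted p under 0.05 from limma) and 36 genes higher in *brat1nrpe1* than in *nrpe1* (6 with an adjusted p under 0.05), with 10 genes in both. Under the replicate block the counts were 57 and 66 (32 and 38 with an adjusted p under 0.05), which included 41 of the 42 and 33 of the 36. Apart from *NRPE1* itself, the genes lower in *nrpe1* included *ROS1*. The largest falls in *nrpe1* were those of *QQS* and *SADHU3-2*, whose log2 differences were -4.29 and -4.07 (limma adjusted p = 0.00034 and 0.00086), and AT2G06002, which was at 1.30, 0.983 and 1.12 in the wild type and at 0.0538, 0 and 0 in *nrpe1*. In *brat1nrpe1* the largest rises were those of AT3G30730, AT1G70185 and *WPP3*. AT3G30730 was listed at 0 in all wild-type and *nrpe1* libraries, at 0.841, 0 and 0 in *brat1* and at 4.08, 3.58 and 4.42 in *brat1nrpe1*. Its limma adjusted p between *brat1nrpe1* and *nrpe1* was 0.028. AT1G70185 has a near-identical copy over 30.3% of its length, and its FPKM was 0.201, 0 and 0 in *nrpe1* and 0.728, 1.28 and 1.90 in *brat1nrpe1*. For this gene the limma adjusted p was 0.51, or 0.048 with the replicate block. *WPP3* (AT5G27940) was at 0.0589, 0 and 0.134 in *nrpe1* and at 1.28, 1.09 and 1.19 in *brat1nrpe1* (limma adjusted p = 0.0069).

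A difference between replicate numbers was tested for both counts. Without replicate 1, 28 of the 42 genes and 26 of the 36 genes were still past the threshold, and all 42 and all 36 had 1 sign in every replicate number. As the genes were called on the same libraries, this shows no stability. A difference between replicate numbers that all genotypes share cancels in these comparisons, and a change of 1 genotype in 1 number cannot be told apart from the spread between replicates. For each of the counts, 1 of the 4 splits of the 6 libraries that part every replicate number gave as many genes, which is the real split, and with 4 splits the share cannot go under 0.05. The largest count in the other 3 splits was 10 genes for *nrpe1* and 7 genes for *brat1nrpe1*. The 6 splits that keep same-numbered libraries together gave 3 to 53 genes for *nrpe1* and 6 to 45 genes for *brat1nrpe1*, and as many genes as the real split in 2 and 3 of them. Most of these splits place both replicate 1 libraries on 1 side, so a difference of that size is also reached by the division between replicate numbers. For the counts at the unadjusted threshold, a grouping by chance can therefore not be ruled out by splits alone. Genes with an adjusted p under 0.05 in either direction set the real split apart. They numbered 80 for *nrpe1* and 33 for *brat1nrpe1*, against 0 in each of the 9 other splits (130 to 1724 and 111 to 2035 genes at an unadjusted p under 0.05). Under the replicate block the real split gave 57 and 66 genes past the threshold, against at most 32 and 16 in the other 3 splits that part every replicate number. Genes with an adjusted p under 0.05 under the block numbered 292 and 765 in the real split. Other splits gave at most 35 and 1 under the block, so that the count for *nrpe1* was not free of such genes there.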

How the results depend on the processing

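The results that answer a comparison numbered 16, and 208 values were computed for them under other settings. Of these values 133 kept their direction and side of the threshold, or stayed within 1.5 times a count or within the spread between replicates, 10 lost the threshold, 57 moved beyond these limits and 8 changed direction. The mean differences of the *brat1*-reduced genes in *nrpe1* (-0.40 to -0.11) and in *brat1nrpe1* (-1.51 to -0.67), and of the *nrpe1*-induced genes in *brat1nrpe1* (-1.27 to -0.61) and in *brat1* (0.12 to 0.24) kept their direction under all 11 settings run for them. Their exact p cannot go under 0.1, so it shows no stability. The differences from the wild type were measured in libraries on which the genes were chosen, so their direction shows none either. Single genes named in the text gave 39 results and 490 values, of which 428 kept their direction and side of the threshold, 60 lost the threshold and 2 gained it. None of the 490 changed direction.

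A pseudocount of 1 moved each of the 8 counts by more than 1.5 times, though the adjusted p and the replicates left out moved some of them further. With a pseudocount of 1 there were 15 genes lower and 10 higher in *brat1*, 46 higher and 16 lower in *nrpe1*, 24 lower and 9 higher in *brat1nrpe1* than in *nrpe1*, 15 both higher in *nrpe1* and lower in *brat1nrpe1*, and 12 genes whose *brat1* effect differed between the backgrounds. With a pseudocount of 0.01 the last 2 counts were 21 and 1. A larger pseudocount shrinks the log2 difference of genes with low FPKM, and among the genes with a mean FPKM of at least 1 the counts in the same order were 21, 20, 42, 24, 30, 12, 10 and 3. With an adjusted p under 0.05 in place of the unadjusted p, 9 genes were lower and 1 higher in *brat1*, 57 higher and 18 lower in *nrpe1*, 20 lower and 6 higher in *brat1nrpe1* than in *nrpe1*, and 10 in both lists. For the genes whose *brat1* effect differed between backgrounds, the count was 12 with no filter on low values and 8 with moderation without a trend. The 1 gene left with the low pseudocount is AT1G53490, and the 3 with a mean FPKM of at least 1 are AT1G53490, AT1G57620 and AT3G32240. The cause was not tested for any of these changes of a count.

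With the replicate block, whose pairing had a correlation of deviations of 0.682 between libraries of the same number, counts were higher, with 78 genes higher in *brat1*, 66 higher in *brat1nrpe1* than in *nrpe1* and 12 genes whose *brat1* effect differed between backgrounds. The other counts rose by less than 1.5 times. With replicates 2 and 3 averaged as 1 sample, a setting chosen after seeing the data, there were 18 genes higher in *brat1*, 27 lower in *nrpe1*, 50 lower and 19 higher in *brat1nrpe1* than in *nrpe1*, and 0 genes whose *brat1* effect differed (120 at an unadjusted p under 0.05). Averaging with the block also gave 0 of the last (804 at an unadjusted p under 0.05). The cause was not tested for any of these changes.

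Across the 3 models that each left out one replicate, the genes lower in *brat1* numbered from 22 to 68 and those higher from 14 to 105. The genes higher in *nrpe1* numbered from 71 to 199 and those lower from 23 to 79. From 42 to 150 genes were lower in *brat1nrpe1* than in *nrpe1*, from 14 to 100 were higher, and from 21 to 58 were both higher in *nrpe1* and lower in *brat1nrpe1*. The genes whose *brat1* effect differed ranged from 0 (99 at an unadjusted p under 0.05) to 419 (3664 at an unadjusted p under 0.05). The highest count of each came without replicate 1, which differs most from the others. The cause was not tested further.

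The log2 difference of *BRAT1* in *brat1* was -1.78 in a model of the 6 libraries compared alone and -1.75 with replicates 2 and 3 averaged, and from -1.85 to -1.72 with each replicate left out. In the first 2 cases the adjusted p from limma was 0.075 and 0.47, in a range from 1.7e-05 to 1 over the alternatives. The cause was not tested. The mean difference of the genes with a *brat1* hyper-DMR, -0.0010, changed sign with a pseudocount of 0.01 (0.0054) and for the median of the list (0.0025), and ranged from -0.0081 to 0.0090 with each replicate left out, all within the spread between replicates. The odds ratio of the overlap with hyper-DMRs went from above 1 to 0.888 with no filter on low values, 0.772 with the replicate block, 0.909 with replicates 2 and 3 averaged and the block, and to 0 for the hyper-DMRs that overlap those of *ros1* and 0 for those of *brp1*, and was from 1.41 to 2.21 with each replicate left out. None of these overlaps had a p under 0.05 by Fisher's exact test. The cause was not tested. The odds ratio of stress terms was no longer past the threshold at 2.17 with a pseudocount of 0.01, 2.05 with no filter, 2.38 without a trend, 2.29 after rescaling and 3.16 with the adjusted p, and ranged from 1.88 to 6.66 with each replicate left out. The cause was not tested.

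The alternatives for TEs were not run, as TEs were not analysed here, and those for pooled values did not apply to libraries listed one by one. The depth of the shallower libraries, 14315271 mapped reads in the lowest, limits the genes with low FPKM most, and 1468 of the 22645 tested genes are at 0 in at least 1 library.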

Differences from the paper's values

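In the chosen model, which has no replicate block, none of the paper's counts, of its FPKM values for the genes named here or of its medians in Fig. 5b differed by more than 1.5 times and the replicate error. The counts were 43 against the paper's 40 genes reduced in *brat1*, 44 against the paper's 42 increased, 108 against the paper's 111 genes upregulated in *nrpe1*, 79 against the paper's 90 downregulated in *brat1nrpe1* relative to *nrpe1*, and 32 against the 43 that are in both of the paper's lists. The replicate block gave 61, 78, 147, 118 and 46, of which the first 2 are more than 1.5 times the paper's counts. Among all genes with an FPKM above 0.5 in Supplementary Data 3 to 5, 1 was beyond 1.5 times, *CPuORF35* (AT1G29951, named after its values were seen), with 3.53 ± 3.52 in the wild type (SD, n = 3) against the paper's 0.841, which is within the replicate error. The median FPKM of the *brat1*-reduced genes was 3.00, 1.15, 2.51 and 1.20 in the wild type, *brat1*, *nrpe1* and *brat1nrpe1*, against about 2.8, about 1.1, about 2.4 and about 1.1 in Fig. 5b, read by eye.

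The genes called were in part different ones. Of the paper's 40 genes reduced in *brat1*, 28 were past the threshold here, of its 42 increased genes 23, of its 111 genes upregulated in *nrpe1* 67, and of its 90 genes downregulated in *brat1nrpe1* 50. All of those tested had the paper's direction, 39, 42, 93 and 83 genes. For 6, 16, 22 and 27 of the tested genes that were not called, the log2 difference passed 1 and the P alone did not pass. With the replicate block, set before the data were examined, 34, 35, 78 and 70 of the paper's genes were called. Without replicate 1, also set before the data were examined, 29, 33, 80 and 64 were called. No filter on low values called 29, 23, 79 and 53. Each of the other settings set before the data were examined added at most 4 genes of a list that were not called otherwise. Averaging replicates 2 and 3 with the block, chosen after seeing the values, called 31, 29, 77 and 56. Counting a gene when any of the settings called it gave 37 of 40, 39 of 42, 101 of 111 and 81 of 90.

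The paper states that *brat1* does not affect RdDM target loci significantly in the wild-type background. The mean log2 difference of its *nrpe1*-induced genes between *brat1* and the wild type was 0.18, with 9 genes higher and 1 lower past the threshold. None had an adjusted p under 0.05 over all tested genes without the replicate block, where 22 had an unadjusted p under 0.05, and 9 had an adjusted p under 0.05 with it. The paper states that most DNA demethylation target loci are below detection. Its sentence follows one on ROS1 and IDM1 and concerns transcripts at the loci. The shares here are for the whole-gene FPKM of genes with a *brat1* hyper-DMR, so they do not test it. Of the genes with a *brat1* hyper-DMR, 22.0% had a mean FPKM under 0.1 and 30.7% one under 1. For the genes whose *brat1* hyper-DMR overlaps one of *ros1*, these shares were 35.8% and 42.0%. Hyper-DMRs outside genes were not measured. The paper reports *SDC* as reduced in *brat1* by quantitative RT-PCR, and its log2 difference here was -0.07.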

Other observations

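All tests in this part, with the limits that decide them, were chosen after the results were seen. The replicate 1 libraries lie apart from those of replicates 2 and 3 in every genotype. In a limma model of replicate 1 against the others, 15629 genes had an adjusted p under 0.05, of which 1841 were higher in replicate 1 by more than 1 on the log2 scale and 1217 lower. For 126 genes and isoform models the FPKM was above 1 in all 4 replicate 1 libraries and listed at 0 in all 8 others, against 1 the other way round, AT1G29930. Of the 121 of them with a transcript length, 71.9% were shorter than 300 bases, against 1.64% of the tested genes, and their median length was 153 bases against 1668. Depth was weighed as an explanation of the 0 values. At the depth of replicates 2 and 3, 100% of these 121 would be expected to have at least 3 reads, with a median of 123. These reads were approximated from FPKM and transcript length, which was not checked for transcripts this short. The test therefore cannot exclude depth. A step that removed or could not estimate short transcripts in one of the batches may account for these genes. It leaves part of the division unexplained. Over 16421 genes with transcripts of 1000 bases or more, the highest correlation between a replicate 1 library and another was 0.927, and the lowest among replicates 2 and 3 was 0.987. Across 19424 genes, the replicate 1 difference had a Spearman's rho of 0.130 with GC content, too small for GC content to account for it. With transcript length the rho across genes was 0.059, smaller still. Genes are not independent replicates in these correlations. All genotypes are in both batches, so no genotype follows the division, and no biological explanation was tested.

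Replicates 2 and 3 of a genotype differ by little more than the counting of reads gives. The highest ratio of the spread of their differences to the counting noise was 1.20 over the 4 genotypes, against 1.56 or more between genotypes in these replicates and 6.91 or more between replicate 1 and another replicate of the same genotype. They may come from one pool of plants or RNA, but separate pools grown and sequenced together could give a ratio near this one too, and the reads are approximated from FPKM. The explanation cannot be settled from these values. That a column of values was copied is excluded, since at most 3 genes above 0 have equal values in any 2 libraries, but 1 library sequenced in separate runs is not excluded by this. With their mean as 1 sample, the genes past the threshold numbered 30 lower and 18 higher in *brat1* and 76 higher in *nrpe1*. Of these, 0, 0 and 13 had an adjusted p under 0.05 from limma.

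Other splits of the 6 libraries of a comparison were counted for the genes past the threshold. Of the 10 splits, 4 part every same-numbered pair. Among these, 1 of the 4, the real one, gave as many genes for those lower in *brat1*, for those higher in *brat1*, for those higher in *nrpe1* and for those lower in *brat1nrpe1*, and 1 of the 4 gave as many genes with a hyper-DMR among those lower in *brat1*. The largest other counts were 6, 6, 10 and 7. With 4 splits a share under 0.05 cannot be reached. The 6 other splits keep some same-numbered libraries on 1 side and so follow the division of replicate 1 in part. They gave 7 to 54 genes for *brat1*, and 3 of the 6 gave as many as the real split in either direction, so for *brat1* a split that follows the batch gives a result as large and the 2 cannot be told apart without the pairing. With the replicate block the real split gave 61 lower and 78 higher genes, against at most 16 in the other 3 splits that part every pair, so with the pairing it stands apart from them. Without the block, 11 genes had an adjusted p under 0.05 in the real split and at most 2 in any of the 9 others. For *nrpe1* and *brat1nrpe1* they gave 3 to 53 and 6 to 45 genes, and 0 of 6 reached 108 or 79. For the genes both higher in *nrpe1* and lower in *brat1nrpe1*, the labels of the 3 genotypes were exchanged within replicate numbers. Of 100 exchanges drawn from 108, 1, the real one, gave 32 genes, the next largest gave 28 and the median was 1.

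Genes chosen for high values in *nrpe1* are partly chosen for chance high values in the same libraries, which would make them appear lower in *brat1nrpe1*. This was tested by selecting genes on 2 replicate numbers and reading the third. The mean log2 difference between *brat1nrpe1* and *nrpe1* in the number left out was -0.51 for replicate 1 (112 genes, 80 of them lower), -1.00 for replicate 2 (59 genes, 46 lower) and -0.82 for replicate 3 (66 genes, 44 lower). In the numbers used for selection it was -0.97, -1.01 and -1.16. The value for replicate 1 was 0.52 of that in its own selecting numbers and 0.49 of the mean over the 3 selections, so selection on the same libraries may account for part of the decrease there. With genes selected on 1 replicate number alone, by their difference in that pair of libraries, the decrease was -1.91, -0.99 and -1.05 in the number used and -0.18, -0.33 and -0.41 in the others. The decrease had the same direction in each number left out, which is consistent with an effect of *brat1* in the *nrpe1* background of uncertain size.

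Selection on the same wild-type libraries was tested in this way for the 2 other differences. For genes lower in *brat1*, the decrease in *nrpe1* relative to the wild type in the number left out was at most 0.48 of that in the selecting numbers, and the weakest was -0.12. Selection may therefore account for part of the lower mean of these genes in *nrpe1*. Among the 39 listed genes, large falls of single genes also carried the mean. *QQS*, *SADHU3-2* and AT3G06437 differed by -4.29, -4.07 and -2.98 (limma adjusted p = 0.00034, 0.00086 and 0.033). The median gene was at -0.07, with 17 genes above 0 and 22 below 0. For genes higher in *nrpe1*, the difference between *brat1* and the wild type in the number left out was above 0 for replicates 1 and 2 and -0.13 for replicate 3. The rise of their mean in *brat1* was therefore seen in 2 of the 3, and whether selection accounts for it is not settled. As replicates 2 and 3 are close to each other, leaving out 1 of them removes only part of the selection.

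Linkage to the mutation was tested for the genes changed in *brat1*. Apart from *BRAT1* itself, 1 of the 86 called genes with a position lies within 1000000 bases of it, AT1G04660 (named after its values were seen, log2 difference 1.89), against 534 tested genes (odds ratio 0.484, two-sided Fisher's exact test, p = 0.726), so linkage is not a candidate for most of them.

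The 3 genes with the largest falls in *brat1*, *SADHU3-2*, *QQS* and AT3G06437, are also low in *nrpe1* and *brat1nrpe1*. Their log2 differences between *nrpe1* and the wild type were -4.07, -4.29 and -2.98. A gene was counted when all libraries of 1 genotype had at least 0.5 FPKM, above 4-fold of all 9 libraries of the other genotypes. Such genes numbered 3 in the wild type, which are these 3, 0 in *brat1*, 7 in *nrpe1* and 1 in *brat1nrpe1*. The genes were chosen for this pattern, so the count shows no stability. A difference between the wild-type plants and all mutant plants at these loci, such as a state inherited in the wild-type line alone, may explain it, and so may an effect of both mutations. The 3 libraries of each genotype cannot tell these apart. The 1 gene in *brat1nrpe1* is AT3G30730, which lies 7346 bases from *QQS* on chromosome 3. This neighbourhood was noticed after the values were seen and was not tested.

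For loci that the paper measured by quantitative RT-PCR, RNA sequencing gave the following values. *SDC* (AT2G17690) had an FPKM of 0.244 ± 0.117 in the wild type, 0.267 ± 0.255 in *brat1*, 12.6 ± 0.273 in *nrpe1* and 2.15 ± 0.228 in *brat1nrpe1* (SD, n = 3 each). Its log2 difference was -0.07 between *brat1* and the wild type (limma adjusted p = 1), 5.26 between *nrpe1* and the wild type (adjusted p = 0.00023) and -2.50 between *brat1nrpe1* and *nrpe1* (adjusted p = 0.060, 0.0042 with the replicate block). The paper reports less *SDC* transcript in *brat1* by quantitative RT-PCR, which these low FPKM values did not show. With each replicate left out, the difference between *brat1* and the wild type lay between -0.33 and 0.13. *ROS1* (AT2G36490) had an FPKM of 15.7 ± 0.974 in the wild type, 20.4 ± 2.50 in *brat1*, 2.09 ± 0.407 in *nrpe1* and 4.02 ± 0.639 in *brat1nrpe1* (SD, n = 3 each). Its log2 difference was 0.37 between *brat1* and the wild type (limma adjusted p = 1, 0.054 with the replicate block), -2.86 between *nrpe1* and the wild type (adjusted p = 1.7e-05) and 0.92 between *brat1nrpe1* and *nrpe1* (adjusted p = 0.080, 0.00052 with the block). All 3 replicates of *brat1* were above all wild-type replicates of *ROS1*. For *ROS3* (AT5G58130) and *IDM1* (AT3G14980) the log2 differences between *brat1* and the wild type were 0.04 and -0.005.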
